# Effect of Ecdysterone on the Hepatic Transcriptome and Lipid Metabolism in Lean and Obese Zucker Rats

**DOI:** 10.3390/ijms22105241

**Published:** 2021-05-15

**Authors:** Magdalena J. M. Marschall, Robert Ringseis, Denise K. Gessner, Sarah M. Grundmann, Erika Most, Gaiping Wen, Garima Maheshwari, Holger Zorn, Klaus Eder

**Keywords:** ecdysterone, 20-hydroxyecdysone, lipid metabolism, liver, triglyceride, cholesterol, obese Zucker rat, obesity, transcriptome

## Abstract

Conflicting reports exist with regard to the effect of ecdysterone, the predominating representative of steroid hormones in insects and plants, on hepatic and plasma lipid concentrations in different rodent models of obesity, fatty liver, and diabetes, indicating that the effect is dependent on the rodent model used. Here, the hypothesis was tested for the first time that ecdysterone causes lipid-lowering effects in genetically obese Zucker rats. To test this hypothesis, two groups of male obese Zucker rats (*n* = 8) were fed a nutrient-adequate diet supplemented without or with 0.5 g ecdysterone per kg diet. To study further if ecdysterone is capable of alleviating the strong lipid-synthetic activity in the liver of obese Zucker rats, the study included also two groups of male lean Zucker rats (*n* = 8) which also received either the ecdysterone-supplemented or the non-supplemented diet. While hepatic and plasma concentrations of triglycerides and cholesterol were markedly higher in the obese compared to the lean rats (*p* < 0.05), hepatic and plasma triglyceride and cholesterol concentrations did not differ between rats of the same genotype fed the diets without or with ecdysterone. In conclusion, the present study clearly shows that ecdysterone supplementation does not exhibit lipid-lowering actions in the liver and plasma of lean and obese Zucker rats.

## 1. Introduction

Ecdysteroids are a class of steroid hormones occurring in insects, where they are referred to as zooecdysteroids, and in plants, where they are termed as phytoecdysteroids. While zooecdysteroids in insects regulate important developmental processes, such as embryogenesis, moulting (ecdysis), metamorphosis, reproduction, and diapause [1], phytoecdysteroids provide protection against invertebrate predators by acting as feeding deterrents and by disrupting critical developmental processes of such invertebrates [2]. The ecdysteroids in insects and plants comprise a great number of different analogues, with 20-hydroxyecdysone, also called ecdysterone, being the quantitatively dominating biologically active analogue in both insects and plants. Owing to the role of ecdysteroids in insects’ development and their importance as moulting hormones, the haemolymph concentration of ecdysterone is largely dependent on the insect´s developmental stage, with ecdysteroid levels being low through the intermoult but showing a major peak during each moult in the cuticle induction phase [3,4]. In plants, evidence has been gained that all species have the capacity to produce at least low levels of phytoecdysteroids [5], but their concentration varies according to species, ecotype, developmental stage, plant part, and presence/absence of stress conditions. Very high levels of ecdysterone have been documented for roots and stems, respectively, of medicinal plants, such as *Cyanotis arachnoidea* [6] and *Diploclisia glaucescens* [7], but also food plants, such as spinach (*Spinacia oleracea*) and quinoa (*Chenopodium quinoa*), were reported to contain noticeable levels of phytoecdysteroids [8], whose levels are strongly inducible by mechanical or insect damage of the root [9,10].

Although phytoecdysteroids are effective toxins or antifeedants towards non-adapted herbivorous invertebrate predators, ecdysteroids are apparently non-toxic to mammals and even have been shown to exert a variety of interesting metabolic actions, such as antiobesogenic, hypoglycaemic, and protein anabolic effects [11,12,13]. In addition, ecdysterone was reported to decrease liver and plasma triglyceride and cholesterol concentrations in streptozotocin-induced steatotic male Wistar rats [14]. In contrast, no effect of different ecdysterone doses on serum triglyceride and cholesterol concentrations was found in female ovariectomised Sprague Dawley rats fed a high-fat/high-fructose diet [15]. Moreover, in two studies with male C57BL/6J mice fed with a high-fat diet supplemented with ecdysterone, no alterations were observed in plasma and/or liver triglyceride and cholesterol concentrations compared to the non-supplemented high-fat diet [12,16]. Since the ecdysterone doses administered orally via the diet or gavage were comparable between these rodent studies [12,14,15,16], the inconsistent outcomes with regard to the effects of ecdysterone on hepatic and plasma lipid concentrations indicate that the effect is dependent on the rodent model used. Besides the abovementioned inducible rodent models of obesity, fatty liver, and diabetes, the obese Zucker rat is a genetic rodent model for obesity, fatty liver, and hyperlipidaemia, which has not yet been used to investigate the effects of ecdysterone.

In view of this, the present study aimed to test the hypothesis that ecdysterone causes lipid-lowering effects in obese Zucker rats. To test this hypothesis, two groups of obese Zucker rats were fed a nutrient-adequate diet supplemented without (group OC) or with (group OE) 0.5 g ecdysterone per kg diet. This ecdysterone concentration was appropriate to achieve a similar dose of ecdysterone per kg body weight as applied in other rodent studies, in which ecdysterone caused either hepatic and plasma lipid-lowering effects or antiobesity effects in different rodent models [14,15,16]. In order to decipher the potential lipid-lowering actions of ecdysteroids in Zucker rats, measurements of liver and plasma lipid concentrations and hepatic transcriptome analysis were carried out. To study further if ecdysterone is capable of alleviating the strong lipid-synthetic activity in the liver of obese Zucker rats, the study included also two groups of lean Zucker rats which also received either the ecdysterone-supplemented (group LE) or the non-supplemented diet (group LC).

## 2. Results

### 2.1. Growth Performance and Organ Weights

Initial and final body weights, body weight gain, feed intake, feed:gain ratio, and organ weights of the rats were only influenced by the genotype but not by ecdysterone (Table 1). Obese rats had higher initial and final body weights, body weight gain, feed intake, weights of liver, heart and kidneys, and lower weights of selected muscles than lean rats (*p* < 0.05). No interactions between ecdysterone and genotype were observed with regard to these parameters.

### 2.2. Hepatic and Plasma Lipid Concentrations

Liver and plasma triglyceride and cholesterol concentrations of the rats were influenced by the genotype but not by ecdysterone (Figure 1a); the obese rats had higher concentrations of triglycerides and cholesterol in liver and plasma than the lean rats (*p* < 0.05). There was no interaction between ecdysterone and genotype with regard to the liver and plasma triglyceride and cholesterol concentrations. In agreement with the quantitative measurement of hepatic lipid concentrations, the Oil Red O-stained liver sections of the two lean groups (LC, LE) showed a normal appearance of the parenchyma structure with normal liver cell morphology, clear edges, clearly visible haematoxylin-stained nuclei, and no abnormalities (Figure 1b). In contrast, the Oil Red O-stained liver sections of the obese groups (OC, OE) exhibited a pathological parenchyma structure with enlarged liver cells and a marked accumulation of lipids. No difference was observed between lean rats fed with (LE) or without ecdysterone (LC) and between obese rats fed with (OE) or without ecdysterone (OC).

In line with the hepatic triglyceride concentrations, concentrations of fatty acids of hepatic total lipids were mainly affected by the genotype (Table 2). Hepatic concentrations of most individual fatty acids (14:0, 14:1 n-5, 16:0, 16:1 n-7, 18:0, 18:1 n-9, 18:3 n-3, 18:3 n-6, 20:3 n-6) and the sum of all individual fatty acids were higher and those of 20:4 n-6 and 22:6 n-3 were lower in obese rats than in lean rats. Only the concentration of 22:5 n-3 was affected by ecdysterone; rats fed ecdysterone had lower concentrations of 22:5 n-3 than rats fed without.

### 2.3. Genotype- and Ecdysterone-Regulated Transcripts in the Liver

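Hepatic transcripts were measured on 24 Affymetrix Clariom S rat arrays, 1 array per rat, with 6 rats in each of 4 groups. Lean and obese Zucker rats were fed a control diet (LC and OC) or the same diet with 0.5 g ecdysterone per kg (LE and OE) for 4 weeks. Obese Zucker rats are homozygous for the fa allele of the leptin receptor gene and overeat, and the lean rats of the study were heterozygous (fa/+). Ecdysterone is a plant steroid that is also an insect moulting hormone. The authors normalised the arrays together by SST-RMA in Affymetrix Expression Console 1.4 and deposited log2 signals for 23188 transcripts, of which 22899 carry a gene symbol. A difference of 1 on this scale is a 2-fold change. The deposited signals lay between 2.69 and 19.93, and the median of the mean signals was 6.55. As a measure of the background, 1359 genes of smell and taste receptors, which liver is not thought to express, had a median mean signal of 4.84. The median signal per array was 6.51 to 6.59 in group LC, 6.53 to 6.57 in LE, 6.53 to 6.6 in OC and 6.52 to 6.61 in OE, and the mean correlation of an array with the other arrays of its group was 0.983 to 0.988. From these log2 signals, 1 limma model with the 4 group means was fitted to all transcripts, with Benjamini-Hochberg adjustment over the 23188 transcripts of a comparison. Fold changes (FC) are given as the paper gives them, with a fall written as a negative value, and the standard errors (SE) come from the limma fit. Where an exact permutation test is named, it is two-sided over the 924 splits of the 12 rats of 2 groups and can give no p below 0.00216. For a gene with several probe sets, the one with the highest mean signal was used, except for Trim24. The number of arrays limits the precision. Of transcripts changed by 1 on the log2 scale in simulated data, 90% were recovered at an adjusted p under 0.05 for OC vs. LC, 78% for LE vs. LC and 86% for OE vs. OC. Of those changed by 0.5 it was 14%, 18% and 12%. All these simulations used the same means and spreads, so the shares differ by random draw and do not rank the comparisons. The same data also held transcripts changed by 2 and 4, and 152 to 154 transcripts were called, which makes the adjustment milder. Where few or no transcripts pass, a change of the same size is harder to recover, so these shares are too high for such a comparison. The paper states that rats were kept 2 per cage and killed in the non-fasted state, but the labels do not tie rats to cages, so no cage term was fitted.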

Differential transcript profiling was carried out to identify the genotype- and ecdysterone-induced changes in hepatic gene expression of the rats. As expected, profound changes in hepatic gene expression were induced by the genotype. 

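Genes of several kinds of cell and pathway differed between the livers of OC and LC rats. Of 16 markers of red blood cells and their precursors, 8 rose in OC, none fell and 8 did not pass the test (12 rose when adjusted over the list alone), among them the haemoglobin gene Hbb (FC 2.79, SE 0.34 on the log2 scale, adjusted p = 0.011 from limma) and the blood group gene Smim1 (FC 2.39, SE 0.24, adjusted p = 0.00182). Of 13 markers of stellate cells and myofibroblasts, the collagen-producing cells of the liver, 4 rose, none fell and 9 did not pass (7 rose when adjusted over the list alone), with Sparc, a matrix glycoprotein, at 1.86-fold (SE 0.18, adjusted p = 0.00305). Of 7 markers of lipid-associated macrophages only Lgals3, the gene of galectin-3, rose (FC 2.8, SE 0.28, adjusted p = 0.00138). None of 9 hepatocyte markers passed the test over all transcripts, and 2 fell when adjusted over the list alone. The mean of these 9 markers per rat differed by −0.13 on the log2 scale (exact permutation p = 0.013, adjusted p = 0.0213 over the 18 scores tested). By limma's camera test these lists had adjusted p-values of 6.28e-13, 4.32e-05, 0.0172 and 0.0942, in that order. The macrophage list had an adjusted p = 0.108 with an estimated correlation between genes, and the red blood cell and stellate cell lists passed with it too. By the methods' t-test the adjusted p of Hbb was 0.127.
Over all 23188 transcripts, the first principal component held 18.1% of the variance and parted the 12 lean from the 12 obese rats. LC rats lay between −28.4 and −14.2 on it and LE rats between −31.3 and −16.6, whereas OC rats lay between 21 and 30.3 and OE rats between 15.4 and 31.6. Of the 45 gene lists tested in OC vs. LC, 25 passed, 19 towards higher and 6 towards lower levels, against 14 lists with an estimated correlation and 25 by fry.

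**Figure D1:**
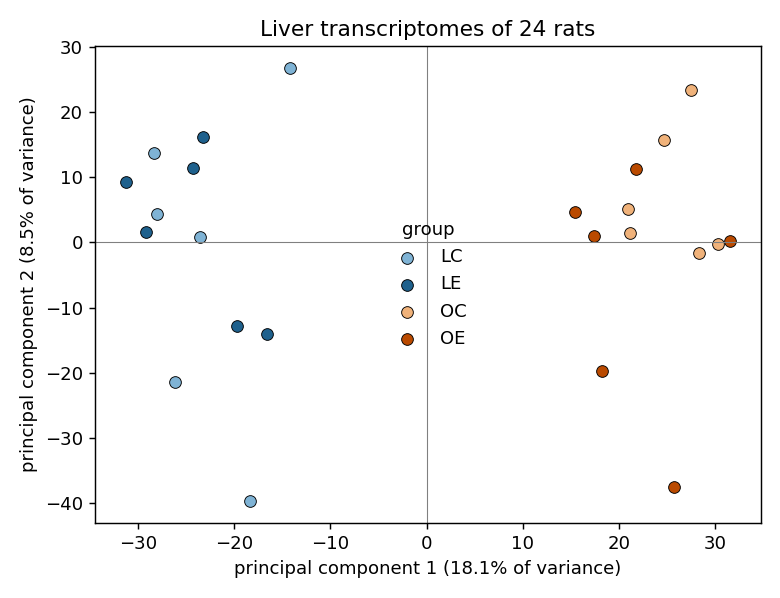
Scores of the 24 rats on the first principal component (x axis, 18.1% of the variance) and the second (y axis, 8.5%) of the log2 signals of all transcripts. Each point is 1 rat, coloured by group; the LC and LE rats lie below 0 and the OC and OE rats above 0 on the x axis, and the groups with and without ecdysterone overlap within each genotype.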

When comparing the obese and the lean groups of rats fed the basal diet without ecdysterone (OC vs. LC), a total of 1981 hepatic transcripts were differentially regulated according to the two-filter criteria (FC > 1.3 or < −1.3, *p* < 0.05); of those, 1092 transcripts were upregulated and 889 transcripts were downregulated in the OC group, compared to the LC group (Figure 2a). 

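Genes that are known to differ between the livers of male and female rats stood apart. The lists of these genes were written after the paper's tables of genes had been read, so their p-values are not independent evidence of direction. Of 10 male-biased liver genes, 6 fell in OC and 4 did not pass the test (all 10 fell when adjusted over the list alone), with a median log2 fold change of −1.97 (camera adjusted p = 5.68e-23). Of 12 female-biased genes, 8 rose, none fell and 4 did not pass (9 rose and 1 fell when adjusted over the list alone), with a median of 0.86 (camera adjusted p = 7.36e-12). Examples are the sulfotransferase Sult2a6, which was 6.03-fold higher in OC (SE 0.32, adjusted p = 4.35e-06 from limma), and its relative Sult2a2, which was 3.77-fold higher (SE 0.35, adjusted p = 0.00101, and 0.0796 by the methods' t-test). Among 15 genes of growth hormone and STAT5 signalling, which sets much of this sex difference, 2 rose, 3 fell and 10 did not pass (2 rose and 5 fell when adjusted over the list alone). Those that fell were Socs2, the transcription factor Onecut1 (FC −7.88, SE 0.64, adjusted p = 0.00589, and 0.0956 by the methods' t-test) and Igf1, the gene of insulin-like growth factor 1 (FC −1.63, SE 0.12, adjusted p = 0.000508). This list had a camera adjusted p = 0.00119, and an adjusted p = 0.0592 with an estimated correlation.
Over all transcripts, limma found 600 that differed between OC and LC at an adjusted p under 0.05, 334 higher and 266 lower in OC, of which 142 and 144 differed by more than 2-fold. Past FC 1.3 and an unadjusted p under 0.05 there were 2440, with 1312 higher and 1128 lower. By the methods' t-test with Benjamini-Hochberg adjustment 129 were higher and 125 lower, of which 224 in all were among the 600.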

Amongst the upregulated transcripts, 172 transcripts were regulated >2.0-fold and the 10 most strongly upregulated transcript were in decreasing order of their FCs (in brackets) as follows: *Sdc3-like* (44.5), *Prlr* (25.7), *G6pd* (21.8), *Pnpla3* (11.4), *Scd2* (10.5), *Cyp17a1* (10.2), *Elovl6-like* (10.1), *Wfdc21* (9.6), *Elovl6* (9.5), and *Gpam* (8.6). 

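The 10 genes with the largest rise in OC all passed limma's test over all transcripts; 9 of them are described here. LOC681458, annotated as similar to stearoyl-CoA desaturase 3, had a log2 signal of 13.6 ± 2.67 (SD, n = 6) in OC and 8.13 ± 0.67 (SD, n = 6) in LC, a 44.5-fold difference (SE 0.77, adjusted p = 3.88e-05). Prlr, the prolactin receptor, was at 13.2 ± 0.34 (SD, n = 6) in OC and 8.53 ± 2.07 (SD, n = 6) in LC, a 25.7-fold difference (SE 0.6, adjusted p = 8.98e-06). Other large rises were those of the lipid droplet hydrolase Pnpla3 (FC 11.4, adjusted p = 0.000498), the desaturase Scd2 (FC 10.5, adjusted p = 0.00161) and the steroid hydroxylase Cyp17a1 (FC 10.2, adjusted p = 2.85e-07). LOC102549542, annotated as like the elongase Elovl6, rose 10.1-fold (adjusted p = 0.00379) and Elovl6 itself 9.49-fold (adjusted p = 0.00486). Wfdc21 rose 9.58-fold (adjusted p = 8.88e-08), and Gpam, which starts the assembly of glycerolipids, 8.64-fold (adjusted p = 1.64e-06). Scd2 varied more among OC rats (13.3 ± 2.33, SD, n = 6) than among LC rats (9.93 ± 0.31, SD, n = 6). With the methods' t-test the adjusted p-values of LOC681458, Pnpla3, Scd2, LOC102549542 and Elovl6 were 0.055, 0.0688, 0.153, 0.11 and 0.121, and Prlr, Cyp17a1, Wfdc21 and Gpam still passed.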

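Acnat2, an acyltransferase that joins amino acids to fatty or bile acyl-CoA, had a log2 signal of 6.38 ± 0.36 (SD, n = 6) in OC, close to the median of all transcripts, and in LC of 13.9 ± 1.01 (SD, n = 6). This is a log2 fold change of −7.57 (SE 0.34, adjusted p = 1.89e-15 from limma), the largest fall of any transcript in OC vs. LC. Stac3, an adaptor protein of calcium channels, had a log2 fold change of −7.44 (SE 0.33, adjusted p = 1.89e-15). The intestinal and bile duct cadherin Cdh17 followed with −5.89 (SE 0.83, adjusted p = 3.88e-05). Then came 3 loci: LOC100912405, annotated as Up3-like (−5.85, SE 0.48, adjusted p = 2.93e-09), LOC100360095, annotated as Up1-like (−5.68, SE 0.78, adjusted p = 2.99e-05), and LOC100360049, annotated as rCG64165-like (−5.53, SE 0.43, adjusted p = 1.32e-09). Of genes with known roles in liver metabolism, Cyp3a18, a male-biased steroid hydroxylase, fell by 4.37 on the log2 scale (adjusted p = 1.69e-09) and Socs2, a feedback inhibitor of growth hormone signalling, by 4.05 (adjusted p = 4.26e-05). Nrep, first described as a neuronal protein, fell by 4.08 (adjusted p = 1.02e-07). Sds, the serine dehydratase that feeds serine into glucose production, had the widest spread of these genes, with 7.81 ± 1.04 (SD, n = 6) in OC and 12.3 ± 3.34 (SD, n = 6) in LC. Its log2 fold change was −4.46 (SE 0.98, adjusted p = 0.00748); its adjusted p was 0.214 with the methods' t-test, and none of the 6 OC rats lay below all LC rats. For Acnat2, Stac3, Cdh17, Cyp3a18, Nrep and Socs2 the 2 groups did not overlap (exact permutation p = 0.00216 for each, the smallest it can give, which is also the share of splits that part 2 groups of 6 by chance).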

A total of 162 transcripts were downregulated < −2.0-fold, with the 10 most strongly downregulated transcripts being in increasing order of their FCs (in brackets) as follows: *Acnat2* (−190), *Stac3* (−173), *Cdh17* (−59.1), *Up3-like* (−57.6), *Up1-like* (−51.4), *rCG64165-like* (−46.1), *Sds* (−22.1), *Cyp3a18* (−20.7), *Nrep* (−17.0), and *Socs2* (-16.6). The FC and *p*-value of all differentially expressed transcripts between groups OC vs. LC are listed in Supplementary materials: Table S1.

In comparison to the profound genotype effect on hepatic gene expression, the effect of ecdysterone on hepatic transcriptome was markedly weaker. 

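With ecdysterone, no transcript differed at an adjusted p under 0.05 in either genotype, and genes with the largest differences between obese and lean rats still differed on the ecdysterone diet: Acnat2 had a log2 fold change of −7.91 in OE vs. LE, Prlr of 4.25, Wfdc21 of 3.48 and Cyp17a1 of 3.33. Of 23188 transcripts, limma found 0 in LE vs. LC (lowest adjusted p = 0.786) and 0 in OE vs. OC (lowest adjusted p = 0.83). The ecdysterone effect averaged over both genotypes gave 0 as well (lowest adjusted p = 0.983, 1133 transcripts at an unadjusted p under 0.05), as did its difference between the genotypes (interaction, lowest adjusted p = 1, 912 at an unadjusted p under 0.05). The methods' t-test with Benjamini-Hochberg adjustment also gave 0 in both comparisons (lowest adjusted p = 0.24 in LE vs. LC and 0.451 in OE vs. OC). Across transcripts, which are not independent replicates, the log2 fold changes of LE vs. LC and of OE vs. OC correlated at r = 0.022. Of 100 regroupings of the rats within each genotype, 73 gave an r at least as far from 0, and the largest of the others was 0.185.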

Based on the same filter criteria as applied for studying the genotype effect, a total of 414 transcripts were identified as differentially expressed (upregulated: 208, downregulated: 206) between the ecdysterone-supplemented and the non-supplemented lean groups (LE vs. LC) (Figure 2b). 

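In lean rats the chemokine Ccl21, which draws lymphocytes into lymph nodes, had the smallest p of all transcripts for ecdysterone (log2 fold change 0.75, SE 0.15, adjusted p = 0.786 from limma), and every LE rat lay above every LC rat (exact permutation p = 0.00216), but its signals of 4.95 ± 0.31 (SD, n = 6) in LE and 4.19 ± 0.24 (SD, n = 6) in LC are among the lowest 13.1% of all transcripts. Of the 45 gene lists, none passed limma's camera test in LE vs. LC, none passed with an estimated correlation or by fry, and 6 had an unadjusted p under 0.05. The lowest adjusted p, 0.0769, was that of 20 PPAR alpha targets, genes switched on by fatty acids through this receptor, with a median log2 fold change of 0.21 and 17 members above 0. The number of lists that passed rose to 8 without LC replicate 1 and to 8 without LE replicate 11.
Counted with limma's p, 607 transcripts lay past FC 1.3 and an unadjusted p under 0.05, 303 higher and 304 lower in LE, and with the p of the methods' t-test it was 430, with 212 higher and 218 lower. Limma gave 813 transcripts at an unadjusted p under 0.05, where 1159.4 of 23188 are expected if nothing differs. Of the 607, 62.9% had a mean signal below the median of all transcripts and 67 (11%) were smell or taste receptor genes, which make up 6.65% of all those tested. With transcripts below the median signal left out, 214 were past both criteria.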

Amongst the upregulated genes, only one gene (*Inmt*) was regulated >2.0-fold. 

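Inmt, a methyltransferase of indole amines, had a log2 signal of 8.22 ± 1.22 (SD, n = 6) in LE and 6.91 ± 0.73 (SD, n = 6) in LC, a difference of 1.3 with an SE of 0.42 (adjusted p = 1 from limma, exact permutation p = 0.0541), with 3 of 6 LE rats above all LC rats. Id2, an inhibitor of helix-loop-helix transcription factors, was at 11.7 ± 0.51 (SD, n = 6) in LE and 10.9 ± 0.42 (SD, n = 6) in LC, a log2 difference of 0.74 (SE 0.2, adjusted p = 1, exact permutation p = 0.00866). The smell receptors Olr886 and Olr377 and the bitter taste receptor Tas2r116 had log2 differences of 0.9, 0.7 and 0.77 at mean signals in the lowest 17%, 22.6% and 5.6% of all transcripts. Tcp11x2 had a difference of 0.84 (SE 0.35), the zinc finger gene Zfp69 of 0.71 (SE 0.27), MGC114246 of 0.7 (SE 0.17) and Lpcat2, an acyltransferase of lysophospholipids, of 0.68 (SE 0.19). None of these passed the adjustment over 23188 transcripts, the lowest adjusted p being 0.821 (Olr886).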

The top 10 upregulated transcripts were in decreasing order of their FCs (in brackets) as follows: *Inmt* (2.47), *Olr886* (1.87), *Tcp11x2* (1.79), *Tas2r116* (1.70), *Ccl21* (1.69), *Id2* (1.67), *Zfp69* (1.63), *Olr377* (1.62), *MGC114246* (1.62) and *Lpcat2* (1.60). Additionally, only one gene (*Tsku*) amongst the downregulated genes exhibited a regulation < −2.0-fold. The top 10 downregulated transcripts were in increasing order of their FCs (in brackets) as follows: *Tsku* (−2.95), *Per1* (−1.98), *LOC102546754* (−1.72), *Mansc1* (−1.71), *Pdcl2* (−1.69), *LOC102551428* (−1.69), *Nuggc* (−1.64), *RGD1561778* (−1.63), *Mgat4e* (−1.62) and *Rnf212* (−1.61). 

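Tsku, a protein secreted by the liver, had a log2 signal of 11.1 ± 0.6 (SD, n = 6) in LE and 12.6 ± 0.86 (SD, n = 6) in LC, a log2 fold change of −1.56 (SE 0.59, adjusted p = 1 from limma, exact permutation p = 0.00649), with 5 of 6 LE rats below all LC rats. Per1, a gene of the circadian clock, was at 7.86 ± 0.51 (SD, n = 6) and 8.84 ± 0.63 (SD, n = 6), a log2 fold change of −0.98 (SE 0.39, adjusted p = 1, exact permutation p = 0.0216). Both are on the list of 17 glucocorticoid-responsive genes, of which 0 rose and 0 fell, 12 lay below 0 and 5 above 0 (median −0.19, camera adjusted p = 0.175). The 21 clock genes had a median of −0.17 with 13 below 0 (camera adjusted p = 0.306), and their level varied widely among LC rats: the clock output gene Dbp ranged over 7.27 on the log2 scale among the 6 LC rats and Nr1d1 over 8.09. The others had smaller differences at lower signals, of −0.78 for LOC102546754, −0.77 for Mansc1, −0.76 for Pdcl2 and LOC102551428, −0.71 for Nuggc, −0.7 for Mgat4e and −0.69 for Rnf212, with adjusted p-values of 0.794 (Mgat4e) or above. RGD1561778 had −0.7 on its brighter probe set and −0.19 on the other. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, which is outside these 10, had a larger log2 fold change (−1.69) with a wider spread (SE 0.8, exact permutation p = 0.108).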

The FC and *p*-value of all differentially expressed transcripts between groups LE vs. LC are shown in Supplementary materials: Table S2.

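Immediate early genes and neutrophil markers lay slightly higher in obese rats with ecdysterone, but no single one passed the test. Of 23 immediate early genes, which cells switch on within minutes of a stimulus, 19 lay above 0 and 4 below in OE vs. OC (median log2 fold change 0.39, camera adjusted p = 9.57e-05, and an adjusted p = 0.246 with an estimated correlation). Examples are Fos (0.5, SE 0.18, adjusted p = 0.858 from limma) and Cebpd (0.51, SE 0.21, adjusted p = 0.858). All 7 neutrophil markers lay above 0 (median 0.29, camera adjusted p = 0.006, and an adjusted p = 0.353 with an estimated correlation), among them the calgranulins S100a8 (0.55, SE 0.23) and S100a9 (0.65, SE 0.25). Their mean per rat, relative to LC, was 1 in OE replicate 23 and 0.69 in OE replicate 21, against 0.08 to 0.22 in the other OE rats and −0.01 to 0.28 in OC, and the camera adjusted p was 0.115 without OE replicate 23. In both lists 0 members rose and 0 fell over all transcripts, and 0 passed when adjusted over the list alone. The transcription factor Atf7 had one of the smallest p-values of all (0.62, SE 0.14, adjusted p = 0.83), with every OE rat above every OC rat (exact permutation p = 0.00216).
With limma's p, 981 transcripts lay past FC 1.3 and an unadjusted p under 0.05, 507 higher and 474 lower in OE, of which 9 and 3 differed by more than 2-fold. With the p of the methods' t-test it was 714, with 387 higher and 327 lower. At an unadjusted p under 0.05 alone limma gave 1322 and the methods' t-test 1307. Of the 981, 52.5% had a mean signal below the median of all transcripts and 89 (9.07%) were smell or taste receptor genes; with transcripts below the median signal left out, 455 were past both criteria.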

When studying the ecdysterone effect within the obese rats, a total of 684 transcripts were identified as differentially expressed (upregulated: 369, downregulated: 315) between the ecdysterone-supplemented and the non-supplemented groups (OE vs. OC) (Figure 2c). Amongst the upregulated genes, only six genes were regulated >2.0-fold and the strongest ecdysterone-induced gene was *Gadd45a* (2.57). 

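The genes with the largest differences towards higher levels in OE included several that the liver switches on during fasting. Gadd45a, a gene of DNA damage and of amino acid shortage, had a log2 signal of 10.4 ± 0.59 (SD, n = 6) in OE and 9.08 ± 1.07 (SD, n = 6) in OC, a log2 fold change of 1.36 (SE 0.52, adjusted p = 0.858 from limma, exact permutation p = 0.0238). Irs2, the insulin receptor substrate that insulin lowers, was at 8.32 ± 0.51 (SD, n = 6) and 7.14 ± 0.6 (SD, n = 6), a log2 fold change of 1.18 (SE 0.45, adjusted p = 0.858, exact permutation p = 0.00649). Pdk4, which keeps pyruvate from being oxidised, was at 14.4 ± 0.42 (SD, n = 6) and 13.3 ± 0.94 (SD, n = 6), a log2 fold change of 1.13 (SE 0.44, adjusted p = 0.858, exact permutation p = 0.0281). Of the 22 genes raised by fasting or low insulin as a list, 14 lay above 0 and 8 below, none passed over all transcripts, and the list had a median of 0.08 (camera adjusted p = 0.164). Among the others, LOC100911413 had a log2 fold change of 1.01 (SE 0.29, adjusted p = 0.83) and every OE rat lay above every OC rat (exact permutation p = 0.00216). Gimd1 had a difference of 1.21 (SE 0.46), the anion transporter Slc22a8 of 1.12 (SE 0.36), the immunoglobulin kappa constant gene Igkc of 0.98 (SE 0.37), Zfp467 of 0.91 (SE 0.25), LOC102549464 of 0.89 (SE 0.3) and the transcription factor Junb of 0.87 (SE 0.32).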

The top 10 upregulated transcripts were in decreasing order of their FCs (in brackets) as follows: *Gadd45a* (2.57), *Gimd1* (2.32), *Irs2* (2.27), *Pdk4* (2.19), *Slc22a8* (2.17), *LOC100911413* (2.01), *Igkc* (1.97), *Zfp467* (1.88), *LOC102549464* (1.86), and *Junb* (1.83). Only one gene (*Angptl8*) exhibited a regulation <−2.0-fold. 

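Angptl8, a secreted protein that feeding and insulin raise, had a log2 signal of 11.7 ± 0.65 (SD, n = 6) in OE and 12.8 ± 0.7 (SD, n = 6) in OC, a log2 fold change of −1.13 (SE 0.5, adjusted p = 0.858 from limma, exact permutation p = 0.0238). Of 22 genes raised by feeding or insulin, 21 lay below 0 in OE vs. OC and 1 above, with a median log2 fold change of −0.35, but 0 rose and 0 fell over all transcripts or when adjusted over the list alone. The glycogen-targeting subunits Ppp1r3b (−0.75, SE 0.27) and Ppp1r3c (−0.89, SE 0.41) are examples. Some of the 22 genes, such as Fasn and Acly, are also in Table 3, whose genes the study chose for higher levels in OC than in LC. A fall is partly built in for these. The list of feeding genes had a camera adjusted p = 0.000212, and an adjusted p = 0.353 with an estimated correlation. Its mean per rat was 0.94 ± 0.24 (SD, n = 6) in OE and 1.34 ± 0.2 (SD, n = 6) in OC on the log2 scale, relative to the mean of LC (exact permutation p = 0.0152, adjusted p = 0.0878 over the 18 scores tested).
The water channel Aqp11 (−0.81, SE 0.27), the carboxylesterase Ces4a (−0.83, SE 0.28), the nucleotide phosphodiesterase Enpp5 (−0.78, SE 0.31) and RGD1559459 (−0.76, SE 0.28) had signals well above the background. Trim24 had −0.24 on its brighter probe set and −0.99 on the other, which was picked because its fold change is the one the paper gives. Vom2r75, a pheromone receptor (−0.9), Map3k15 (−0.79) and Hebp2 (−0.77) lay among the lowest 21.8%, 20.6% and 18.3% of signals. No adjusted p among these was below 0.83.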

The top 10 downregulated transcripts were in increasing order of their FCs (in brackets) as follows: *Angptl8* (−2.19), *Trim24* (−1.98), *Vom2r75* (−1.86), *Ces4a* (−1.78), *Aqp11* (−1.76), *Gstt3* (−1.74), *Map3k15* (−1.73), *Enpp5* (−1.72), *Hebp2* (−1.71), and *RGD1559459* (−1.69). The FC and *p*-value of all differentially expressed transcripts between groups OE vs. OC are displayed in Supplementary materials: Table S3.

### 2.4. Technical Validation of Microarray Data

Microarray data of 19 differentially expressed transcripts between groups OC and LC were validated by qPCR. 

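On the arrays, with 6 of the rats per group, the 19 genes chosen for qPCR went as follows in OC vs. LC: 10 rose, 8 fell and 1 did not pass limma's test over all transcripts (11 rose and 8 fell when adjusted over the list alone). The study picked these genes on the same arrays, so their directions there are not independent evidence. Beside lipid synthesis genes, those that rose were Cd36, which takes up fatty acids (FC 8.42, SE 0.33, adjusted p = 3.68e-07), and Me1, which supplies NADPH (FC 6.61, SE 0.4, adjusted p = 6.4e-05). Smaller rises were those of the desaturase Fads2 (FC 2.07, adjusted p = 0.00482), the elongase Elovl5 (FC 1.62, adjusted p = 0.0105) and the transcription factor Srebf1 (FC 2.36, adjusted p = 0.00603). Among the genes that fell, the sulfotransferase Sult1c3 had a log2 fold change of −4.03 (SE 0.42, adjusted p = 2.71e-07), the dehydrogenase Dhrs7 of −3.9 (SE 0.38, adjusted p = 8.88e-08) and the carbonic anhydrase Car3, one of the most abundant proteins of male rat liver, of −3.76 (SE 0.5, adjusted p = 1.77e-05). With the methods' t-test the adjusted p of Me1 was 0.0528 and that of Elovl5 0.0761.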

As shown in Supplementary materials: Table S4, the effect direction (positive or negative FC) was the same between microarray and qPCR for all validated transcripts, whereas the effect size (value of FC) differed to some extent for the validated transcripts between microarray and qPCR. Statistical analysis of qPCR data revealed that 17 (*G6pd*, *Scd2*, *Elovl6*, *Gpam*, *Cd36*, *Me1*, *Fasn*, *Fads2*, *Elovl5*, *Car3*, *Dhrs7, Sult1c3*, *Nrep*, *Cyp3a18*, *Sds*, *Cdh17*, *Acnat2*) of the validated transcripts were regulated significantly (*p* < 0.05), whereas two (*Srebf1*, *Ldlr*) of the transcripts were not regulated (*p* > 0.05).

### 2.5. Biological Processes and Pathways Affected by the Genotype- and Ecdysterone-Regulated Transcripts in the Liver

To identify biological processes and pathways affected by the genotype- and ecdysterone-regulated transcripts, GSEA was performed using GO biological process terms and/or KEGG pathways, respectively. 

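Gene Ontology terms in the deposited annotation were tested by one-sided Fisher's exact tests, with the transcripts past FC 1.3 and limma's unadjusted p under 0.05 against 15736 annotated genes and with adjustment over all 86 terms named in the paper. The study picked these terms for enrichment on the same arrays with similar criteria, so that the number that passed here and at the other comparisons is not independent evidence, and the adjustment leaves out the terms the paper does not name. Among genes higher in OC, unsaturated fatty acid biosynthetic process held 6 of its 6 genes, where 0.38 were expected (adjusted p = 6.42e-07). Cholesterol biosynthetic process held 15 of 30 genes (1.88 expected, adjusted p = 8.89e-10) and fatty acid biosynthetic process 24 of 61 (3.82 expected, adjusted p = 1.87e-12). For steroid metabolic process it was 24 of 82 (5.14 expected, adjusted p = 1.43e-09) and for lipid metabolic process 84 of 361 (22.62 expected, adjusted p = 1.09e-24). Terms outside lipid metabolism passed as well, such as oxygen transport with 8 of 15 genes (0.94 expected, adjusted p = 8.6e-06). Of the 27 terms of Figure 3a, 25 passed with limma's p and 26 with the p of the methods' t-test.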

With regard to genotype effect, GSEA of the transcripts upregulated in group OC vs. LC revealed that several of the most enriched biological process terms were related to lipid synthesis, such as unsaturated fatty acid biosynthetic process, cholesterol biosynthetic process, fatty acid biosynthetic process, steroid metabolic process, and lipid metabolic process (Figure 3a). The most enriched KEGG pathways assigned to the transcripts upregulated in group OC vs. LC predominantly comprised lipid metabolic pathways, such as fatty acid metabolism, biosynthesis of unsaturated fatty acids, fatty acid elongation, fatty acid degradation, and PPAR signalling pathway (Figure 3b).

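Lists of lipid metabolism genes rose together in OC. Of 21 genes of fatty acid synthesis, 12 rose, none fell and 9 did not pass limma's test (18 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.78. Fatty acid synthase, Fasn, rose 3.64-fold (SE 0.42, adjusted p = 0.00858 from limma, and adjusted p = 0.15 with the methods' t-test). Of 29 genes of fatty acid oxidation and ketogenesis, 6 rose and none fell (16 rose and 1 fell when adjusted over the list alone), such as the mitochondrial Hadhb (FC 2.04, SE 0.14, adjusted p = 2.7e-05) and Acadl (FC 1.67, SE 0.12, adjusted p = 0.000314). Of 20 PPAR alpha targets, 4 rose and none fell (9 when adjusted over the list alone), among them the peroxisomal Pex11a (FC 2.27, SE 0.21, adjusted p = 0.000679) and Ehhadh (FC 2.43, SE 0.25, adjusted p = 0.00263). Of 22 genes of lipoprotein export and fatty acid uptake, 6 rose and none fell (9 rose and 1 fell when adjusted over the list alone), including the fatty acid binding proteins Fabp4 (FC 6.96, SE 0.43, adjusted p = 0.000114) and Fabp5 (FC 4.72, SE 0.31, adjusted p = 3.08e-05).
Of 20 genes of lipid droplets, 4 rose and none fell (9 rose and 1 fell when adjusted over the list alone), with Plin3 at 2.99-fold (SE 0.18, adjusted p = 8.94e-07). Of 20 genes of cholesterol synthesis, 4 rose and none fell (12 when adjusted over the list alone), with Lss at 2.18-fold (adjusted p = 0.00336) and Acat2 at 1.87-fold (adjusted p = 0.00294). Of 17 genes of triglyceride synthesis, 3 rose and none fell (4 rose and 1 fell when adjusted over the list alone), with Dgat2 at 3.26-fold (adjusted p = 0.00729), and of 8 genes that supply NADPH, 2 rose and none fell (4 when adjusted over the list alone). The camera adjusted p-values were 9.56e-18 for fatty acid synthesis, 6.28e-13 for oxidation, 3.39e-07 for PPAR alpha targets, 3.83e-09 for lipoproteins, 1.19e-05 for lipid droplets, 5.99e-11 for cholesterol, 3.35e-05 for triglycerides and 1.15e-07 for NADPH. For the PPAR alpha targets it was an adjusted p = 0.0502 with an estimated correlation and for cholesterol synthesis an adjusted p = 0.0863 with an estimated correlation; the other 6 passed with it. By the methods' t-test the adjusted p-values of Ehhadh, Lss, Acat2 and Dgat2 were 0.107, 0.128, 0.109 and 0.14.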

The most enriched biological process terms assigned to the transcripts downregulated in group OC vs. LC included heterogeneous terms, such as oxidation-reduction process, bile acid metabolic process, cellular response to insulin stimulus, liver development, activation of phospholipase C activity, and drug metabolic process (Figure 4a). 

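Genes of bile acid and amino acid metabolism were among those lower in OC. Of 20 genes of bile acid synthesis and transport, 1 rose, 3 fell and 16 did not pass limma's test (3 rose and 9 fell when adjusted over the list alone). Those that fell were Acnat2, the racemase Amacr of the bile acid side chain (FC −2.3, SE 0.22, adjusted p = 0.00121) and the canalicular exporter Abcc2 (FC −2.88, SE 0.22, adjusted p = 4.86e-05), and Nr0b2, the nuclear receptor that represses bile acid synthesis, rose (FC 2.59, SE 0.38, adjusted p = 0.0428). Of 25 genes of gluconeogenesis and amino acid catabolism, none rose, 4 fell and 21 did not pass (7 fell when adjusted over the list alone). Beside Sds, these were Got1, which moves amino groups between aspartate and glutamate (FC −3.85, SE 0.43, adjusted p = 0.00739), Hal, which degrades histidine (FC −3.05, SE 0.4, adjusted p = 0.0207), and Asl of the urea cycle (FC −2.71, SE 0.31, adjusted p = 0.00561). The bile acid list had a camera adjusted p = 5.12e-05 and an adjusted p = 0.0987 with an estimated correlation, and the amino acid list a camera adjusted p = 0.000367 and an adjusted p = 0.201 with an estimated correlation. Without LC replicate 4 the adjusted p of Hal was 0.0626, and without OC replicate 17 that of Nr0b2 was 0.114. By the methods' t-test the adjusted p-values of Nr0b2, Got1, Hal and Asl were 0.102, 0.142, 0.0688 and 0.2.
Among the terms, oxidation-reduction process held 60 of its 683 genes past the criteria, where 35.29 were expected (adjusted p = 0.000206), and bile acid metabolic process 7 of 21 (1.08 expected, adjusted p = 0.000297). Activation of phospholipase C activity held 8 of 18 (0.93 expected, adjusted p = 1.06e-05), cellular response to insulin stimulus 14 of 112 (5.79 expected, adjusted p = 0.00412) and liver development 15 of 128 (6.61 expected, adjusted p = 0.0048). Drug metabolic process held 5 of 26 (1.34 expected, adjusted p = 0.0143). Of the 26 terms of Figure 4a, 21 passed with either p.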

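Among 26 genes of nicotinate and nicotinamide metabolism, 1 rose, 2 fell and 23 did not pass limma's test in OC vs. LC (2 rose and 6 fell when adjusted over the list alone), and the list as a whole had a median log2 fold change of 0.02 (camera adjusted p = 0.331). Those that fell were the aldehyde oxidase Aox1 (FC −2.54, SE 0.34, adjusted p = 0.0228) and Nnmt, which methylates nicotinamide (FC −2.33, SE 0.33, adjusted p = 0.0376), and the nucleotidase Nt5c2 rose (FC 1.84, SE 0.2, adjusted p = 0.0116). Aox1 had an adjusted p = 0.0658 without LC replicate 4, and Nnmt an adjusted p = 0.109 without the same rat. Of 24 genes of drug metabolism that the receptors CAR and PXR induce, 5 rose, 2 fell and 17 did not pass (9 rose and 3 fell when adjusted over the list alone). The retinal dehydrogenases Aldh1a1 (FC 4.35, SE 0.38, adjusted p = 0.000971) and Aldh1a7 (FC 4.53, SE 0.35, adjusted p = 0.000213) were among those that rose, with adjusted p-values of 0.113 and 0.0685 by the methods' t-test. The steroid and drug hydroxylase Cyp3a23/3a1 fell (FC −1.81, adjusted p = 0.000916). This list had a median of 0.38 and a camera adjusted p = 0.00613, and an adjusted p = 0.113 with an estimated correlation.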

The most enriched KEGG pathways assigned to these downregulated transcripts comprised amongst others metabolic pathways, nicotinate and nicotinamide metabolism, steroid hormone biosynthesis, retinol metabolism, drug metabolism—cytochrome P450, linoleic acid metabolism, and AMPK signalling pathway (Figure 4b).

Regarding the ecdysterone effect in the lean groups, GSEA of the transcripts upregulated in group LE vs. LC revealed only two enriched (*p* < 0.05) biological process terms, namely, membrane depolarisation during action potential and sodium ion transport (Figure 5a), and only one enriched (*p* < 0.05) KEGG pathway, i.e., carbohydrate digestion and absorption. 

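Of the genes higher in LE past FC 1.3 and limma's unadjusted p under 0.05, 3 belonged to membrane depolarisation during action potential, a term of 30 genes of which 0.37 were expected (Fisher's exact test, adjusted p = 0.00975), and 6 to sodium ion transport, a term of 108 genes of which 1.32 were expected (adjusted p = 0.00449). With the p of the methods' t-test it was 3 and 5 genes, and both terms passed. None of these genes passed limma's test over all transcripts.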

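Of the 9 terms that the paper names for genes lower in LE, the only ones tested here, G-protein coupled receptor signalling held the most such genes; it takes in most smell and taste receptors and 1815 of the 15736 annotated genes. Of these 1815, 41 were lower past FC 1.3 and limma's unadjusted p under 0.05, where 22.15 were expected (Fisher's exact test, adjusted p = 0.00031). Cilium assembly held 6 of 107 genes (1.31 expected, adjusted p = 0.00428), axonogenesis 5 of 106 (1.29 expected, adjusted p = 0.0143) and pigmentation 3 of 35 (0.43 expected, adjusted p = 0.0137). Melanin metabolic process, a term of 4 genes, held 2 (0.05 expected, adjusted p = 0.00239), and establishment of planar polarity 2 of 12 (0.15 expected, adjusted p = 0.0139). Positive regulation of Notch signalling (2 of 35, adjusted p = 0.0788), cilium morphogenesis (1 of 60, adjusted p = 0.528) and negative regulation of cell migration (3 of 91, adjusted p = 0.111) did not pass with limma's p, so that 6 of the 9 terms tested passed, and 8 with the p of the methods' t-test; the study chose these terms on the same arrays, so this count is not independent evidence. As a list, the smell and taste receptor genes had a median log2 fold change of 0 in LE vs. LC, with 691 above 0 and 668 below (camera adjusted p = 0.951).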

The enriched biological process terms assigned to the transcripts downregulated in group LE vs. LC were axonogenesis, the establishment of planar polarity, cilium assembly, G-protein coupled receptor signalling pathway, melanin metabolic process, positive regulation of Notch signalling pathway, pigmentation, cilium morphogenesis, and negative regulation of cell migration (Figure 5b). No significantly enriched KEGG pathways were assigned to these downregulated transcripts.

Investigating the ecdysterone effect in the obese groups, GSEA of the transcripts upregulated in group OE vs. OC showed that female pregnancy, positive regulation of the apoptotic process, response to progesterone, transcription from RNA polymerase II promoter, macrophage differentiation, cellular response to ionizing radiation, response to light stimulus, positive regulation of peptidyl-serine phosphorylation and inorganic anion transport are the most enriched biological process terms assigned to the upregulated transcripts (Figure 6a). 

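Among genes higher in OE, response to progesterone held 6 of its 55 genes past FC 1.3 and limma's unadjusted p under 0.05, where 1.13 were expected (Fisher's exact test, adjusted p = 0.00239). Macrophage differentiation held 3 of 11 (0.23 expected, adjusted p = 0.00291), response to light stimulus 4 of 34 (0.7 expected, adjusted p = 0.00872) and glucose homeostasis 7 of 116 (2.38 expected, adjusted p = 0.0143). For positive regulation of the apoptotic process it was 12 of 309 (6.34 expected, adjusted p = 0.0333) and for female pregnancy 6 of 108 (2.22 expected, adjusted p = 0.0307). Inorganic anion transport held 0 of its 2 genes (adjusted p = 1). Of the 16 terms of Figure 6a, 12 passed with limma's p and 11 with the p of the methods' t-test, which is not independent evidence as the study chose them on the same arrays; no gene of any of these terms passed limma's test over all transcripts. Markers of macrophages and Kupffer cells, the resident macrophages of the liver, had a median log2 fold change of −0.11 in OE vs. OC, with 4 of 13 above 0 (camera adjusted p = 0.427).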

Only two enriched (*p* < 0.05) KEGG pathways, i.e., osteoclast differentiation and taste transduction, were assigned to these upregulated transcripts. 

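Genes that conjugate or reduce with glutathione lay lower in OE. Of 31 genes of glutathione metabolism, 24 lay below 0 and 7 above in OE vs. OC, with a median log2 fold change of −0.11. None rose or fell over all transcripts, and 5 fell when adjusted over the list alone. The transferases Gstt3 (−0.8, SE 0.23, exact permutation p = 0.013), Gstk1 (−0.65, SE 0.22, exact permutation p = 0.0173) and Gsta2 (−0.5, SE 0.15, exact permutation p = 0.00433) and the peroxidase Gpx1 (−0.61, SE 0.2, exact permutation p = 0.0281) had the smallest p-values, with adjusted p-values of 0.83 to 0.858 from limma. The list had a camera adjusted p = 0.000256, and an adjusted p = 0.246 with an estimated correlation. Its mean per rat, relative to LC, was −0.1 ± 0.13 (SD, n = 6) in OE and 0.07 ± 0.07 (SD, n = 6) in OC (exact permutation p = 0.0195, adjusted p = 0.0878 over the 18 scores tested).
Of the terms, oxidation-reduction process held 34 of 683 genes past the criteria, where 14.32 were expected (Fisher's exact test, adjusted p = 1.99e-05), metabolic process 41 of 1079 (22.63 expected, adjusted p = 0.000643) and epithelial cell differentiation 6 of 75 (1.57 expected, adjusted p = 0.00871). Xenobiotic catabolic process (1 of 9, adjusted p = 0.187) and glutamine metabolic process (2 of 20, adjusted p = 0.0776) did not pass.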

Only six enriched (*p* < 0.05) biological process terms (oxidation-reduction process, metabolic process, xenobiotic catabolic process, epithelial cell differentiation, regulation of epithelial cell proliferation, glutamine metabolic process) (Figure 6b), and five enriched (*p* < 0.05) KEGG pathways, i.e., metabolic pathways, glutathione metabolism, metabolism of xenobiotics by cytochrome P450, drug metabolism-cytochrome P450 and amoebiasis, were identified within the set of transcripts downregulated in group OE vs. OC.

### 2.6. Effect of Ecdysterone on Genes Involved in Lipid Synthetic Pathways in the Liver

In order to further investigate the potential of ecdysterone in regulating the expression of hepatic lipid synthesizing genes, we filtered all hepatic genes involved in fatty acid, triglyceride, cholesterol, and phospholipid synthesis from microarray data that were upregulated >1.5-fold in obese rats, compared with lean rats (OC vs. LC) (Table 3). 

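Of the 32 genes of Table 3, 26 rose in OC vs. LC over all transcripts by limma and 11 by the methods' t-test; the study chose them on these arrays, so this count and the 32 that rose when adjusted over the list alone are not independent evidence. In OE vs. OC none of the 32 rose or fell over all transcripts or when adjusted over the list alone (lowest adjusted p = 0.218 over the list). The largest differences towards lower levels in OE were those of Scd2 (log2 fold change −1.86, SE 0.64, exact permutation p = 0.102) and of LOC681458 (−1.92, SE 0.77, exact permutation p = 0.156), which varied widely among OC rats. Fasn was at 17.3 ± 0.41 (SD, n = 6) in OE and 17.8 ± 0.26 (SD, n = 6) in OC, a log2 fold change of −0.47 (SE 0.42, adjusted p = 0.935 from limma, exact permutation p = 0.026). Aacs, which activates acetoacetate for lipid synthesis, had −0.45 (SE 0.21, exact permutation p = 0.147). With limma's unadjusted p, Scd2, LOC681458 and Aacs lay past FC 1.3 and Fasn did not; with the p of the methods' t-test only Fasn did. Without OC replicate 17 limma's count of 3 was 1, and without OE replicate 19 it was 5.
Taken as a set, 28 of the 32 lay below 0 and 4 above, with a median log2 fold change of −0.3 (FC −1.23). The list had a camera adjusted p = 9.57e-05, and an adjusted p = 0.361 with an estimated correlation. The mean of the 32 genes per rat, relative to LC, was 1.83 ± 0.38 (SD, n = 6) in OC and 1.46 ± 0.12 (SD, n = 6) in OE (exact permutation p = 0.0519, adjusted p = 0.117 over the 18 scores tested). Because the genes were picked for high signals in the OC rats, which are also the control of OE vs. OC, a fall is built into this comparison. The size of this fall was not estimated.

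**Figure D2:**
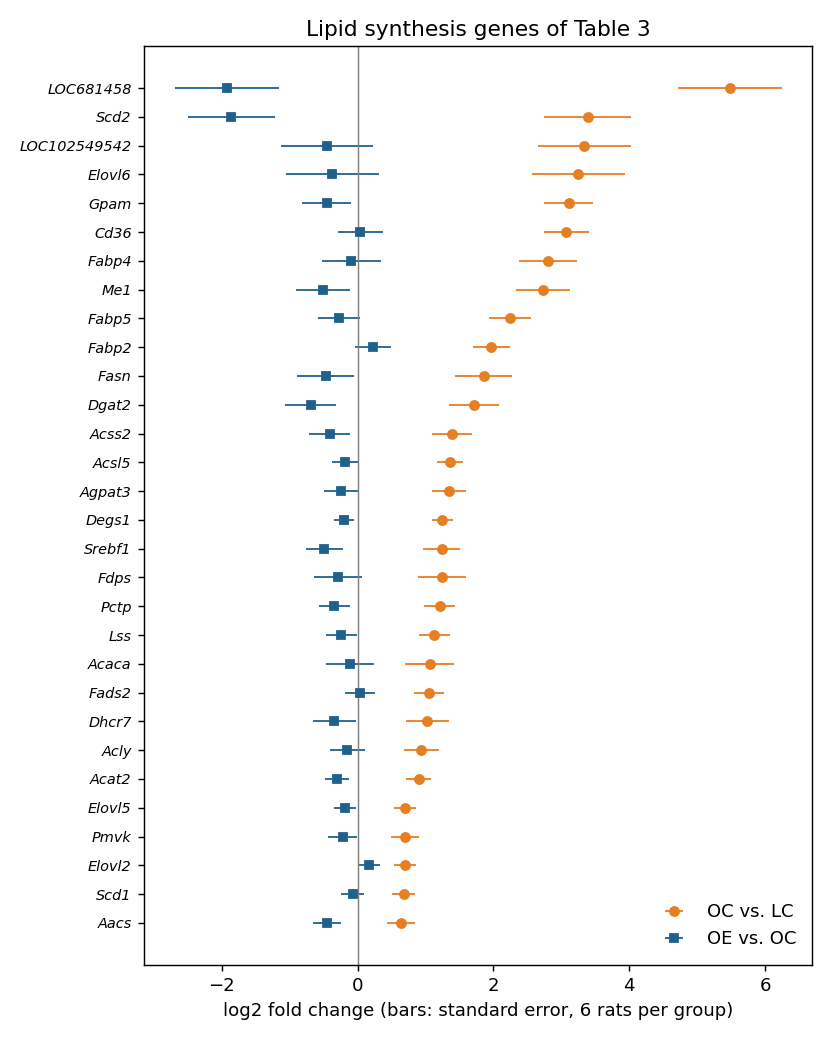
Log2 fold changes (x axis) of 30 of the lipid synthesis genes of Table 3 (y axis) from the limma fit, with 6 rats per group; circles are OC vs. LC, squares OE vs. OC and bars the standard error. Every circle lies above 0, from 0.64 for Aacs to 5.48 for LOC681458, and 26 of the squares lie below 0, between −1.92 and 0.23 in all.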

Out of 32 filtered genes, that were upregulated 1.56- to 44.5-fold in group OC compared with group LC, only one gene (*Fasn*) was slightly downregulated (−1.39-fold) in the liver of obese rats fed ecdysterone compared with obese rats fed without ecdysterone (OE vs. OC).

### 2.7. Plasma Concentration of Fructosamine

To clarify if ecdysterone had an effect on glucose metabolism and insulin sensitivity in the Zucker rat model, the plasma concentration of fructosamine, which is a time-averaged indicator of blood glucose levels used to assess the glycaemic status of diabetic subjects, was determined. Plasma concentration of fructosamine was influenced by the genotype but not by ecdysterone (Figure 7); the obese rats had a markedly higher plasma concentration of fructosamine than the lean rats (*p* < 0.05). There was no interaction between ecdysterone and genotype with regard to this parameter.

### 2.8. Histological Analysis of M. rectus Femoris

Haematoxylin- and eosin-stained sections of *M. rectus femoris* in all groups showed a homogenous fibre size distribution and polygonal-shaped muscle fibres (Figure 8), which appeared slightly smaller in the obese groups than in the lean groups.

## 3. Discussion

The present study clearly shows that ecdysterone does not exhibit lipid-lowering actions in the liver and plasma of obese Zucker rats as demonstrated by unaltered triglyceride and cholesterol concentrations between obese rats fed with or without ecdysterone. In addition, no lipid-modulating effects of ecdysterone were found in lean Zucker rats. The lack of effect of ecdysterone on hepatic triglyceride concentrations has been confirmed by the measurement of concentrations of fatty acids from hepatic total lipids, which revealed the expected genotype effect, i.e., strong increases in the concentrations of fatty acids originating from lipogenesis, such as 14:0, 16:0, 16:1 n-7, 18:0, and 18:1 n-9, and decreases in the concentrations of 20:4 n-6 and 22:6 n-3 in the obese rats, compared to the lean rats, but virtually no ecdysterone effect. Moreover, Oil Red O-staining of liver sections revealed a marked accumulation of lipids in the livers of the obese compared to the lean rats, but no differences regarding lipid accumulation and morphology were observed between rats of each genotype fed with or without ecdysterone. Thus, our hypothesis that ecdysterone causes lipid-lowering effects in obese Zucker rats has to be rejected. Recently, genome-wide differential transcriptome analysis of the liver between obese and lean Zucker rats revealed a coordinated induction of many genes involved in fatty acid, triglyceride, and cholesterol synthesis in the liver of obese Zucker rats, compared with lean Zucker rats [17,18], thus largely explaining the development of fatty liver and hyperlipidaemia in obese Zucker rats. In line with this effect on gene expression, hepatic activities of lipogenic and cholesterogenic enzymes, such as G6pd, Fasn, Me, and Hmgcr, were shown to be strongly elevated in obese Zucker rats, compared with lean Zucker rats [17,18]. In the present study, differential transcriptome analysis of the liver confirmed the strong induction of many (>30) lipogenic and cholesterogenic genes, such as *Scd3-like* (44.5-fold), *G6pd* (21.8-fold), *Scd2* (10.5-fold), *Elovl6-like* (10.1-fold), *Elovl6* (9.5-fold), *Gpam* (8.6-fold), *Cd36* (8.4-fold), *Fabp4* (7.0-fold), *Me1* (6.6-fold), and many others, in the liver of obese Zucker rats, compared with lean Zucker rats. In addition, bioinformatic enrichment analysis revealed that several of the most enriched biological process terms and KEGG pathways assigned to genes upregulated in the obese compared to the lean rats were related to lipid synthesis, such as unsaturated fatty acid biosynthetic process, cholesterol biosynthetic process, fatty acid biosynthetic process, and fatty acid elongation. In contrast, only one lipogenic gene (*Fasn*) was slightly reduced (−1.39-fold) in the obese rats fed with ecdysterone compared with those fed without, whereas expression of the vast majority of lipogenic and cholesterogenic genes being upregulated in the obese rats compared with the lean rats, were not affected by ecdysterone. In agreement with this, none of the enriched biological process terms and KEGG pathways identified within the transcripts regulated between obese rats fed with ecdysterone compared with those fed without, were dealing with lipid synthesis. Thus, in connection with the unaltered hepatic lipid concentrations, our findings from transcriptome analysis clearly indicate that ecdysterone exhibits no effect on hepatic lipid synthetic pathways in obese Zucker rats.

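In the livers of obese rats fed ecdysterone, lists of lipid synthesis genes lay slightly below those of obese rats without it, but no single gene passed the test. Of 21 genes of fatty acid synthesis, 17 lay below 0 and 4 above in OE vs. OC (median log2 fold change −0.15, camera adjusted p = 0.0196, and an adjusted p = 0.516 with an estimated correlation). Of 20 genes of cholesterol synthesis, 16 lay below 0 (median −0.18, camera adjusted p = 0.0196, and an adjusted p = 0.756 with an estimated correlation), and of 17 genes of triglyceride synthesis 13 (median −0.17, camera adjusted p = 0.0278, and an adjusted p = 0.246 with an estimated correlation). None of the members of the 3 lists rose or fell by limma over all transcripts or when adjusted over the list alone. These lists share genes with Table 3, such as Fasn, Lss and Dgat2, chosen for higher levels in OC than LC. A fall in OE vs. OC is partly built in for the lists. The mean of the fatty acid synthesis genes per rat, relative to LC, was 0.79 ± 0.13 (SD, n = 6) in OE and 1.05 ± 0.27 (SD, n = 6) in OC (exact permutation p = 0.0584), and that of the cholesterol synthesis genes 0.44 ± 0.26 (SD, n = 6) and 0.63 ± 0.35 (SD, n = 6) (exact permutation p = 0.34); both have an adjusted p of 0.117 or above over the 18 scores tested. OC replicate 13 had a cholesterol synthesis mean of 1.27, against 0.25 to 0.68 in the other OC rats. Without this rat the camera adjusted p was 0.582 for cholesterol synthesis and 0.16 for fatty acid synthesis, and without OC replicate 17 it was 0.13 for triglyceride synthesis. Lists of lipid droplets (camera adjusted p = 0.266) and of lipoproteins (0.427) did not pass. The paper reasons that among the lipid synthesis genes raised in obese rats Fasn alone was slightly reduced by ecdysterone and that no enriched term or pathway dealt with lipid synthesis. From these, together with the unaltered liver lipid concentrations, the paper concludes that ecdysterone has no effect on hepatic lipid synthesis pathways in obese Zucker rats.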

While the lack of a liver and plasma lipid-lowering effect of ecdysterone in lean Zucker rats is not surprising because physiologically normal levels of lipids in plasma and liver are unlikely to be reduced, it could be argued that the lack of an ecdysterone effect in obese rats is due to an insufficient dose. However, based on our results from HPLC and MS analyses of ecdysterone indicating the absence of any impurities and based on the fact that the rats of either genotype fed the ecdysterone-supplemented diet received a daily dose of approximately 20 mg ecdysterone per kg body weight, which is within the range of other rodent studies reporting biological effects of ecdysterone, we exclude an insufficient dose as a cause for the lack of an ecdysterone effect on hepatic lipid metabolism in Zucker rats. In fact, in 6-week-old streptozotocin-induced steatotic male Wistar rats, daily intragastric administration of ecdysterone at a dose of 5 mg/kg body weight for a duration of 30 days decreased liver and plasma triglyceride and cholesterol concentrations [14]. Rather, it is a matter of fact that results from animal studies dealing with the effect of ecdysterone on hepatic lipid metabolism are conflicting. In contrast to Naresh Kumar et al. [14], no effect of daily intragastric administration of different ecdysterone doses (5, 10, and 20 mg/kg body weight) for 8 weeks on serum triglyceride and cholesterol concentrations was found in 10-week-old female ovariectomised Sprague Dawley rats fed a high-fat/high-fructose diet [15]. In addition, in two studies with 6-week-old male C57BL/6J mice, 3 weeks-feeding of a high-fat diet supplemented with ecdysterone providing a daily dose of 6 mg/kg body weight did not alter plasma and/or liver triglyceride and cholesterol concentrations, compared to the non-supplemented high-fat diet [12,16]. Interestingly, in the studies from Buniam et al. [15] and Foucault et al. [16], in which ecdysterone failed to reduce high-fat-/high-fructose-diet-induced liver and plasma lipid concentrations, ecdysterone exhibited an antiobesity activity, as evidenced from reduced weights of different adipose tissue depots. Such an antiobesity effect has been also reported in another study with 6-week-old C57BL/6J mice, which were fed a high-fat diet and received a daily ecdysterone dose of 10 mg/kg body weight for 13 weeks, but no effect of ecdysterone on hepatic lipogenesis was found in this study [11]. Thus, the results from Kizelsztein [11], Buniam [15], and Foucault [16] indicate that ecdysterone exerts effects on lipid metabolism in a tissue-specific manner. In the present study, we did not determine the weights of adipose tissue depots of the rats, but the observation that final body weights, body weight gain, and feed intake did not differ between groups of the same genotype fed with or without ecdysterone suggests that ecdysterone had no antiobesity activity in Zucker rats. Despite the age of the experimental animals from the abovementioned studies was clearly younger than in the present study (25-week-old), the older age of the Zucker rats alone cannot sufficiently explain the lack of an ecdysterone effect because ecdysterone also failed to exert lipid-modulating effects in markedly younger animals [12,15,16]. Similarly, the duration of ecdysterone administration appears not to be critical because in the studies with no ecdysterone effect on plasma and/or hepatic lipid concentrations the treatment duration ranged from 3 to 13 weeks [11,12,15,16], while in the study reporting liver and plasma lipid-modulating effects the treatment duration was 4 weeks [14]. One discrepancy between the study from Naresh Kumar et al. [14] and the other studies, which reported no liver and plasma lipid-modulating effects [12,15,16], is that the latter studies investigated the preventive potential of ecdysterone to alleviate the metabolic impairment induced by simultaneous feeding of a high-fat or high-fructose diet. In contrast, Naresh Kumar et al. [14] rather studied the therapeutic potential of ecdysterone to correct metabolic derangements of diabetes, which was induced by streptozotocin injection before the 30-day-period of ecdysterone administration started. This suggests that ecdysterone exerts primarily therapeutic efficacy to correct diabetes-induced metabolic derangements but has no preventive potential to alleviate diet-induced hyperlipidaemia. However, in our study, in which the 4-week-period of ecdysterone administration started at an age of 25 weeks, at which steatosis and hyperlipidaemia had already been developed in the obese Zucker rat, ecdysterone obviously had no therapeutic efficacy. Thus, based on this, it appears that the effect of ecdysterone on hepatic lipid metabolism is highly specific to the experimental model used (i.e., streptozotocin-induced diabetic rat model vs. high-fat-diet-induced mouse model vs. Zucker rat). Albeit not under the special focus of this study, we also evaluated the glycaemic status of the Zucker rats by determining the plasma concentration of fructosamine, a time-averaged indicator of blood glucose levels, in order to clarify if ecdysterone had an effect on glucose metabolism. As expected, the plasma concentration of fructosamine was markedly elevated in the two groups of obese Zucker rats, compared to the two lean Zucker rats, but groups of each genotype fed with or without ecdysterone did not differ. This clearly showed that administration of ecdysterone in the Zucker rat model, unlike in streptozotocin-induced diabetic rats, neither modulates hepatic lipid metabolism nor affects glucose tolerance. Thus, further studies are required to explain the reason for the strong hepatic and plasma lipid-lowering effects of ecdysterone in streptozotocin-induced diabetic rats, but the lack of an ecdysterone effect in obese Zucker rats and diet-induced obese mice. Given that adipose tissue depots were not excised from the rats of this study, future studies should also evaluate if ecdysterone causes an effect on adipose tissue metabolism in Zucker rats, such as in mouse models of diet-induced obesity [15,16].

Apart from the lack of ecdysterone on hepatic expression of lipid synthetic genes, the results from differential transcriptome analysis indicated that ecdysterone causes only very moderate effects on the intermediary metabolism of the liver in Zucker rats of both genotypes. Despite the fact that we identified a great number of transcripts to be differentially expressed between ecdysterone-supplemented and non-supplemented lean rats due to the low filter settings applied, the observation that only two genes were regulated >2.0-fold or <−2.0-fold clearly shows that the effect of ecdysterone on hepatic transcriptome was only weak. Likewise, in obese rats, only seven genes were regulated either >2.0-fold or <−2.0-fold. In line with this weak regulation of hepatic gene expression, bioinformatic enrichment analysis of the ecdysterone-regulated transcripts revealed either no or only a low number of enriched biological process terms and KEGG pathways, respectively. In addition, the highly heterogeneous biological process terms and KEGG pathways identified as enriched, which is likely the result of the weak regulation of a large number of genes by ecdysterone, indicate that ecdysterone did not cause considerable effects on specific pathways in the liver of both lean and obese Zucker rats.

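Besides the groups named at the single comparisons, the lists that shifted in OE vs. OC by limma's camera test were those of the citrate cycle (median log2 fold change −0.15, 19 of 24 genes below 0, adjusted p = 0.006), gluconeogenesis and amino acid catabolism (−0.17, 22 of 25 below 0, adjusted p = 0.0085), acute phase proteins (0.14, 15 of 17 above 0, adjusted p = 0.0198) and CAR and PXR drug metabolism (−0.13, 20 of 24 below 0, adjusted p = 0.0418). The male-biased liver genes lay above 0 in 10 of 10 (median 0.44, adjusted p = 0.0037) and the female-biased genes below 0 in 11 of 12 (median −0.26, adjusted p = 0.0216). With an estimated correlation these 6 lists had adjusted p-values of 0.404, 0.516, 0.516, 0.411, 0.391 and 0.404, in the order named, so that none passed with an estimated correlation. In all, 14 of the 45 lists passed in OE vs. OC, 4 towards higher and 10 towards lower levels, against 0 with an estimated correlation and 0 by fry, and 5 lists had an unadjusted p under 0.05 with an estimated correlation. No member of any list rose or fell over all transcripts. Each of these 6 lists was lost without at least 1 of the rats: the camera adjusted p was 0.138 for the citrate cycle, 0.522 for gluconeogenesis and amino acid catabolism and 0.196 for acute phase proteins without OE replicate 23, 0.282 for CAR and PXR drug metabolism without OE replicate 22, and 0.198 for male-biased and 0.187 for female-biased genes without OC replicate 16. This rat had a male-biased gene mean of −3.45, relative to LC, against −2.41 to −1.53 in the other OC rats. Without OC replicate 16 the number of lists that passed was 8, without OC replicate 17 it was 9 and without OE replicate 23 it was 9. In LE vs. LC the lists of fatty acid synthesis (median 0.07, adjusted p = 0.306), glutathione metabolism (0.05, adjusted p = 0.682) and immediate early genes (−0.05, adjusted p = 0.858) did not pass.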

Evidence from several earlier studies exists that ecdysteroids exert anabolic effects in a wide variety of vertebrates, such as mice [19,20], rats [21], pigs [22], and Japanese quails [23]. In line with this, it has been demonstrated that ecdysteroids, including ecdysterone, increase protein synthesis in C2C12 myotubes [24]. Moreover, Gorelick-Feldman et al. [24] showed that daily administration of ecdysterone (50 mg/kg body weight) via gavage for 4 weeks increases front limb grip strength of rats indicating that the protein anabolic effect of ecdysterone translates into improved physical performance. The observations from C2C12 cell incubations that ecdysterone does not bind to the androgen receptor, but the protein anabolic effects of ecdysterone are completely abolished by a PI3K inhibitor suggest that ecdysteroids act on the PI3K pathway which is known to promote skeletal muscle growth [25]. In view of these reported effects, we also determined the weights of selected muscles of the rats of both genotypes and carried out a histological analysis of *M. rectus femoris*. However, similar to other parameters addressed in this study, the weights of different muscles excised, such as *M. rectus femoris*, *M. gastrocnemius*, *M. soleus*, *M. vastus intermedius* and *M. vastus medialis*, and muscle morphology were not affected by ecdysterone supplementation. In contrast, muscle weights of the Zucker rats were clearly affected by the genotype, i.e., muscle weights were lower in the obese rats than in the lean rats, which is in line with earlier reports about obesity-related skeletal muscle changes, including muscle atrophy, a switch towards a faster contractile phenotype and impaired mitochondrial oxidative capacity [26,27,28]. The observation that anti-inflammatory interventions are capable of attenuating these deleterious skeletal muscle changes in obese Zucker rats by inhibiting inflammatory signalling pathways in skeletal muscle [29], highlights the role of obesity-associated chronic inflammation for skeletal muscle atrophy. Our findings, therefore, suggest that ecdysterone has neither anabolic nor anti-catabolic effects on skeletal muscle in Zucker rats.

Interestingly, recent reports showed that feeding of protein-rich insect meal produced from industrialised mass-rearing of the edible species *Tenebrio molitor* markedly decreases liver and/or plasma lipids in obese Zucker rats [17,18,30]. As an important mechanism underlying this lipid-lowering action of *Tenebrio molitor* meal, a marked inhibition of lipid synthetic pathways in the liver has been identified [17,18]. While we have shown recently that the characteristically low methionine concentration of insect meal or a decreased cysteine synthesis secondary to a reduced methionine availability are not causative [30], the results from the present study suggest that ecdysteroids are also not responsible for the lipid-lowering effects of insect meal in obese Zucker rats.

In conclusion, the present study clearly shows that ecdysterone supplementation does not exhibit lipid-lowering actions in the liver and plasma of lean and obese Zucker rats.

## 4. Materials and Methods

### 4.1. Animals and Diets

The animal experiment was approved by the local Animal Care and Use Committee (Permission no. and date: JLU 725_M, 16 September 2019). All experimental procedures described followed established guidelines for the care and handling of laboratory animals. The experiment included 16 male, 25-week-old, homozygous (fa/fa) obese Zucker rats (Crl:ZUC-Lepr^fa^) and 16 male, 25-week-old, heterozygous (fa/+) lean Zucker rats, which were purchased from Charles River (Sulzfeld, Germany). The animals were kept in groups of two animals each under controlled conditions (12-h light:12-h dark, 22 ± 1 °C ambient temperature, 50–60 % relative humidity). The lean rats were randomly assigned to two groups [lean control (LC), lean ecdysterone (LE)] of eight rats each. Additionally, the obese rats were randomly assigned to two groups [obese control (OC), obese ecdysterone (OE)] of eight rats each. All groups received the same basal diet (Table 4), which was sufficient to meet the requirements of the rat for maintenance according to the National Research Council (NRC) [31] and supplemented (groups LE and OE) or not (groups LC and OC) with 0.5 g ecdysterone (provided from Alibaba, China) per kg diet.

The chemical characterisation of the aforementioned ecdysterone was carried out by subjecting it to high-performance liquid chromatography (HPLC) according to the method described by Sreejit et al. [32], with slight modifications, and mass spectrometry (MS). In brief, a stock solution of ecdysterone (1.5 mg/mL) was prepared in methanol (MeOH). Two dilutions of the stock solution (150 µg/mL and 750 µg/mL) were prepared and analysed by HPLC on a Prominence system (Shimadzu, Duisburg, Germany) equipped with the HPLC pump LC-20AD, the autosampler SIL-20AC HT, the diode-array-detector (DAD) SPD-M20A, the communication bus module CBM-20A and the LabSolutions Multi LC Data System Manager. An EC 250/4 Nucleosil 100-5 C_18_ column with a matching guard column was used. The injection volume was 20 µL. The mobile phase consisted of MeOH (A) and water (B) in a 1:1 ratio. Analysis was carried out under isocratic conditions, at a flow rate of 0.8 mL/min at ambient temperature. The analysis resulted in a single peak that eluted at approximately 5.67 min, with detection at 242 nm (Figure 9a,b). Ecdysterone was further subjected to liquid chromatography–mass spectrometry (LC–MS) analysis. Reversed-phase ultra-high-performance liquid chromatography separation was performed using an UltiMate 3000 RSLC HPLC system (Thermo Fisher Scientific, Bremen, Germany) on a Kinetex C_18_ (100 × 2.1 mm, 2.6 µm, 100 A particle size) column (Phenomenex, Torrance, CA, USA), coupled with a Q Exactive HF-X (Thermo Scientific, Bremen, Germany) mass spectrometer. Chromatographic analysis was performed at a flow rate of 200 µL/min with the mobile phase described above. Full scan mass spectra were measured in a mass range of m/z 100 to 1000 at a resolution of 240,000 (m/z 200), an automatic gain control target of 3 × 10^6^, and a maximum injection time of 100 ms. High-resolution MS analysis of the sample revealed an exact mass of ecdysterone at m/z of 481.3152 [M+H]^+^ (Figure 9c).

The basal diet contained 19.4 MJ gross energy/kg DM and provided the following crude nutrients as determined by official methods [33] (% DM): crude protein, 21.2; crude fat, 5.6; crude ash, 3.2; crude fibre, 3.8. The rats of all groups had free access to their diets which were fed for 4 weeks. Water was constantly available ad libitum from nipple drinkers.

### 4.2. Sample Collection

Rats were decapitated under CO_2_ anaesthesia in the non-fasted state. Blood was taken up in heparin-coated polyethylene tubes (AppliChem, Darmstadt, Germany) and the plasma was separated from the remaining blood components by centrifugation (1100× *g*, 10 min) at 4 °C. The liver was removed, washed in ice-cold NaCl solution (0.9%), weighed, and several small aliquots were placed in 2 mL reaction tubes and snap frozen in liquid nitrogen. In addition, several whole organs (heart, kidneys, *M. rectus femoris*, *M. gastrocnemius*, *M. soleus*, *M. vastus intermedius*, *M. vastus medialis*) were excised and weighed. From kidneys, perirenal adipose tissue was removed prior to weighing. Plasma and liver samples were stored at −80 °C until analysis.

### 4.3. Determination of TG and Cholesterol Concentrations in Liver and Plasma

Liver samples were ground in a mortar under liquid nitrogen, and lipids extracted from ground liver samples with a mixture of n-hexane and isopropanol (3:2, vol/vol) according to Hara and Radin [34]. The lipid extracts were dried under nitrogen and lipids dissolved with chloroform and Triton X-100 (1:1, *v*/*v*), as described in [35]. Triglyceride and cholesterol concentrations of both, liver lipid extracts and plasma samples were determined using enzymatic reagent kits (Fluitest CHOL, cat. no. 4241, Fluitest TG, cat. no. 5741, both from Analyticon Biotechnologies, Lichtenfels, Germany).

### 4.4. Determination of the Concentrations of Fatty Acids of Hepatic Total Lipids

Concentrations of fatty acids of hepatic total lipids were determined as fatty acid methyl esters by gas chromatography–flame ionisation detection (GC–FID) after transesterification of lipids from hepatic lipid extracts by trimethylsulfonium hydroxide, as described recently in detail [36].

### 4.5. RNA Extraction

Total RNA from frozen liver aliquots (15–20 mg) was isolated using TRIzol reagent (Invitrogen, Karlsruhe, Germany) according to the manufacturer’s protocol and subsequently analysed for quantity and quality using an Infinite 200M microplate reader equipped with a NanoQuant plate (both from Tecan, Mainz, Germany). The average RNA concentration and A260/A280 ratio of all total RNA samples were 2.27 ± 0.4 µg/µL (*n* = 32) and 1.93 ± 0.07 (*n* = 32), respectively.

### 4.6. Microarray Analysis and Bioinformatic Analysis

For microarray analysis, six liver total RNA samples/group were randomly selected. After checking RNA quality [A260:A280 ratios and RNA integrity number values were 1.84 ± 0.05 (mean ± SD) and 7.4 ± 0.6, respectively], as described in [37], RNA samples were processed at the Genomics Core Facility, KFB—Center of Excellence for Fluorescent Bioanalytics (Regensburg, Germany) following the Applied Biosystems GeneChip Whole Transcript (WT) PLUS Reagent Kit User Guide (Thermo Fisher Scientific, Waltham, MA, USA). In brief, 200 ng of total RNA was used to generate double-stranded cDNA. 12 µg of subsequently synthesised cRNA were purified and reverse transcribed into single-stranded (ss) cDNA, whereat unnatural dUTP residues were incorporated. Purified ss cDNA was fragmented using a combination of uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE 1), followed by terminal labelling with biotin. 3.8 µg of fragmented and labelled ss cDNA were hybridised to Applied Biosystems GeneChip Clariom S rat arrays for 16 h at 45 °C and 60 rpm in an Applied Biosystems GeneChip hybridisation oven 640. Hybridised arrays were washed and stained in an Applied Biosystems GeneChip Fluidics Station FS450, and the fluorescent signals were measured with an Applied Biosystems GeneChip Scanner 3000 7G System. Fluidics and scan functions were controlled by the Applied Biosystems GeneChip Command Console v4.3.3 software. Summarised probe set signals in log_2_ scale were calculated by using the GCCN–SST–RMA algorithm with the Applied Biosystems GeneChip Expression Console v1.4 Software. After exporting into Microsoft Excel, average signal values, comparison fold changes (FC), and significance *p*-values were calculated. The microarray data have been deposited in MIAME compliant format in the NCBI’s Gene Expression Omnibus public repository ([38]; GEO accession no. GSE168390). Owing to the rather moderate differences in the hepatic transcriptomes between groups of the same genotype fed with or without ecdysterone, transcripts with an FC > 1.3 and a Student’s t-test *p*-value < 0.05 were defined as upregulated, and those with aN FC < −1.3 and a Student’s t-test *p*-value < 0.05 as downregulated for the comparison OE vs. OC and LE vs. LC. Identical or similar filter criteria were used in several recent studies [17,37,39], in which transcriptomic alterations caused by the intervention were only moderate and the use of more stringent filter criteria (e.g., false discovery rate and/or FC > 2.0 or < −2.0) failed to identify a substantial number of genes being sufficient to perform gene set enrichment analysis (GSEA). Filtering of differentially expressed transcripts between groups OE vs. OC and LE vs. LC that was based on the Benjamini and Hochberg false discovery rate adjustment method failed because adjusted *p*-values for all transcripts were > 0.05. GSEA was performed with the identified differentially expressed transcripts in order to identify enriched Gene Ontology (GO) terms within GO category biological process using the DAVID 6.8 bioinformatics resource [40,41]. GO terms were defined as enriched if *p* < 0.05. GSEA was performed separately for the up- and downregulated transcripts, respectively.

### 4.7. Validation of Microarray Data Using qPCR Analysis

Microarray data of selected differentially expressed transcripts between groups OC and LC were validated by qPCR. For qPCR analysis, total RNA from all rats (n = 8/group) was used. The cDNA was synthesised, as described recently [42]. The qPCR analysis was carried out with a Rotor-Gene Q system (Qiagen, Hilden, Germany) using gene-specific primer pairs from Eurofins MWG Operon (Ebersberg, Germany), as described recently [42]. Characteristics of primers designed using Primer3 and Basic Local Alignment Search Tool (BLAST) are shown in Supplementary material: Table S5. Normalisation of qPCR data was carried out according to Vandesompele et al. [43] using the three most stable (Actb, Atp5b, Canx) out of seven potential reference genes tested.

### 4.8. Determination of Fructosamine Concentration in Plasma

The fructosamine concentration in plasma was determined as a kinetic measurement at 37 °C using a colorimetric assay kit (Fluitest FRUC, cat. no. 5601, Analyticon Biotechnologies, Lichtenfels, Germany), together with a calibrator (Precimat Fructosamine, Roche Dignastics GmbH, Mannheim, Germany). Absorption was recorded with a microplate reader and the corresponding software (Infinite M200 with i-Control 2.0, both from Tecan, Mainz, Germany).

### 4.9. Histological Analysis of Liver and M. rectus Femoris

Frozen liver and *M*. *rectoris femoris* samples from three animals per group were embedded in Tissue-Tek O.C.T. Compound (Sakura Finetek Europe, AJ Alphen aan den Rijn, the Netherlands) and cryosectioned in 15 µm slices at −20 °C using a CryoStar NX50 microtome (Thermo-Scientific, Germany). Liver and *M. rectus femoris* sections were stained with Oil Red O Stain Kit (ScyTek Laboratories Logan, UT, USA) and Haematoxylin and Eosin Fast Staining Kit (Morphisto, Offenbach, Germany), respectively, according to the manufacturer´s protocol. Stained sections were photographed with an EVOS M5000 microscope (Thermo Fisher Scientific, Dreieich, Germany).

### 4.10. Statistical Analysis

Statistical analyses were performed using the Minitab statistics software (Rel. 13.1, Minitab, State College, PA, USA). All data were checked for normality distribution by an Anderson–Darling test. Normally distributed data were analysed by a two-way ANOVA. Not normally distributed data were log-transformed prior to two-way ANOVA. If the statistical analysis revealed an effect for diet, genotype, or the interaction of diet and genotype, the differences between groups were assessed using the Tukey test. Differences with a significance level of *p* < 0.05 were classified as significant.

## Figures and Tables

**Figure 1:**
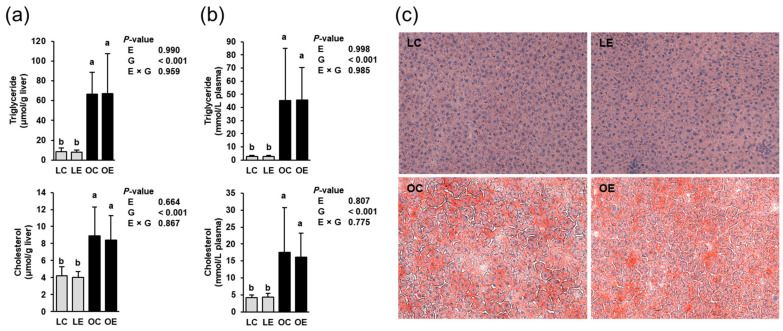
Liver (**a**) and plasma (**b**) triglycerides and cholesterol concentrations of lean and obese Zucker rats fed a semisynthetic diet without or with 0.5 g ecdysterone per kg diet for four weeks. Data are means ± SD; *n* = 8 rats per group. Means not sharing the same letters (^a,b^) differ (*p* < 0.05). Oil Red O-stained liver sections (**c**) of lean and obese Zucker rats fed a semisynthetic diet without or with 0.5 g ecdysterone per kg diet for four weeks. Images are shown for one animal per group (magnification × 20). Abbreviations: E, ecdysterone; G, genotype; LC, lean rats fed without ecdysterone; LE, lean rats fed with ecdysterone; OC, obese rats fed without ecdysterone; OE, obese rats fed with ecdysterone.

**Figure 2:**
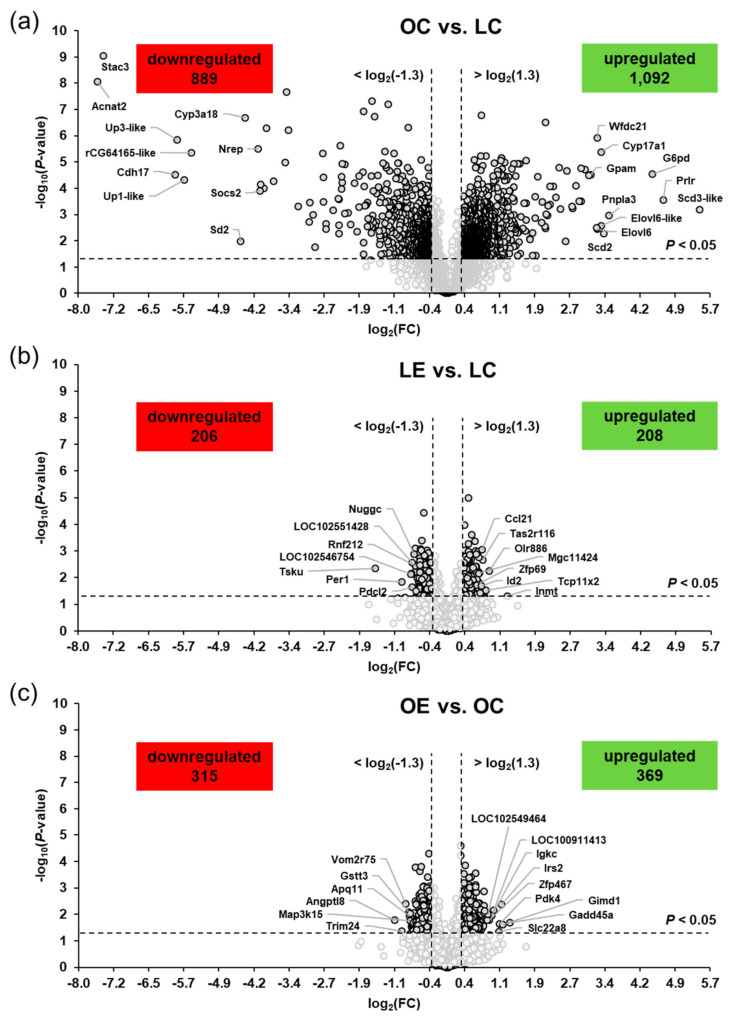
Volcano plots showing the differentially regulated hepatic transcripts between the groups OC vs. LC (**a**), groups LE vs. LC (**b**), and groups OE vs. OC (**c**). The double filtering criteria are indicated by horizontal (*p*-value < 0.05) and vertical (FC: > log_2_(1.3) or <log_2_(−1.3)) dashed lines. Transcripts in the upper left and the upper right corner represent the downregulated and the upregulated transcripts, respectively. Abbreviations: LC, lean rats fed without ecdysterone; LE, lean rats fed with ecdysterone; OC, obese rats fed without ecdysterone; OE, obese rats fed with ecdysterone.

**Figure 3:**
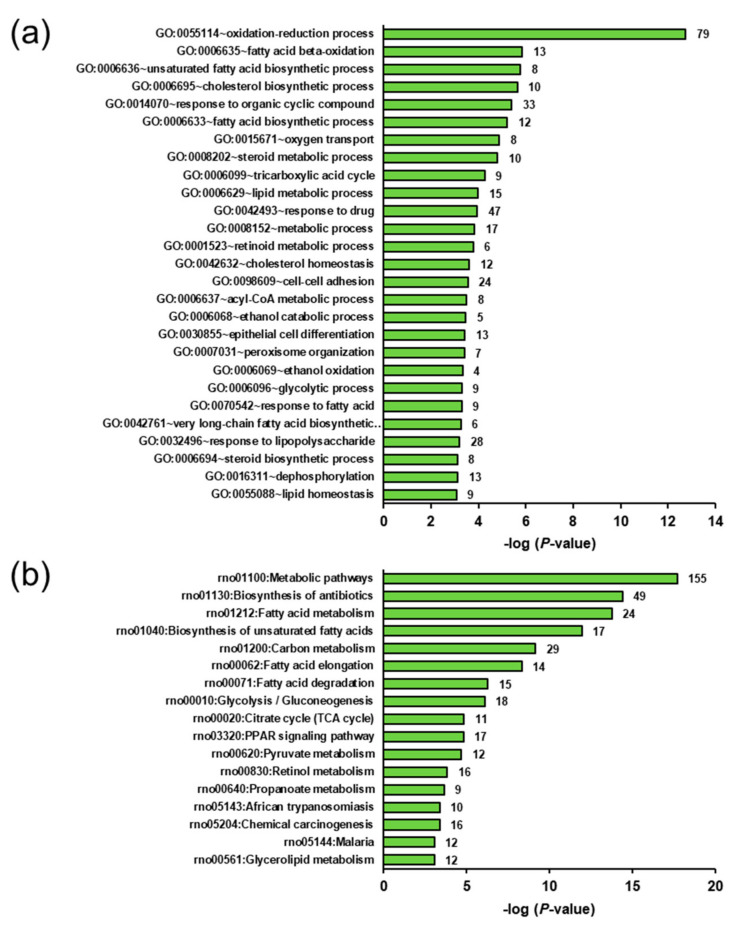
Enriched gene ontology (GO) biological process terms (**a**) and KEGG pathways (**b**) assigned to the genes upregulated in the liver of group OC (obese rats fed without ecdysterone) vs. LC (lean rats fed without ecdysterone). GO terms and KEGG pathways are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value, bottom: highest *p*-value). Only GO terms and KEGG pathways with *p*-values < 0.001 and *p*-values < 0.01, respectively are shown. The number of genes is shown next to the bars.

**Figure 4:**
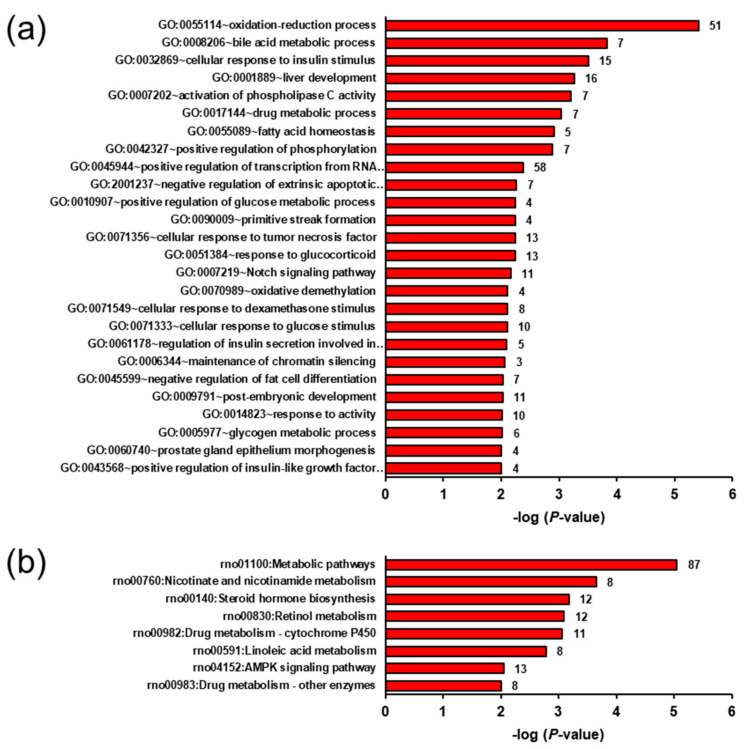
Enriched gene ontology (GO) biological process terms (**a**) and KEGG pathways (**b**) assigned to the genes downregulated in the liver of group OC (obese rats fed without ecdysterone) vs. LC (lean rats fed without ecdysterone). GO terms and KEGG pathways are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value, bottom: highest *p*-value). Only GO terms and KEGG pathways with *p*-values < 0.001 and *p*-values < 0.01, respectively are shown. The number of genes is shown next to the bars.

**Figure 5:**
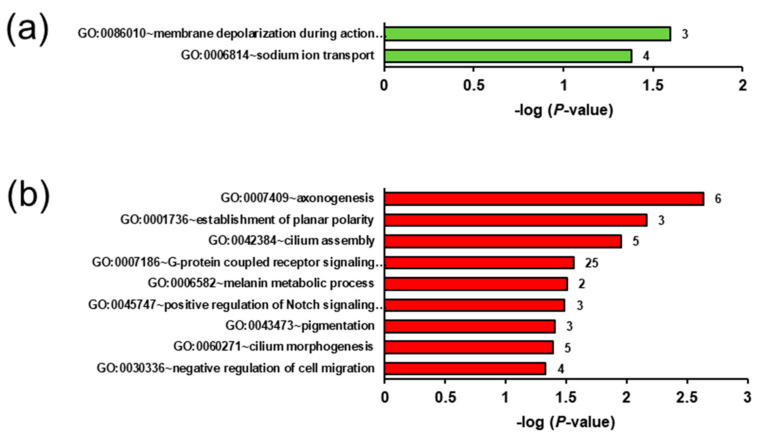
Enriched gene ontology (GO) biological process terms assigned to the genes upregulated (**a**) and downregulated (**b**) in the liver of group LE (lean rats fed with ecdysterone) vs. LC (lean rats fed without ecdysterone). GO terms are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value, bottom: highest *p*-value). All GO terms with *p*-values < 0.05 are shown. The number of genes is shown next to the bars.

**Figure 6:**
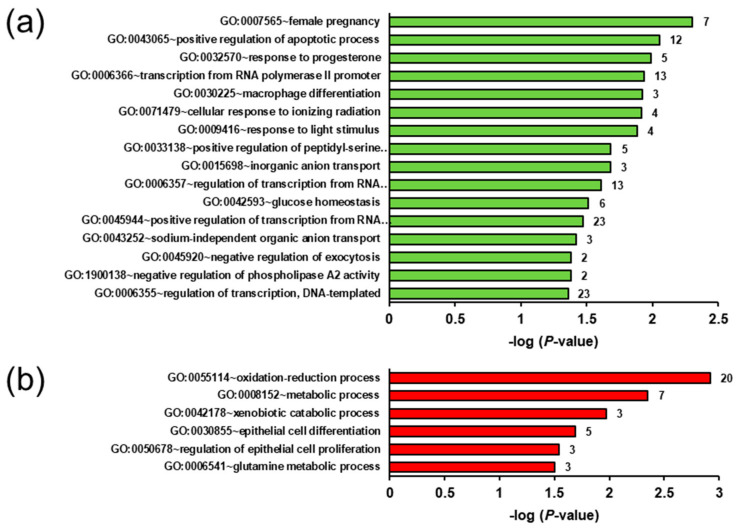
Enriched gene ontology (GO) biological process terms (**a**,**b**) assigned to the genes upregulated (**a**) and downregulated (**b**) in the liver of group OE (obese rats fed with ecdysterone) vs. OC (obese rats fed without ecdysterone). GO terms are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value, bottom: highest *p*-value). All GO terms with *p*-values < 0.05 are shown. The number of genes is shown next to the bars.

**Figure 7:**
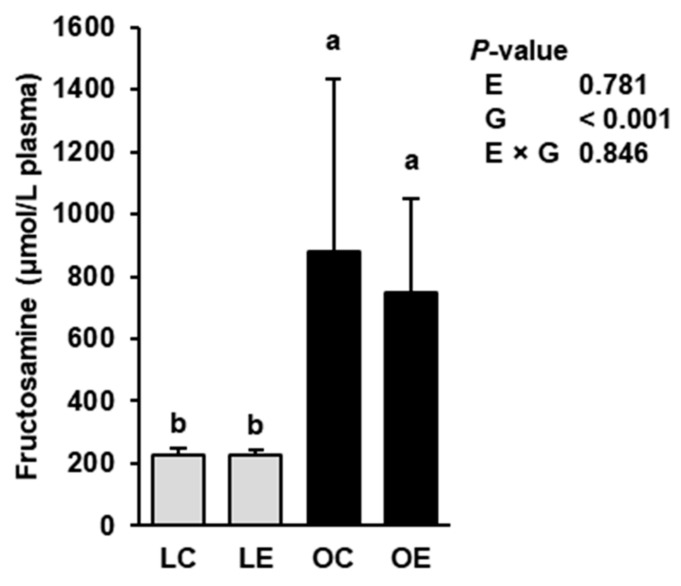
Plasma fructosamine concentration of lean and obese Zucker rats fed a semisynthetic diet without or with 0.5 g ecdysterone per kg diet for four weeks. Data are means ± SD; *n* = 8 rats per group. Means not sharing the same letters (^a,b^) differ (*p* < 0.05). Abbreviations: E, ecdysterone; G, genotype; LC, lean rats fed without ecdysterone; LE, lean rats fed with ecdysterone; OC, obese rats fed without ecdysterone; OE, obese rats fed with ecdysterone.

**Figure 8:**
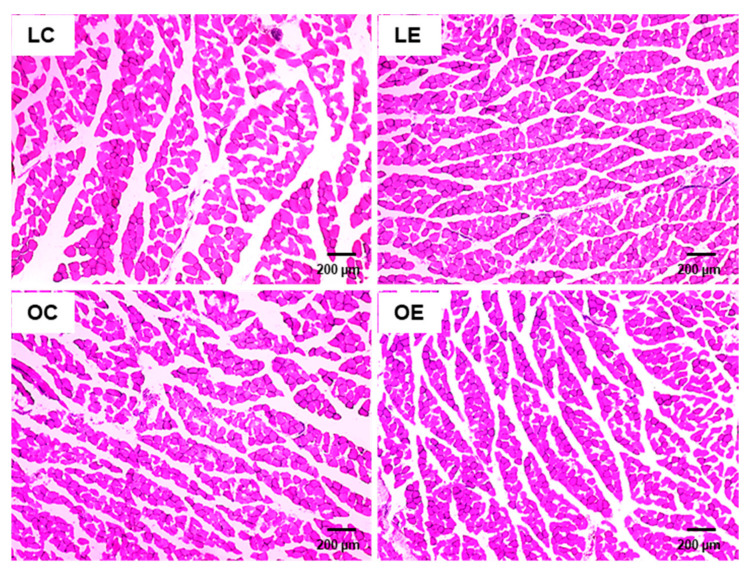
Haematoxylin- and eosin-stained *M. gastrocnemius* sections of lean and obese Zucker rats fed a semisynthetic diet without or with 0.5 g ecdysterone per kg diet for four weeks. Images are shown for one animal per group (magnification × 4). The scale bar indicates 200 µm. Abbreviations: LC, lean rats fed without ecdysterone; LE, lean rats fed with ecdysterone; OC, obese rats fed without ecdysterone; OE, obese rats fed with ecdysterone.

**Figure 9:**
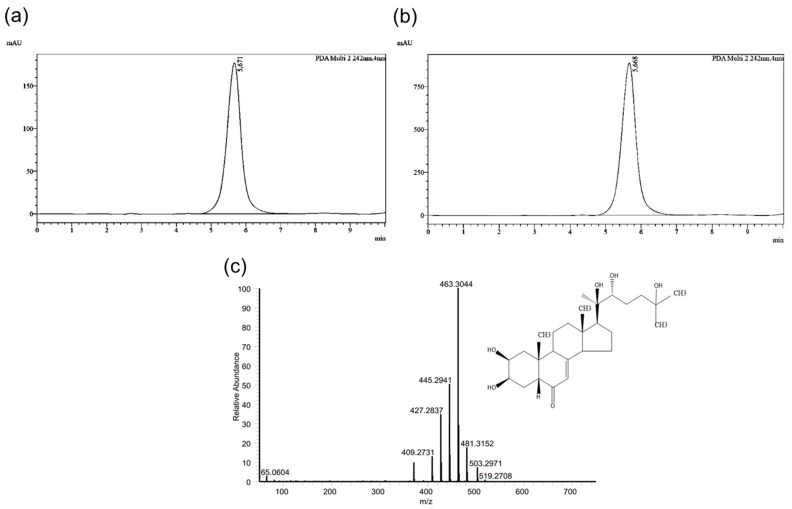
Chromatograms from the HPLC analysis of ecdysterone at a concentration of 150 µg/mL (**a**) and 750 µg/mL (**b**) in MeOH. (**c**) Representative high-resolution total ion current (TIC) chromatogram of ecdysterone.

**Table 1:** Growth performance and organ weights of lean and obese Zucker rats fed a semisynthetic diet without or with 0.5 g ecdysterone per kg diet for four weeks.

Genotype	Lean		Obese		Two-Way ANOVA *p*-Value		
Ecdysterone (g/kg Diet)	0	0.5	0	0.5	E	G	E × G
Body weight, g							
Initial	441 ± 29 ^b^	446 ± 49 ^b^	570 ± 74 ^a^	561 ± 29 ^a^	0.919	<0.001	0.706
Final	465 ± 34 ^b^	476 ± 51 ^b^	611 ± 79 ^a^	609 ± 32 ^a^	0.821	<0.001	0.746
Daily body weight gain, g	0.86 ± 0.35 ^b^	1.06 ± 0.41 ^b^	1.46 ± 0.36 ^a^	1.69 ± 0.93 ^a^	0.294	0.05	0.928
Daily feed intake, g	20.3 ± 1.2 ^b^	20.8 ± 1.3 ^b^	23.4 ± 1.3 ^a^	25.0 ± 0.9 ^a^	0.103	<0.001	0.361
Feed:gain ratio, g/g	27.9 ± 9.7 ^a^	26.2 ± 13.3 ^a^	16.6 ± 3.7 ^b^	16.0 ± 3.4 ^b^	0.796	0.027	0.905
Organ weights, g							
Heart	1.40 ± 0.08 ^a,b^	1.39 ± 0.08 ^b^	1.52 ± 0.13 ^a^	1.51 ± 0.07 ^a,b^	0.657	0.001	0.948
Kidney right	1.80 ± 0.21 ^b^	1.74 ± 0.30 ^b^	1.97 ± 0.17 ^a^	2.22 ± 0.19 ^a^	0.242	<0.001	0.059
Kidney left	1.79 ± 0.20 ^b^	1.71 ± 0.31 ^b^	1.97 ± 0.14 ^a^	2.26 ± 0.24 ^a^	0.197	<0.001	0.028
Liver	17.9 ± 1.9 ^b^	17.7 ± 2.1 ^b^	33.0 ± 3.6 ^a^	32.5 ± 4.5 ^a^	0.802	<0.001	0.898
*M. soleus*	0.17 ± 0.02 ^a^	0.17 ± 0.01 ^a^	0.12 ± 0.02 ^b^	0.13 ± 0.01 ^b^	0.457	<0.001	0.327
*M. vastus medialis*	0.50 ± 0.09 ^a^	0.54 ± 0.13 ^a^	0.32 ± 0.11 ^b^	0.30 ± 0.09 ^b^	0.717	<0.001	0.424
*M. gastrocnemius*	2.18 ± 0.19 ^a^	2.28 ± 0.15 ^a^	1.58 ± 0.14 ^b^	1.56 ± 0.05 ^b^	0.362	<0.001	0.237
*M. rectus femoris*	1.48 ± 0.56 ^a^	1.39 ± 0.29 ^a^	0.85 ± 0.11 ^b^	0.88 ± 0.07 ^b^	0.802	<0.001	0.609
*M. vastus intermedius*	1.36 ± 0.12 ^a^	1.33 ± 0.17 ^a^	0.87 ± 0.07 ^b^	0.84 ± 0.09 ^b^	0.468	<0.001	0.979

Data are means ± SD; *n* = 8 rats/group (body weight, daily body weight gain, organ weights); *n* = 4 cages/group (daily feed intake and feed:gain ratio). Means not sharing the same letters (^a, b^) differ (*p* < 0.05). Abbreviations: E, ecdysterone; G, genotype.

**Table 2:** Fatty acid concentrations of total lipids in the liver of lean and obese Zucker rats fed a semisynthetic diet without or with 0.5 g ecdysterone per kg diet for four weeks.

Genotype	Lean		Obese		Two-Way ANOVA *p*-Value		
Ecdysterone (g/kg Diet)	0	0.5	0	0.5	E	G	E × G
	µmol/g liver						
14:0	0.66 ± 0.23 ^b^	0.52 ± 0.13 ^b^	3.30 ± 1.11 ^a^	4.08 ± 1.64 ^a^	0.666	<0.001	0.414
14:1 n-5	0.12 ± 0.04 ^b^	0.07 ± 0.03 ^b^	0.46 ± 0.13 ^a^	0.38 ± 0.17 ^a^	0.124	<0.001	0.616
16:0	18.0 ± 3.7 ^b^	14.7 ± 1.9 ^b^	62.2 ± 19.4 ^a^	70.8 ± 28.3 ^a^	0.662	<0.001	0.340
16:1 n-7	2.8 ± 1.4 ^b^	2.2 ± 0.7 ^b^	15.7 ± 5.5 ^a^	17.2 ± 8.3 ^a^	0.819	<0.001	0.552
17:0	0.23 ± 0.07	0.16 ± 0.04	0.52 ± 0.68	0.29 ± 0.11	0.206	0.088	0.482
18:0	11.6 ± 2.2 ^b^	9.9 ± 2.1 ^b^	16.1 ± 2.2 ^a^	17.9 ± 3.0 ^a^	0.604	<0.001	0.026
18:1 n-9	8.5 ± 2.1 ^b^	6.4 ± 1.4 ^b^	48.8 ± 18.6 ^a^	56.0 ± 25.3 ^a^	0.656	<0.001	0.415
18:2 n-6	12.5 ± 3.2	9.1 ± 2.3	10.7 ± 2.7	11.5 ± 3.5	0.752	0.357	0.030
18:3 n-3	0.37 ± 0.13 ^b^	0.25 ± 0.08 ^b^	0.51 ± 0.38 ^a^	0.52 ± 0.30 ^a^	0.531	0.028	0.470
18:3 n-6	0.15 ± 0.02 ^b^	0.11 ± 0.05 ^b^	0.28 ± 0.26 ^a^	0.30 ± 0.12 ^a^	0.908	0.003	0.528
20:3 n-6	0.49 ± 0.09 ^b^	0.41 ± 0.14 ^b^	0.68 ± 0.24 ^a^	0.83 ± 0.28 ^a^	0.659	<0.001	0.113
20:4 n-6	13.4 ± 2.4 ^a^	10.6 ± 1.8 ^b^	9.7 ± 1.9 ^b^	10.5 ± 2.7 ^b^	0.221	0.027	0.034
22:5 n-3	0.40 ± 0.08 ^a^	0.28 ± 0.06 ^b^	0.26 ± 0.09 ^b^	0.25 ± 0.05 ^b^	0.017	0.057	0.120
22:6 n-3	3.31 ± 0.68 ^a^	2.60 ± 0.54 ^a^	1.82 ± 0.46 ^b^	1.94 ± 0.52 ^b^	0.140	<0.001	0.042
∑ total fatty acids	72.4 ± 12.3 ^b^	57.3 ± 8.8 ^b^	170.7 ± 50.2 ^a^	194.5 ± 74.4 ^a^	0.790	<0.001	0.236

Data are means ± SD for *n* = 8 rats per group. Means not sharing the same letters (^a,b^) differ (*p* < 0.05). Abbreviations: E, ecdysterone; G, genotype.

**Table 3:** Regulation of genes with involvement in lipid synthetic pathways in the liver of groups OC vs. LC and groups OE vs. OC.

		OC vs. LC		OE vs. OC	
Gene Symbol	Lipid Synthetic Pathway	FC	*p*-Value	FC	*p*-Value
*Scd3-like*	Fatty acids	44.50	0.0007	not regulated	n.s.
*G6pd*	Fatty acids	21.80	<0.0001	not regulated	n.s.
*Scd2*	Fatty acids	10.50	0.0053	not regulated	n.s.
*Elovl6-like*	Fatty acids	10.14	0.0026	not regulated	n.s.
*Elovl6*	Fatty acids	9.49	0.0032	not regulated	n.s.
*Gpam*	Triglycerides	8.64	<0.0001	not regulated	n.s.
*Cd36*	Triglycerides	8.42	<0.000	not regulated	n.s.
*Fabp4*	Triglycerides	6.96	0.0001	not regulated	n.s.
*Me1*	Fatty acids	6.61	0.0006	not regulated	n.s.
*Fabp5*	Triglycerides	4.72	0.0001	not regulated	n.s.
*Fabp2*	Triglycerides	3.92	<0.0001	not regulated	n.s.
*Fasn*	Fatty acids	3.64	0.0051	−1.39	0.0381
*Dgat2*	Triglycerides	3.26	0.0043	not regulated	n.s.
*Acss2*	Fatty acids	2.62	0.0095	not regulated	n.s.
*Acsl5*	Fatty acids	2.57	0.0001	not regulated	n.s.
*Agpat3*	Phospholipids	2.54	<0.0001	not regulated	n.s.
*Degs1*	Fatty acids	2.38	<0.0001	not regulated	n.s.
*Fdps*	Cholesterol	2.37	0.0350	not regulated	n.s.
*Srebf1*	Fatty acids	2.36	0.0003	not regulated	n.s.
*Pctp*	Phospholipids	2.31	0.0008	not regulated	n.s.
*Lss*	Cholesterol	2.18	0.0037	not regulated	n.s.
*Acaca*	Fatty acids	2.08	0.0264	not regulated	n.s.
*Fads2*	Fatty acids	2.07	<0.0001	not regulated	n.s.
*Dhcr7*	Cholesterol	2.05	0.0447	not regulated	n.s.
*Acly*	Fatty acids	1.92	0.0042	not regulated	n.s.
*Acat2*	Fatty acids	1.87	0.0026	not regulated	n.s.
*Ldlr*	Cholesterol	1.63	0.0268	not regulated	n.s.
*Elovl2*	Fatty acids	1.62	0.0011	not regulated	n.s.
*Pmvk*	Cholesterol	1.62	0.0256	not regulated	n.s.
*Elovl5*	Fatty acids	1.62	0.0013	not regulated	n.s.
*Scd1*	Fatty acids	1.61	0.0055	not regulated	n.s.
*Aacs*	Cholesterol	1.56	0.0143	not regulated	n.s.

Abbreviations: FC, fold change; LC, lean rats fed without ecdysterone; LE, lean rats fed with ecdysterone; OC, obese rats fed without ecdysterone; OE, obese rats fed with ecdysterone; n.s., not significant (*p* > 0.05).

**Table 4:** Composition and nutrient and energy contents of the basal diet.

Components (g/kg)	Basal Diet
Cornstarch	555
Casein	200
Sucrose	100
Soybean oil	50
Cellulose	50
Mineral mix ^1^	35
Vitamin mix ^2^	10

^1^ The mineral mix provided the following per kg diet: calcium, 5 g; potassium, 3.6 g; chloride, 1.57 g; phosphorus, 1.56 g; sodium, 1.02 g; magnesium, 0.51 g; iron, 35 mg; zinc, 30 mg; manganese, 10 mg; copper, 6 mg; chromium, 1 mg; fluoride, 1 mg; iodate, 0.2 mg; molybdate, 0.15 mg; selenium; 0.15 mg; lithium, 0.10 mg. ^2^ The vitamin mix provided the following per kg diet: all-trans-retinol, 1.2 mg; cholecalciferol, 0.025 mg; menadione sodium bisulphate, 0.75 mg; all-rac-α tocopheryl acetate, 50 mg; thiamine HCl, 5 mg; riboflavin, 6 mg; pyridoxine HCl, 6 mg; cyanocobalamin, 0.025 mg; biotin, 0.2 mg; folic acid, 2 mg; nicotinic acid, 30 mg; pantothenic acid, 15 mg; choline, 1000 mg.

## Data Availability

The microarray data have been deposited in MIAME compliant format in the NCBI’s Gene Expression Omnibus public repository (GEO accession no. GSE168390). The other datasets used and analysed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22105241/s1, Table S1: Fold change and *p*-value of all differentially expressed transcripts between groups OC vs. LC, Table S2: Fold change and *p*-value of all differentially expressed transcripts between groups LE vs. LC, Table S3: Fold change and *p*-value of all differentially expressed transcripts between groups OE vs. OC, Table S4: qPCR validation of microarray data for selected differentially expressed transcripts (FC > 1.3 or <−1.3, *p* < 0.05) hepatic transcripts between the groups OC vs. LC, Table S5: Characteristics of gene-specific primers used for qPCR analysis.

# Supplementary material for: Effect of Ecdysterone on the Hepatic Transcriptome and Lipid Metabolism in Lean and Obese Zucker Rats
**Source:** Int J Mol Sci. 2021 May 15;22(10):5241. doi: 10.3390/ijms22105241
**Supplement:** Supplementary file 1

Supplementary file 1

Table S1 Fold change (FC) and *P*-value of all differentially expressed transcripts (FC > 1.3 or < -1.3, *P* < 0.05) between groups OC vs. LC

Gene Symbol	Gene Description	FC	<i>P</i> -value
<i>LOC681458</i>	similar to stearyl-coenzyme A desaturase 3	44.50	0.0007
<i>Prlr</i>	prolactin receptor	25.72	0.0003
<i>G6pd</i>	glucose-6-phosphate dehydrogenase	21.80	0.0000
<i>Pnpla3</i>	patatin-like phospholipase domain containing 3	11.36	0.0011
<i>Scd2</i>	stearyl-Coenzyme A desaturase 2	10.50	0.0053
<i>Cyp17a1</i>	cytochrome P450, family 17, subfamily a, polypeptide 1	10.16	0.0000
<i>LOC102549542</i>	elongation of very long chain fatty acids protein 6-like	10.14	0.0026
<i>Wfdc21</i>	WAP four-disulfide core domain 21	9.58	0.0000
<i>Elovl6</i>	ELOVL fatty acid elongase 6 [Source:RGD Symbol;Acc:620585]	9.52	0.0036
<i>Elovl6</i>	ELOVL fatty acid elongase 6	9.49	0.0032
<i>Gpam</i>	glycerol-3-phosphate acyltransferase, mitochondrial	8.64	0.0000
<i>Cd36</i>	CD36 molecule (thrombospondin receptor)	8.42	0.0000
<i>Rtn4</i>	reticulon 4	7.96	0.0000
<i>Ces2e</i>	carboxylesterase 2E	7.54	0.0003
<i>Edil3</i>	EGF-like repeats and discoidin I-like domains 3	7.54	0.0000
<i>Sult4a1</i>	sulfotransferase family 4A, member 1	7.26	0.0003
<i>Fabp4</i>	fatty acid binding protein 4, adipocyte	6.96	0.0001
<i>Me1</i>	malic enzyme 1, NADP(+)-dependent, cytosolic	6.61	0.0006
<i>Ubd</i>	ubiquitin D	6.54	0.0005
<i>Sult2a6</i>	sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 6	6.03	0.0000
<i>Cyp2c24</i>	cytochrome P450, family 2, subfamily c, polypeptide 24	5.94	0.0102
<i>Tor3a</i>	torsin family 3, member A	5.51	0.0006
<i>Anxa5</i>	annexin A5	5.41	0.0000
<i>Enpp5</i>	ectonucleotide pyrophosphatase/phosphodiesterase 5	5.13	0.0002
<i>Apitd1</i>	apoptosis-inducing, TAF9-like domain 1 (Apitd1), mRNA	4.93	0.0001
<i>Fabp5</i>	fatty acid binding protein 5, epidermal	4.72	0.0001
<i>Trim24</i>	transcription intermediary factor 1-alpha [Source:RefSeq peptide;Acc:NP_001037731]	4.72	0.0004
<i>Efcab6</i>	EF-hand calcium binding domain 6	4.58	0.0005
<i>Aldh1a7</i>	aldehyde dehydrogenase family 1, subfamily A7	4.53	0.0011
<i>Cidea</i>	cell death-inducing DFFA-like effector a	4.44	0.0010
<i>Scpep1</i>	serine carboxypeptidase 1	4.40	0.0000
<i>Angptl8</i>	angiopoietin-like 8	4.38	0.0034
<i>Aldh1a1</i>	aldehyde dehydrogenase 1 family, member A1	4.35	0.0028
<i>Ccdc141</i>	coiled-coil domain containing 141	4.19	0.0003
<i>LOC100912485</i>	alcohol sulfotransferase-like	4.13	0.0020
<i>Fabp2</i>	fatty acid binding protein 2, intestinal	3.92	0.0000
<i>Sdr16c6</i>	short chain dehydrogenase/reductase family 16C, member 6	3.81	0.0362
<i>Otub2</i>	OTU deubiquitinase, ubiquitin aldehyde binding 2	3.78	0.0002
<i>Sult2a2</i>	sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 2	3.77	0.0014
<i>Fasn</i>	fatty acid synthase	3.64	0.0051
<i>LOC100361492</i>	cytochrome P450, family 2, subfamily c, polypeptide 55-like	3.60	0.0372
<i>Mfsd2a</i>	major facilitator superfamily domain containing 2A	3.48	0.0084
<i>Gsta3</i>	glutathione S-transferase alpha 3	3.47	0.0088
<i>P2rx5</i>	purinergic receptor P2X, ligand-gated ion channel, 5	3.29	0.0000
<i>Reep6</i>	receptor accessory protein 6	3.28	0.0004
<i>Apitd1</i>	apoptosis-inducing, TAF9-like domain 1	3.27	0.0016
<i>Dgat2</i>	diacylglycerol O-acyltransferase 2	3.26	0.0043

<i>Inf2</i>	inverted formin, FH2 and WH2 domain containing [Source:MGI Symbol;Acc:MGI:1917685]	3.19	0.0004
<i>Hspa4l</i>	heat shock protein 4-like	3.14	0.0034
<i>Raly1</i>	RALY RNA binding protein-like	3.03	0.0012
---	Protein LOC367485	3.01	0.0308
<i>Plin3</i>	perilipin 3	2.99	0.0000
<i>Asns</i>	asparagine synthetase (glutamine-hydrolyzing)	2.94	0.0108
<i>Esm1</i>	endothelial cell-specific molecule 1	2.94	0.0044
<i>Srd5a1</i>	steroid-5-alpha-reductase, alpha polypeptide 1 (3-oxo-5 alpha-steroid delta 4-dehydrogenase alpha 1)	2.92	0.0042
---	Protein LOC689635	2.90	0.0368
---	Uncharacterized protein	2.90	0.0049
<i>LOC100911413</i>	deleted in malignant brain tumors 1 protein-like	2.88	0.0000
<i>Hbb-b1</i>	hemoglobin, beta adult major chain	2.84	0.0034
<i>Il17rb</i>	interleukin 17 receptor B	2.82	0.0153
<i>Lgals3</i>	lectin, galactoside-binding, soluble, 3	2.80	0.0000
<i>Myadm</i>	myeloid-associated differentiation marker	2.80	0.0047
<i>Hbb</i>	hemoglobin, beta	2.79	0.0036
<i>Filip1l</i>	filamin A interacting protein 1-like	2.79	0.0026
<i>Kcnn2</i>	potassium channel, calcium activated intermediate/small conductance subfamily N alpha, member 2	2.77	0.0024
<i>Dcakd</i>	dephospho-CoA kinase domain containing	2.74	0.0000
<i>Ces2a</i>	carboxylesterase 2A [Source:RGD Symbol;Acc:708353]	2.74	0.0021
<i>Rgs5</i>	regulator of G-protein signaling 5	2.74	0.0001
<i>LOC100909409</i>	disks large homolog 5-like [Source:RGD Symbol;Acc:6504293]	2.73	0.0168
<i>Aqp11</i>	aquaporin 11	2.72	0.0003
<i>Psat1</i>	phosphoserine aminotransferase 1	2.72	0.0003
<i>Hebp2</i>	heme binding protein 2	2.72	0.0010
<i>LOC100365047</i>	scavenger receptor class B member 2-like	2.71	0.0032
<i>Sri</i>	sorcin	2.69	0.0002
<i>Adh4</i>	alcohol dehydrogenase 4 (class II), pi polypeptide	2.68	0.0017
<i>LOC100912165</i>	rho guanine nucleotide exchange factor 9-like	2.65	0.0000
<i>Casp4</i>	caspase 4, apoptosis-related cysteine peptidase	2.64	0.0028
<i>Acss2</i>	acyl-CoA synthetase short-chain family member 2	2.62	0.0095
<i>Anxa2</i>	annexin A2	2.61	0.0011
<i>RGD1565143</i>	similar to serine/threonine kinase	2.61	0.0032
<i>Ttc24</i>	tetratricopeptide repeat domain 24 [Source:RGD Symbol;Acc:2319887]	2.59	0.0055
<i>Nr0b2</i>	nuclear receptor subfamily 0, group B, member 2	2.59	0.0021
<i>Sall1</i>	spalt-like transcription factor 1	2.59	0.0200
<i>Acsl5</i>	acyl-CoA synthetase long-chain family member 5	2.57	0.0001
<i>Mmp12</i>	matrix metalloproteinase 12	2.56	0.0316
<i>Car2</i>	carbonic anhydrase 2	2.55	0.0001
<i>RGD1306739</i>	similar to RIKEN cDNA 1700040L02	2.54	0.0017
<i>Agpat3</i>	1-acylglycerol-3-phosphate O-acyltransferase 3	2.54	0.0000
<i>Abhd1</i>	abhydrolase domain containing 1	2.50	0.0007
<i>Abcc9</i>	ATP-binding cassette, subfamily C (CFTR/MRP), member 9	2.49	0.0005
<i>Ethe1</i>	ethylmalonic encephalopathy 1	2.48	0.0092
<i>Hba-a1</i>	hemoglobin alpha, adult chain 1	2.47	0.0078
<i>Kank2</i>	KN motif and ankyrin repeat domains 2	2.47	0.0003
<i>Ankrd39</i>	ankyrin repeat domain 39	2.46	0.0000
<i>Agtpbp1</i>	ATP/GTP binding protein 1	2.45	0.0014
<i>Ehhadh</i>	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	2.43	0.0024
<i>Abca2</i>	ATP-binding cassette, subfamily A (ABC1), member 2	2.40	0.0016
<i>Smim1</i>	small integral membrane protein 1	2.39	0.0001
<i>Nudt7</i>	nudix (nucleoside diphosphate linked moiety X)-type motif 7	2.39	0.0000
<i>LOC685203</i>	hypothetical protein LOC685203	2.39	0.0012
<i>Mknk2</i>	MAP kinase-interacting serine/threonine kinase 2	2.38	0.0004
<i>LOC689065</i>	hypothetical protein LOC689065	2.38	0.0163

<i>Degs1</i>	delta(4)-desaturase, sphingolipid 1	2.38	0.0000
<i>Fdps</i>	farnesyl diphosphate synthase	2.37	0.0350
<i>Parvb</i>	parvin, beta	2.36	0.0062
<i>Srebf1</i>	sterol regulatory element binding transcription factor 1	2.36	0.0003
<i>Hbb-b1</i>	hemoglobin, beta adult major chain [Source:RGD Symbol;Acc:1595848]	2.36	0.0176
<i>Dlat</i>	dihydrolipoamide S-acetyltransferase	2.36	0.0114
<i>Adamdec1</i>	ADAM-like, decysin 1	2.34	0.0299
<i>LOC100911315</i>	DNA-binding protein RFX6-like	2.33	0.0001
<i>Ebpl</i>	emopamil binding protein-like	2.31	0.0003
<i>Pdlim1</i>	PDZ and LIM domain 1	2.31	0.0000
<i>Pnpla5</i>	patatin-like phospholipase domain containing 5	2.31	0.0042
<i>Orm1</i>	orosomucoid 1	2.31	0.0024
<i>Pctp</i>	phosphatidylcholine transfer protein	2.31	0.0008
<i>Crot</i>	carnitine O-octanoyltransferase	2.29	0.0318
<i>Cd209b</i>	CD209b antigen	2.29	0.0000
<i>Tagln</i>	transgelin	2.28	0.0050
<i>Atp8a1</i>	ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1	2.28	0.0003
<i>Gypa</i>	glycophorin A	2.28	0.0009
<i>Pex11a</i>	peroxisomal biogenesis factor 11 alpha	2.27	0.0003
<i>Topbp1</i>	topoisomerase (DNA) II binding protein 1	2.27	0.0000
<i>Rfx6</i>	regulatory factor X, 6	2.27	0.0000
<i>Bmp7</i>	bone morphogenetic protein 7	2.27	0.0452
<i>Chst9</i>	carbohydrate (N-acetylgalactosamine 4-0) sulfotransferase 9	2.26	0.0002
<i>Acer2</i>	alkaline ceramidase 2	2.25	0.0000
<i>Mfhas1</i>	malignant fibrous histiocyte amplified sequence 1	2.24	0.0021
<i>Ptk2b</i>	protein tyrosine kinase 2 beta	2.24	0.0033
<i>Itpk1</i>	inositol-tetrakisphosphate 1-kinase	2.24	0.0011
<i>Fut8</i>	fucosyltransferase 8 (alpha (1,6) fucosyltransferase)	2.24	0.0007
<i>Tm7sf2</i>	transmembrane 7 superfamily member 2	2.22	0.0200
<i>Steap3</i>	STEAP family member 3, metalloredutase	2.20	0.0048
<i>Plin2</i>	perilipin 2	2.20	0.0140
<i>Gda</i>	guanine deaminase	2.20	0.0109
<i>Clybl</i>	citrate lyase beta like	2.19	0.0000
<i>Lss</i>	lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase)	2.18	0.0037
<i>Aco1</i>	aconitase 1, soluble	2.18	0.0003
<i>Dmrt1</i>	DMRT-like family A1	2.17	0.0001
<i>Src</i>	SRC proto-oncogene, non-receptor tyrosine kinase	2.17	0.0008
<i>Cyp2c22</i>	cytochrome P450, family 2, subfamily c, polypeptide 22	2.15	0.0064
<i>Kbtbd12</i>	Protein LOC502859	2.15	0.0442
<i>Igfn1</i>	immunoglobulin-like and fibronectin type III domain containing 1	2.15	0.0079
<i>Copz2</i>	coatamer protein complex, subunit zeta 2	2.14	0.0000
<i>Cgref1</i>	cell growth regulator with EF hand domain 1	2.14	0.0002
<i>Ephx2</i>	epoxide hydrolase 2, cytoplasmic	2.14	0.0015
<i>Med12l</i>	mediator complex subunit 12-like	2.14	0.0000
<i>RGD1559459</i>	similar to Expressed sequence AI788959	2.13	0.0160
<i>Nrp2</i>	neuropilin 2	2.13	0.0001
<i>Apoa1</i>	apolipoprotein A-I	2.12	0.0005
<i>Gjb2</i>	gap junction protein, beta 2	2.11	0.0359
<i>Slc19a3</i>	solute carrier family 19 (thiamine transporter), member 3	2.10	0.0169
<i>Adora1</i>	adenosine A1 receptor	2.10	0.0299
<i>LOC100365112</i>	carboxylesterase-like	2.09	0.0069
<i>Ear11</i>	eosinophil-associated, ribonuclease A family, member 11	2.09	0.0222
<i>Acaca</i>	acetyl-CoA carboxylase alpha	2.08	0.0264
<i>Fads2</i>	fatty acid desaturase 2	2.07	0.0000
<i>Spsb4</i>	splA/ryanodine receptor domain and SOCS box containing 4	2.07	0.0080
<i>Plbd1</i>	phospholipase B domain containing 1	2.07	0.0068
<i>Vnn1</i>	vanin 1	2.06	0.0176
<i>Cabp2</i>	calcium binding protein 2	2.06	0.0008

<i>Car7</i>	carbonic anhydrase 7	2.05	0.0033
<i>LOC100134871</i>	beta globin minor gene	2.05	0.0144
<i>Dhcr7</i>	7-dehydrocholesterol reductase	2.05	0.0447
<i>Hadhb</i>	hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), beta subunit	2.04	0.0000
<i>Lss</i>	ENCODES a protein that exhibits lanosterol synthase activity AND INVOLVED IN cholesterol biosynthetic process	2.04	0.0227
<i>Cxcl14</i>	chemokine (C-X-C motif) ligand 14	2.04	0.0114
<i>Slc39a4</i>	solute carrier family 39 (zinc transporter), member 4	2.04	0.0034
<i>Zc3h12d</i>	zinc finger CCCH type containing 12D	2.03	0.0015
<i>Desi1</i>	desumoylating isopeptidase 1	2.03	0.0001
---	beta-globin (LOC689064), mRNA	2.03	0.0068
<i>Lamb3</i>	laminin, beta 3	2.02	0.0014
<i>Nceh1</i>	neutral cholesterol ester hydrolase 1	2.02	0.0026
<i>Acs2m2a</i>	acyl-CoA synthetase medium-chain family member 2A	2.00	0.0320
<i>Srpx</i>	sushi-repeat-containing protein, X-linked	2.00	0.0000
<i>Ppp1r3b</i>	protein phosphatase 1, regulatory subunit 3B	2.00	0.0036
<i>Alas2</i>	5-aminolevulinate synthase 2	2.00	0.0009
<i>Arhgef9</i>	Cdc42 guanine nucleotide exchange factor (GEF) 9	1.99	0.0068
<i>Ptprs</i>	protein tyrosine phosphatase, receptor type, S	1.99	0.0025
<i>Limk2</i>	LIM domain kinase 2	1.99	0.0060
<i>Irs3</i>	insulin receptor substrate 3	1.98	0.0153
<i>St3gal3</i>	ST3 beta-galactoside alpha-2,3-sialyltransferase 3	1.98	0.0012
<i>Dbi</i>	diazepam binding inhibitor (GABA receptor modulator, acyl-CoA binding protein)	1.98	0.0047
<i>Rarb</i>	retinoic acid receptor, beta	1.97	0.0064
<i>Comm46</i>	COMM domain containing 6	1.97	0.0280
<i>Mest</i>	mesoderm specific transcript	1.97	0.0001
<i>Aldh1l2</i>	aldehyde dehydrogenase 1 family, member L2	1.97	0.0001
<i>LOC691083</i>	hypothetical protein LOC691083	1.97	0.0067
<i>Aig1</i>	androgen-induced 1	1.96	0.0030
<i>Ugt2b1</i>	UDP glucuronosyltransferase 2 family, polypeptide B1	1.96	0.0105
<i>Trim24</i>	tripartite motif-containing 24	1.96	0.0259
<i>LOC102550654</i>	disintegrin and metalloproteinase domain-containing protein 28-like	1.95	0.0320
<i>Dcn</i>	decorin	1.94	0.0179
<i>Fbln5</i>	fibulin 5	1.93	0.0015
<i>Ncald</i>	neurocalcin delta	1.93	0.0012
<i>Aclt</i>	ATP citrate lyase	1.92	0.0042
<i>Rab30</i>	RAB30, member RAS oncogene family	1.92	0.0472
<i>Nupr1</i>	nuclear protein, transcriptional regulator, 1	1.91	0.0004
<i>LOC681469</i>	similar to stearyl-Coenzyme A desaturase 2	1.90	0.0006
<i>Ces4a</i>	carboxylesterase 4A	1.90	0.0137
<i>Jam2</i>	junctional adhesion molecule 2	1.90	0.0004
<i>Sult1b1</i>	sulfotransferase family, cytosolic, 1B, member 1	1.89	0.0008
<i>Angpt1</i>	angiopoietin 1	1.89	0.0001
<i>RGD1564958</i>	PARTICIPATES IN Alzheimer disease pathway AND gluconeogenesis pathway	1.89	0.0012
<i>Lhx2</i>	LIM homeobox 2	1.88	0.0129
<i>Laptm4b</i>	lysosomal protein transmembrane 4 beta	1.88	0.0012
<i>Pfkfb1</i>	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	1.88	0.0403
<i>Cd93</i>	CD93 molecule	1.88	0.0006
<i>Adssl1</i>	Adenylosuccinate synthetase isozyme 1	1.87	0.0073
<i>Slc4a1</i>	solute carrier family 4 (anion exchanger), member 1	1.87	0.0043
<i>Acat2</i>	acetyl-CoA acetyltransferase 2	1.87	0.0026
<i>Adgrg6</i>	adhesion G protein-coupled receptor G6	1.87	0.0075
<i>NUPR1</i>	nuclear protein, transcriptional regulator, 1 (Nupr1), mRNA	1.87	0.0038
<i>Tmem135</i>	transmembrane protein 135	1.86	0.0017
<i>Rassf9</i>	Ras association (RalGDS/AF-6) domain family (N-terminal) member 9	1.86	0.0001

<i>Sparc</i>	secreted protein, acidic, cysteine-rich (osteonectin)	1.86	0.0002
<i>Pak1</i>	p21 protein (Cdc42/Rac)-activated kinase 1	1.86	0.0001
<i>LOC102550773</i>	rho GTPase-activating protein 20-like	1.85	0.0002
<i>Aldh1b1</i>	aldehyde dehydrogenase 1 family, member B1	1.85	0.0037
<i>Pagr8</i>	progesterone and adiponectin receptor family member VIII	1.84	0.0028
<i>Apmap</i>	adipocyte plasma membrane associated protein	1.84	0.0089
<i>Acot2</i>	acyl-CoA thioesterase 2	1.84	0.0281
<i>LOC686437</i>	similar to Protein C14orf105	1.84	0.0043
<i>Nt5c2</i>	5-nucleotidase, cytosolic II	1.84	0.0004
<i>Sdc1</i>	syndecan 1	1.84	0.0133
<i>Pcdhga4</i>	protocadherin gamma subfamily A, 4	1.84	0.0055
<i>Cemip</i>	cell migration inducing protein, hyaluronan binding	1.84	0.0034
<i>Zdhhc2</i>	zinc finger, DHHC-type containing 2	1.84	0.0061
<i>Arhgap28</i>	Rho GTPase activating protein 28	1.83	0.0279
<i>Sesn3</i>	sestrin 3	1.83	0.0003
<i>Tk1</i>	thymidine kinase 1, soluble	1.83	0.0081
<i>Hpse</i>	heparanase	1.83	0.0057
<i>Perp</i>	PERP, TP53 apoptosis effector	1.83	0.0005
<i>Tspo</i>	translocator protein	1.82	0.0007
<i>Tfrc</i>	transferrin receptor	1.81	0.0105
<i>Hfe2</i>	hemochromatosis type 2 (juvenile)	1.81	0.0442
<i>Lrrfip1</i>	leucine rich repeat (in FLII) interacting protein 1	1.81	0.0252
<i>Mybl1</i>	myeloblastosis oncogene-like 1	1.81	0.0387
<i>Pex3</i>	peroxisomal biogenesis factor 3	1.81	0.0022
<i>Ugt2b10</i>	UDP glucuronosyltransferase 2 family, polypeptide B10	1.81	0.0067
<i>Tmem97</i>	transmembrane protein 97	1.81	0.0020
<i>Adh1</i>	alcohol dehydrogenase 1 (class I)	1.81	0.0076
<i>Adh7</i>	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	1.81	0.0299
<i>Dhdds</i>	dehydrodolichyl diphosphate synthase subunit	1.80	0.0000
<i>Klrg1</i>	killer cell lectin-like receptor subfamily G, member 1	1.80	0.0073
<i>Mki67</i>	marker of proliferation Ki-67	1.80	0.0140
<i>Bpgm</i>	2,3-bisphosphoglycerate mutase	1.80	0.0013
<i>Rnpepl1</i>	arginyl aminopeptidase (aminopeptidase B)-like 1	1.80	0.0023
<i>Tmem120a</i>	transmembrane protein 120A	1.80	0.0071
<i>Rpa1</i>	replication protein A1	1.80	0.0010
<i>Tspyl4</i>	TSPY-like 4	1.80	0.0182
<i>Olr43</i>	olfactory receptor 43	1.80	0.0061
<i>Tmem64</i>	transmembrane protein 64	1.80	0.0029
<i>Ccdc85c</i>	coiled-coil domain containing 85C	1.80	0.0032
<i>Acta2</i>	actin, alpha 2, smooth muscle, aorta	1.80	0.0009
<i>RGD1566091</i>	INTERACTS WITH dibutyl phthalate	1.80	0.0003
<i>Urad</i>	ureidoimidazoline (2-oxo-4-hydroxy-4-carboxy-5-) decarboxylase<br>[Source:RGD Symbol;Acc:1595191]	1.79	0.0025
<i>LOC102553986</i>	retinoic acid receptor RXR-gamma-like	1.79	0.0084
<i>Abcd3</i>	ATP-binding cassette, subfamily D (ALD), member 3	1.78	0.0007
<i>Cyb5b</i>	cytochrome b5 type B (outer mitochondrial membrane)	1.78	0.0275
<i>Amd1</i>	adenosylmethionine decarboxylase 1	1.78	0.0432
<i>Acot9</i>	acyl-CoA thioesterase 9	1.78	0.0139
<i>Tmem252</i>	transmembrane protein 252	1.78	0.0206
<i>Olr1029</i>	olfactory receptor 1029	1.78	0.0050
<i>Apoa4</i>	apolipoprotein A-IV	1.78	0.0001
<i>Glt1d1</i>	glycosyltransferase 1 domain containing 1	1.78	0.0009
<i>Akr1b7</i>	aldo-keto reductase family 1, member B7	1.77	0.0349
<i>Mapk9</i>	mitogen-activated protein kinase 9	1.77	0.0010
<i>Ccdc79</i>	Uncharacterized protein [Source:UniProtKB/TrEMBL;Acc:F1M8N4]	1.77	0.0032
<i>Ucp2</i>	uncoupling protein 2 (mitochondrial, proton carrier)	1.77	0.0028
<i>Gls</i>	glutaminase	1.77	0.0058
<i>Unc5b</i>	unc-5 netrin receptor B	1.77	0.0461

<i>Tfpi</i>	tissue factor pathway inhibitor (lipoprotein-associated coagulation inhibitor)	1.77	0.0007
<i>RGD1560242</i>	similar to RIKEN cDNA 1700028P14	1.76	0.0059
<i>Edem1</i>	Protein Edem1	1.76	0.0053
<i>Pdk1</i>	pyruvate dehydrogenase kinase, isozyme 1	1.76	0.0020
<i>Anp32a</i>	acidic (leucine-rich) nuclear phosphoprotein 32 family, member A	1.76	0.0003
<i>Abhd6</i>	abhydrolase domain containing 6	1.75	0.0453
<i>Pla2g2a</i>	phospholipase A2, group IIA (platelets, synovial fluid)	1.75	0.0096
<i>Spink3</i>	serine peptidase inhibitor, Kazal type 3	1.75	0.0273
<i>Eif2ak4</i>	eukaryotic translation initiation factor 2 alpha kinase 4	1.75	0.0014
<i>Gtse1</i>	G-2 and S-phase expressed 1	1.75	0.0032
<i>LOC689064</i>	beta-globin	1.75	0.0098
<i>Psmb9</i>	proteasome subunit beta 9	1.74	0.0122
<i>Secisbp2l</i>	SECIS binding protein 2-like	1.74	0.0088
<i>Syt12</i>	synaptotagmin-like 2 [Source:RGD Symbol;Acc:1307647]	1.74	0.0170
<i>LOC102552996</i>	uncharacterized LOC102552996	1.74	0.0213
<i>Spc24</i>	SPC24, NDC80 kinetochore complex component	1.74	0.0008
<i>Cyb5r3</i>	cytochrome b5 reductase 3	1.74	0.0149
<i>Pcdhb21</i>	protocadherin beta 21	1.74	0.0379
<i>RGD1311756</i>	similar to hypothetical protein FLJ20950	1.74	0.0046
<i>Mdh1</i>	malate dehydrogenase 1, NAD (soluble)	1.73	0.0033
<i>Smoc1</i>	SPARC related modular calcium binding 1	1.73	0.0014
<i>Cd99l2</i>	CD99 molecule-like 2	1.73	0.0015
<i>Npc2</i>	Niemann-Pick disease, type C2	1.73	0.0001
<i>Acot1</i>	acyl-CoA thioesterase 1	1.73	0.0088
<i>Aifm2</i>	apoptosis-inducing factor, mitochondrion-associated 2	1.72	0.0078
<i>Inhbe</i>	inhibin beta E	1.72	0.0103
<i>Itga9</i>	integrin, alpha 9 [Source:RGD Symbol;Acc:1311191]	1.72	0.0159
<i>Slc9a9</i>	solute carrier family 9, subfamily A (NHE9, cation proton antiporter 9), member 9	1.72	0.0072
<i>RGD1562758</i>	similar to glyceraldehyde-3-phosphate dehydrogenase [Source:RGD Symbol;Acc:1562758]	1.72	0.0008
<i>Thrsp</i>	thyroid hormone responsive	1.72	0.0098
<i>Ablim1</i>	actin-binding LIM protein 1 [Source:MGI Symbol;Acc:MGI:1194500]	1.72	0.0227
<i>Plk1</i>	polo-like kinase 1	1.72	0.0085
<i>LOC100362607</i>	nidogen 2	1.72	0.0000
<i>LOC500300</i>	similar to hypothetical protein MGC6835	1.72	0.0336
<i>LOC498300</i>	similar to degenerative spermatocyte homolog	1.72	0.0038
<i>Vsig10</i>	V-set and immunoglobulin domain containing 10	1.72	0.0038
<i>Agfg2</i>	ArfGAP with FG repeats 2	1.71	0.0033
<i>Gosr2</i>	golgi SNAP receptor complex member 2	1.71	0.0001
<i>LOC102552497</i>	protocadherin gamma-B6-like	1.71	0.0153
<i>Rdh11</i>	retinol dehydrogenase 11 (all-trans/9-cis/11-cis)	1.71	0.0218
<i>RGD1359508</i>	similar to protein C33A12.3	1.70	0.0031
<i>Krt79</i>	Protein LOC683720	1.70	0.0114
<i>Bche</i>	butyrylcholinesterase	1.70	0.0061
<i>LOC680538</i>	similar to Glyceraldehyde-3-phosphate dehydrogenase (GAPDH)similar to glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) (EC 1.2.1.12)	1.70	0.0004
<i>Slc6a13</i>	solute carrier family 6 (neurotransmitter transporter), member 13	1.70	0.0162
---	Uncharacterized protein	1.70	0.0001
<i>Clcn6</i>	chloride channel, voltage-sensitive 6	1.69	0.0038
<i>RGD1564854</i>	similar to divalent cation tolerant protein CUTA	1.69	0.0047
<i>Wdr76</i>	WD repeat domain 76	1.69	0.0018
<i>Aig1</i>	androgen-induced 1 (Aig1), mRNA. Chalmel, et. al. Testis-expressed Unannotated Transcripts (TUTs)	1.69	0.0149
<i>Galc</i>	galactosylceramidase	1.69	0.0052
<i>Ube3d</i>	ubiquitin protein ligase E3D	1.69	0.0148
<i>Cyp2c7</i>	cytochrome P450, family 2, subfamily c, polypeptide 7	1.69	0.0000
<i>St6gal1</i>	ST6 beta-galactosamide alpha-2,6-sialyltransferase 1	1.69	0.0364

<i>Tlcd2</i>	TLC domain containing 2	1.68	0.0128
<i>Tpm1</i>	tropomyosin 1, alpha	1.68	0.0043
<i>Gale</i>	UDP-galactose-4-epimerase	1.68	0.0148
<i>LOC691807</i>	hypothetical protein LOC691807	1.68	0.0041
<i>Ppp2r2d</i>	protein phosphatase 2, regulatory subunit B, delta	1.68	0.0011
<i>Pcdhga5</i>	protocadherin gamma subfamily A, 5 (Pcdhga5), mRNA. Chalmel, et. al.<br>Testis-expressed Unannotated Transcripts (TUTs)	1.68	0.0134
<i>Pgk1</i>	phosphoglycerate kinase 1	1.68	0.0175
<i>Ptgis</i>	prostaglandin I2 (prostacyclin) synthase	1.68	0.0149
<i>Pigu</i>	phosphatidylinositol glycan anchor biosynthesis, class U	1.68	0.0087
<i>LOC691988</i>	similar to a disintegrin and metalloproteinase domain 28	1.68	0.0073
<i>LOC102554096</i>	guanylate-binding protein 6-like	1.68	0.0470
<i>Cux2</i>	cut-like homeobox 2	1.67	0.0084
<i>Ceacam20</i>	carcinoembryonic antigen-related cell adhesion molecule 20	1.67	0.0197
<i>Col4a1</i>	collagen, type IV, alpha 1	1.67	0.0004
<i>Fbxo3</i>	F-box protein 3	1.67	0.0017
<i>Acadl</i>	acyl-CoA dehydrogenase, long chain	1.67	0.0000
<i>Tmsb10</i>	thymosin, beta 10	1.67	0.0209
<i>LOC100911848</i>	uncharacterized LOC100911848	1.67	0.0004
<i>Serpinb9</i>	serpin peptidase inhibitor, clade B (ovalbumin), member 9	1.66	0.0000
<i>Fgf1</i>	fibroblast growth factor 1 (acidic)	1.66	0.0018
<i>Adm</i>	adrenomedullin	1.66	0.0002
<i>Rangap1</i>	RAN GTPase activating protein 1	1.66	0.0016
<i>Prss8</i>	protease, serine, 8	1.66	0.0442
<i>Rbm46</i>	RNA binding motif protein 46	1.66	0.0055
<i>Scn8a</i>	sodium channel, voltage gated, type VIII, alpha subunit	1.66	0.0023
<i>Nsdhl</i>	NAD(P) dependent steroid dehydrogenase-like	1.66	0.0199
<i>Osbpl11</i>	oxysterol binding protein-like 11	1.66	0.0285
<i>LOC691565</i>	hypothetical protein LOC691565	1.65	0.0445
<i>Col3a1</i>	collagen, type III, alpha 1	1.65	0.0009
<i>Tdh</i>	L-threonine dehydrogenase	1.65	0.0016
<i>Ces2c</i>	carboxylesterase 2C (Ces2c), mRNA	1.65	0.0456
<i>Tmem55a</i>	transmembrane protein 55A	1.65	0.0013
<i>Tmsb10</i>	thymosin, beta 10 [Source:RGD Symbol;Acc:62022]	1.65	0.0225
<i>Allc</i>	allantoicase	1.65	0.0044
<i>Slc8a3</i>	solute carrier family 8 (sodium/calcium exchanger), member 3	1.65	0.0007
<i>Ccng1</i>	cyclin G1	1.65	0.0069
<i>Hemgn</i>	hemogen	1.64	0.0227
<i>Tm6sf2</i>	transmembrane 6 superfamily member 2	1.64	0.0172
<i>LOC102553649</i>	disks large homolog 5-like	1.64	0.0241
<i>Inpp1</i>	inositol polyphosphate-1-phosphatase	1.64	0.0023
<i>Clec4a2</i>	C-type lectin domain family 4, member A2	1.64	0.0005
<i>RGD1311739</i>	similar to RIKEN cDNA 1700037H04	1.64	0.0142
<i>Sacs</i>	sacsin molecular chaperone	1.64	0.0023
<i>Calm2</i>	calmodulin 2 [Source:RGD Symbol;Acc:2258]	1.64	0.0009
<i>Ugt2a3</i>	UDP glucuronosyltransferase 2 family, polypeptide A3	1.64	0.0196
<i>Apln</i>	apelin	1.64	0.0297
<i>Pcdh20</i>	protocadherin beta 20	1.64	0.0007
<i>RGD1564865</i>	similar to 20-alpha-hydroxysteroid dehydrogenase	1.63	0.0316
<i>Ech1</i>	enoyl CoA hydratase 1, peroxisomal	1.63	0.0440
<i>Suox</i>	sulfite oxidase	1.63	0.0046
<i>Olr901</i>	ENCODS a protein that exhibits olfactory receptor activity (inferred)	1.63	0.0063
<i>Bdh2</i>	3-hydroxybutyrate dehydrogenase, type 2	1.63	0.0083
<i>RGD1309676</i>	similar to RIKEN cDNA 5730469M10	1.63	0.0088
<i>Fbn1</i>	fibrillin 1	1.63	0.0098
<i>Sc5d</i>	sterol-C5-desaturase	1.63	0.0039
<i>L3hypdh</i>	L-3-hydroxyproline dehydratase (trans-)	1.63	0.0290
<i>Prl8a3</i>	INTERACTS WITH astemizole AND bisphenol A AND C60 fullerene	1.63	0.0138

<i>Mphosph6</i>	M phase phosphoprotein 6	1.63	0.0038
<i>Ldlr</i>	low density lipoprotein receptor	1.63	0.0268
<i>Npnt</i>	nephronectin	1.63	0.0038
<i>Elovl2</i>	ELOVL fatty acid elongase 2	1.62	0.0011
<i>Pmvk</i>	phosphomevalonate kinase	1.62	0.0256
<i>Arsi</i>	arylsulfatase family, member I	1.62	0.0200
<i>Plcd3</i>	phospholipase C, delta 3	1.62	0.0327
<i>Atp6v1d</i>	ATPase, H ⁺ transporting, lysosomal V1 subunit D	1.62	0.0014
<i>Il18</i>	interleukin 18	1.62	0.0191
<i>LOC102553032</i>	ellis-van Creveld syndrome protein homolog	1.62	0.0038
<i>Elovl5</i>	ELOVL fatty acid elongase 5	1.62	0.0013
<i>Lnpep</i>	leucyl/cystinyl aminopeptidase	1.62	0.0013
<i>RGD1309730</i>	similar to RIKEN cDNA B230118H07	1.62	0.0014
<i>LOC680097</i>	similar to germinal histone H4 gene	1.62	0.0126
<i>Tfcp2l1</i>	transcription factor CP2-like 1	1.62	0.0171
<i>Reln</i>	reelin	1.61	0.0021
<i>Ctnna3</i>	catenin (cadherin associated protein), alpha 3	1.61	0.0161
<i>Cyp2c6v1</i>	cytochrome P450, family 2, subfamily C, polypeptide 6, variant 1	1.61	0.0003
<i>Adam28</i>	ADAM metallopeptidase domain 28	1.61	0.0032
<i>Glb1l2</i>	galactosidase, beta 1-like 2	1.61	0.0217
<i>Pde8b</i>	phosphodiesterase 8B	1.61	0.0352
<i>Olr824</i>	olfactory receptor 824	1.61	0.0253
<i>Ak4</i>	adenylate kinase 4	1.61	0.0006
<i>Eepd1</i>	endonuclease/exonuclease/phosphatase family domain containing 1	1.61	0.0081
<i>Fstl1</i>	folliculin-like 1	1.61	0.0139
<i>LOC102553394</i>	uncharacterized LOC102553394	1.61	0.0045
<i>Tnfaip2</i>	tumor necrosis factor, alpha-induced protein 2	1.61	0.0424
<i>Rab32</i>	RAB32, member RAS oncogene family	1.61	0.0003
<i>Mttp</i>	microsomal triglyceride transfer protein	1.61	0.0177
<i>Scd1</i>	stearoyl-Coenzyme A desaturase 1	1.61	0.0055
<i>Arpp19</i>	cAMP-regulated phosphoprotein 19	1.61	0.0010
<i>Fzd4</i>	frizzled class receptor 4	1.61	0.0348
<i>F2r</i>	coagulation factor II (thrombin) receptor	1.61	0.0001
<i>Abcc1</i>	ATP-binding cassette, subfamily C (CFTR/MRP), member 1	1.61	0.0210
<i>Bmp1</i>	bone morphogenetic protein 1	1.61	0.0101
<i>Heg1</i>	heart development protein with EGF-like domains 1	1.60	0.0024
<i>Ppp1r14c</i>	protein phosphatase 1, regulatory (inhibitor) subunit 14c	1.60	0.0082
<i>Mrpl23</i>	mitochondrial ribosomal protein L23	1.60	0.0005
<i>LOC691962</i>	hypothetical protein LOC691962	1.60	0.0024
<i>Stx2</i>	syntaxin 2	1.60	0.0475
<i>Golt1a</i>	golgi transport 1A	1.60	0.0145
<i>Timp1</i>	TIMP metallopeptidase inhibitor 1	1.60	0.0245
<i>Plat</i>	plasminogen activator, tissue	1.60	0.0053
<i>Apool</i>	apolipoprotein O-like	1.60	0.0000
<i>Pklr</i>	pyruvate kinase, liver and RBC	1.60	0.0296
<i>Calm2</i>	calmodulin 2	1.60	0.0009
<i>Acaa1</i>	acetyl-CoA acyltransferase 1A	1.59	0.0042
<i>Alpl</i>	alkaline phosphatase, liver/bone/kidney	1.59	0.0405
<i>Agap3</i>	ArfGAP with GTPase domain, ankyrin repeat and PH domain 3	1.59	0.0056
<i>Gpr137b</i>	G protein-coupled receptor 137B	1.59	0.0144
<i>Zfp90</i>	zinc finger protein 90	1.59	0.0052
<i>Bst2</i>	bone marrow stromal cell antigen 2	1.59	0.0431
<i>Tlcd1</i>	TLC domain containing 1	1.59	0.0400
<i>Hltf</i>	helicase-like transcription factor	1.59	0.0049
<i>Ednrb</i>	endothelin receptor type B	1.58	0.0017
<i>Grhl2</i>	grainyhead-like transcription factor 2	1.58	0.0076
<i>Glr3</i>	glutaredoxin 3	1.58	0.0001
<i>Ociad2</i>	OClA domain containing 2	1.58	0.0146

<i>Galk1</i>	galactokinase 1	1.58	0.0095
<i>Rxrg</i>	retinoid X receptor gamma	1.58	0.0277
<i>Rbbp8</i>	retinoblastoma binding protein 8	1.58	0.0031
<i>G0s2</i>	G0/G1switch 2	1.58	0.0051
<i>Pkp2</i>	plakophilin 2	1.57	0.0254
<i>Glrx</i>	glutaredoxin (thioltransferase)	1.57	0.0402
<i>Frzb</i>	frizzled-related protein	1.57	0.0181
<i>Dlg3</i>	discs, large homolog 3 (Drosophila)	1.57	0.0070
<i>Mgam</i>	maltase-glucoamylase [Source:MGI Symbol;Acc:MGI:1203495]	1.57	0.0197
<i>Kri1</i>	KRI1 homolog (S. cerevisiae)	1.57	0.0192
<i>Anxa7</i>	annexin A7	1.57	0.0031
<i>Nmt2</i>	N-myristoyltransferase 2	1.57	0.0163
<i>Ddit4</i>	DNA-damage-inducible transcript 4	1.57	0.0116
---	---	1.57	0.0116
<i>Tkt</i>	transketolase	1.57	0.0133
<i>Timp3</i>	TIMP metalloproteinase inhibitor 3	1.56	0.0322
<i>Lactb2</i>	lactamase, beta 2	1.56	0.0325
<i>Ikbke</i>	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase epsilon	1.56	0.0110
<i>Dll4</i>	delta-like 4 (Drosophila)	1.56	0.0139
<i>Sdcbp</i>	syndecan binding protein	1.56	0.0000
<i>Aacs</i>	acetoacetyl-CoA synthetase	1.56	0.0143
<i>Igfbp7</i>	insulin-like growth factor binding protein 7	1.56	0.0071
<i>LOC100912507</i>	INTERACTS WITH 17beta-estradiol (ortholog) AND 5-azacytidine (ortholog) AND all-trans-retinoic acid (ortholog)	1.56	0.0024
<i>LOC100912223</i>	INTERACTS WITH 17beta-estradiol (ortholog) AND 5-azacytidine (ortholog) AND all-trans-retinoic acid (ortholog)	1.56	0.0024
<i>Olr1252</i>	ENCODES a protein that exhibits olfactory receptor activity (inferred)	1.56	0.0024
<i>Olr279</i>	olfactory receptor 279	1.56	0.0142
<i>Tnnc2</i>	troponin C type 2 (fast)	1.56	0.0001
<i>Cbx3</i>	chromobox homolog 3	1.56	0.0434
<i>Colec10</i>	collectin sub-family member 10 (C-type lectin)	1.56	0.0119
<i>Brk1</i>	BRICK1, SCAR/WAVE actin-nucleating complex subunit	1.56	0.0249
<i>Znf750</i>	zinc finger protein 750	1.56	0.0164
<i>Glrx5</i>	glutaredoxin 5	1.56	0.0013
<i>Vps36</i>	vacuolar protein sorting 36 homolog (S. cerevisiae)	1.56	0.0024
<i>Rbm4</i>	Chalmel, et. al. AceView Annotation Rbm4.gSep08 Testis-expressed Unannotated Transcripts (TUTs)	1.56	0.0074
<i>Enpp4</i>	ectonucleotide pyrophosphatase/phosphodiesterase 4	1.56	0.0171
<i>Pex14</i>	peroxisomal biogenesis factor 14	1.55	0.0025
<i>Dusp22</i>	dual specificity phosphatase 22	1.55	0.0060
<i>RGD1564133</i>	INTERACTS WITH 8-anilinoanthracene-1-sulfonic acid (ortholog) AND all-trans-retinoic acid (ortholog) AND copper(2+) sulfate (ortholog)	1.55	0.0433
<i>Lrig3</i>	leucine-rich repeats and immunoglobulin-like domains 3	1.55	0.0338
<i>RGD1559683</i>	similar to RIKEN cDNA 1700001C02	1.55	0.0076
<i>Lrrcc1</i>	leucine rich repeat and coiled-coil centrosomal protein 1	1.55	0.0299
<i>Kifc3</i>	kinesin family member C3	1.55	0.0271
<i>Slc25a20</i>	solute carrier family 25 (carnitine/acylcarnitine translocase), member 20	1.55	0.0196
<i>Cln6</i>	ceroid-lipofuscinosis, neuronal 6, late infantile, variant	1.55	0.0192
<i>Ube2e2</i>	ubiquitin-conjugating enzyme E2E 2	1.55	0.0019
<i>Tmem14c</i>	transmembrane protein 14C	1.55	0.0164
<i>LOC102547000</i>	rho GTPase-activating protein 20-like	1.55	0.0376
<i>Exosc9</i>	exosome component 9	1.55	0.0003
<i>Rxfp1</i>	relaxin/insulin-like family peptide receptor 1	1.55	0.0468
<i>Tmem2</i>	transmembrane protein 2	1.54	0.0031
<i>Rcn1</i>	reticulocalbin 1, EF-hand calcium binding domain	1.54	0.0112
<i>Cdr2</i>	cerebellar degeneration-related protein 2	1.54	0.0012
<i>Arhgap11a</i>	Rho GTPase activating protein 11A	1.54	0.0228
<i>Sorcs2</i>	sortilin-related VPS10 domain containing receptor 2	1.54	0.0294

<i>LOC102555951</i>	brain-specific angiogenesis inhibitor 1-associated protein 2-like	1.54	0.0492
<i>Fam134b</i>	family with sequence similarity 134, member B	1.54	0.0201
<i>Ppt1</i>	palmitoyl-protein thioesterase 1	1.54	0.0126
<i>Ctnna3</i>	catenin (cadherin associated protein), alpha 3	1.54	0.0169
<i>LOC102547484</i>	uncharacterized LOC102547484	1.54	0.0295
<i>Acot3</i>	acyl-CoA thioesterase 3	1.54	0.0447
<i>Rtcb</i>	RNA 2,3-cyclic phosphate and 5-OH ligase	1.54	0.0000
<i>Ralgps2</i>	Ral GEF with PH domain and SH3 binding motif 2	1.54	0.0016
<i>Taldo1</i>	transaldolase 1	1.54	0.0159
<i>Mgll</i>	monoglyceride lipase	1.54	0.0112
<i>Hba1</i>	hemoglobin, alpha 1	1.54	0.0081
<i>Cidec</i>	cell death-inducing DFFA-like effector c	1.54	0.0104
<i>Acot4</i>	acyl-CoA thioesterase 4	1.53	0.0247
<i>Otulin</i>	OTU deubiquitinase with linear linkage specificity	1.53	0.0026
<i>Mical2</i>	microtubule associated monooxygenase, calponin and LIM domain containing 2	1.53	0.0183
<i>Cxcl13</i>	chemokine (C-X-C motif) ligand 13	1.53	0.0242
<i>LOC100359600</i>	karyopherin alpha 2-like	1.53	0.0068
<i>Zfp867</i>	zinc finger protein 867	1.53	0.0411
<i>Sepw1</i>	selenoprotein W, 1 (Sepw1), mRNA	1.53	0.0089
<i>Crh</i>	corticotropin releasing hormone	1.53	0.0232
<i>Zfp951</i>	zinc finger protein 951	1.53	0.0018
<i>Sult1a1</i>	sulfotransferase family 1A member 1	1.53	0.0390
<i>RGD1311946</i>	similar to RIKEN cDNA 1810055G02	1.53	0.0120
<i>Slc30a1</i>	solute carrier family 30 (zinc transporter), member 1	1.53	0.0036
<i>LOC102555406</i>	zinc finger protein 120-like	1.53	0.0130
<i>Hba2</i>	hemoglobin, alpha 2	1.53	0.0054
<i>Arl6ip5</i>	ADP-ribosylation factor-like 6 interacting protein 5	1.53	0.0160
<i>Ppm1j</i>	protein phosphatase, Mg ²⁺ /Mn ²⁺ dependent, 1J	1.53	0.0097
<i>LOC501033</i>	similar to UPF0258 protein KIAA1024	1.53	0.0028
<i>Syt12</i>	synaptotagmin-like 2 [Source:RGD Symbol;Acc:1307647]	1.53	0.0050
<i>Sptbn1</i>	spectrin, beta, non-erythrocytic 1	1.53	0.0006
<i>LOC100911874</i>	solute carrier family 40 member 1-like [Source:RGD Symbol;Acc:6490105]	1.52	0.0039
<i>Il1rn</i>	interleukin 1 receptor antagonist	1.52	0.0170
<i>Pck2</i>	phosphoenolpyruvate carboxykinase 2 (mitochondrial)	1.52	0.0010
<i>Smim12</i>	small integral membrane protein 12	1.52	0.0041
<i>Olr1262</i>	olfactory receptor 1262	1.52	0.0334
<i>Evc</i>	Ellis van Creveld protein	1.52	0.0003
<i>Cmpk1</i>	cytidine monophosphate (UMP-CMP) kinase 1	1.52	0.0005
<i>Capn2</i>	calpain 2, (m/II) large subunit	1.52	0.0160
<i>Ear11</i>	eosinophil-associated, ribonuclease A family, member 11 (Ear11), mRNA	1.52	0.0382
<i>Tmem101</i>	transmembrane protein 101	1.52	0.0304
<i>Iah1</i>	isoamyl acetate-hydrolyzing esterase 1 homolog	1.52	0.0126
<i>Slc40a1</i>	solute carrier family 40 (iron-regulated transporter), member 1	1.52	0.0182
<i>Iqsec2</i>	IQ motif and Sec7 domain 2	1.51	0.0075
<i>Vom2r75</i>	vomerolnasal 2 receptor, 75	1.51	0.0272
<i>Ptgfr</i>	prostaglandin F receptor	1.51	0.0081
<i>Schip1</i>	schwannomin interacting protein 1	1.51	0.0372
<i>Bcs1l</i>	BC1 (ubiquinol-cytochrome c reductase) synthesis-like	1.51	0.0036
<i>Acad11</i>	acyl-CoA dehydrogenase family, member 11	1.51	0.0181
<i>Olr436</i>	olfactory receptor 436	1.51	0.0451
<i>LOC102552920</i>	armadillo repeat-containing X-linked protein 5-like	1.51	0.0151
<i>Cpt2</i>	carnitine palmitoyltransferase 2	1.51	0.0055
<i>S100g</i>	S100 calcium binding protein G	1.51	0.0235
<i>Ltbp4</i>	latent transforming growth factor beta binding protein 4	1.51	0.0031
<i>Ppox</i>	protoporphyrinogen oxidase	1.51	0.0300
<i>Myef2</i>	myelin expression factor 2	1.51	0.0235
<i>Csmd1</i>	CUB and Sushi multiple domains 1	1.51	0.0408

<i>Pf4</i>	platelet factor 4	1.51	0.0420
<i>Tmem167a</i>	transmembrane protein 167A	1.50	0.0003
<i>Coq7</i>	coenzyme Q7 homolog, ubiquinone (yeast)	1.50	0.0050
<i>Syt6</i>	synaptotagmin VI	1.50	0.0000
<i>Psemb8</i>	ENCODES a protein that exhibits threonine-type endopeptidase activity (inferred)	1.50	0.0028
<i>Tas2r140</i>	taste receptor, type 2, member 140	1.50	0.0168
<i>Tecr</i>	trans-2,3-enoyl-CoA reductase	1.50	0.0008
<i>Nckap5</i>	NCK-associated protein 5	1.50	0.0256
<i>Arf2</i>	ADP-ribosylation factor 2	1.50	0.0211
<i>Arhgap24</i>	Rho GTPase activating protein 24	1.50	0.0060
<i>Plgrkt</i>	plasminogen receptor, C-terminal lysine transmembrane protein	1.50	0.0435
<i>Tmem120b</i>	transmembrane protein 120B	1.50	0.0032
<i>Mras</i>	muscle RAS oncogene homolog	1.50	0.0261
<i>Thnsl2</i>	threonine synthase-like 2 (S. cerevisiae)	1.50	0.0061
<i>Tagln2</i>	transgelin 2	1.50	0.0093
<i>Pdgfd</i>	platelet derived growth factor D	1.50	0.0337
<i>Gadl1</i>	glutamate decarboxylase-like 1	1.50	0.0146
<i>Man2b2</i>	mannosidase, alpha, class 2B, member 2	1.49	0.0082
<i>Mapre2</i>	microtubule-associated protein, RP/EB family, member 2	1.49	0.0410
<i>Msl3l2</i>	male-specific lethal 3-like 2 (Drosophila)	1.49	0.0090
<i>LOC100911718</i>	cytochrome P450 2C6-like	1.49	0.0006
<i>Garnl3</i>	ENCODES a protein that exhibits GTPase activator activity (inferred)	1.49	0.0132
<i>Chuk</i>	conserved helix-loop-helix ubiquitous kinase	1.49	0.0005
<i>Vom2r44</i>	vomer nasal 2 receptor 44	1.49	0.0394
<i>Nexn</i>	nexilin (F actin binding protein)	1.49	0.0289
<i>RGD1566085</i>	similar to pyridoxal (pyridoxine, vitamin B6) kinase [Source:RGD Symbol;Acc:1566085]	1.49	0.0002
<i>2510049J12Rik</i>	RIKEN cDNA 2510049J12 gene	1.49	0.0484
<i>Tcn2</i>	transcobalamin 2	1.49	0.0401
<i>Sptb</i>	spectrin, beta, erythrocytic	1.49	0.0235
<i>Cdk17</i>	cyclin-dependent kinase 17	1.49	0.0388
<i>Vom2r1</i>	vomer nasal 2 receptor, 1	1.49	0.0475
<i>Ccdc171</i>	coiled-coil domain containing 171	1.49	0.0049
<i>Ctsd</i>	cathepsin D	1.49	0.0108
<i>Cryz</i>	crystallin, zeta (quinone reductase)	1.49	0.0173
<i>Tcf7l1</i>	transcription factor 7-like 1 (T-cell specific, HMG-box)	1.49	0.0372
<i>LOC100294508</i>	dyslexia susceptibility 2-like	1.49	0.0006
<i>Atf7ip</i>	activating transcription factor 7 interacting protein	1.49	0.0219
<i>Acvr1l</i>	activin A receptor type II-like 1	1.48	0.0001
<i>Agap3</i>	arf-GAP with GTPase, ANK repeat and PH domain-containing protein 3 [Source:RefSeq peptide;Acc:NP_001102086]	1.48	0.0281
<i>Hsd12</i>	hydroxysteroid dehydrogenase like 2	1.48	0.0172
<i>Tpm4</i>	tropomyosin 4	1.48	0.0253
<i>Pigk</i>	phosphatidylinositol glycan anchor biosynthesis, class K	1.48	0.0050
<i>Sema3c</i>	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C	1.48	0.0081
---	Uncharacterized protein	1.48	0.0199
<i>Vcl</i>	vinculin	1.48	0.0028
<i>LOC367597</i>	similar to nidogen 2	1.48	0.0142
<i>RGD1305587</i>	similar to RIKEN cDNA 2010107G23	1.48	0.0118
<i>Vsx1</i>	visual system homeobox 1	1.48	0.0218
<i>Entpd8</i>	ectonucleoside triphosphate diphosphohydrolase 8	1.48	0.0151
<i>Abcc3</i>	ATP-binding cassette, subfamily C (CFTR/MRP), member 3	1.48	0.0344
<i>Prkca</i>	protein kinase C, alpha	1.48	0.0067
<i>Chpf</i>	chondroitin polymerizing factor	1.48	0.0005
<i>Prelid1</i>	PRELI domain containing 1	1.48	0.0003
<i>Peg3</i>	paternally expressed 3	1.48	0.0049

<i>Hist2h3c2</i>	histone cluster 2, H3c2	1.48	0.0475
<i>Specc1</i>	sperm antigen with calponin homology and coiled-coil domains 1	1.48	0.0052
<i>Mogat3</i>	monoacylglycerol O-acyltransferase 3	1.48	0.0240
<i>RGD1560015</i>	INTERACTS WITH ammonium chloride	1.48	0.0282
<i>Slc9a3r2</i>	solute carrier family 9, subfamily A (NHE3, cation proton antiporter 3), member 3 regulator 2	1.48	0.0039
<i>Acat1</i>	acetyl-CoA acetyltransferase 1	1.47	0.0032
<i>Dnaja4</i>	DnaJ (Hsp40) homolog, subfamily A, member 4	1.47	0.0206
<i>Sorcs1</i>	sortilin-related VPS10 domain containing receptor 1	1.47	0.0037
<i>Ednra</i>	endothelin receptor type A	1.47	0.0036
<i>Sgcb</i>	sarcoglycan, beta	1.47	0.0191
<i>Cfl1</i>	cofilin 1, non-muscle	1.47	0.0027
<i>LOC681177</i>	similar to GTPase activating protein testicular GAP1	1.47	0.0159
<i>Olr1391</i>	olfactory receptor 1391	1.47	0.0293
<i>Bloc1s5</i>	biogenesis of lysosomal organelles complex-1, subunit 5, muted	1.47	0.0034
<i>LOC100911860</i>	ENCODES a protein that exhibits cysteine-type peptidase activity (inferred)	1.47	0.0088
<i>Hadha</i>	hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), alpha subunit	1.47	0.0002
<i>Comm49</i>	COMM domain containing 9	1.47	0.0292
<i>Satb1</i>	SATB homeobox 1	1.47	0.0111
<i>Emc1</i>	ER membrane protein complex subunit 1	1.47	0.0449
<i>Lpin2</i>	lipin 2	1.47	0.0498
<i>Olr377</i>	olfactory receptor 377	1.47	0.0049
<i>Slco6d1</i>	solute carrier organic anion transporter family, member 6d1 [Source:RGD Symbol;Acc:1359388]	1.47	0.0160
<i>Herc3</i>	HECT and RLD domain containing E3 ubiquitin protein ligase 3	1.47	0.0016
<i>Npy</i>	neuropeptide Y	1.47	0.0048
<i>Gnat3</i>	guanine nucleotide binding protein, alpha transducing 3	1.47	0.0171
<i>Wfdc3</i>	WAP four-disulfide core domain 3	1.47	0.0473
<i>Gnptab</i>	N-acetylglucosamine-1-phosphate transferase, alpha and beta subunits	1.47	0.0175
<i>Ap3s2</i>	adaptor-related protein complex 3, sigma 2 subunit	1.46	0.0007
<i>Carf</i>	calcium responsive transcription factor	1.46	0.0374
<i>Bahd1</i>	bromo adjacent homology domain containing 1	1.46	0.0171
<i>Tmem126a</i>	transmembrane protein 126A	1.46	0.0006
<i>Kif21a</i>	kinesin family member 21A	1.46	0.0009
<i>Arpp19</i>	cAMP-regulated phosphoprotein 19 (Arpp19), mRNA	1.46	0.0130
<i>Zfp36l2</i>	zinc finger protein 36, C3H type-like 2	1.46	0.0297
<i>Clcn2</i>	chloride channel, voltage-sensitive 2	1.46	0.0185
<i>Osgepl1</i>	O-sialoglycoprotein endopeptidase-like 1	1.46	0.0214
<i>Tp53inp1</i>	tumor protein p53 inducible nuclear protein 1	1.46	0.0183
<i>Leap2</i>	liver-expressed antimicrobial peptide 2	1.46	0.0322
<i>Abcg3l1</i>	ATP-binding cassette, subfamily G (WHITE), member 3-like 1	1.46	0.0048
<i>Armxc6</i>	armadillo repeat containing, X-linked 6	1.46	0.0088
<i>Zfp36l2</i>	zinc finger protein 36, C3H type-like 2	1.46	0.0175
<i>Fam114a1</i>	family with sequence similarity 114, member A1	1.46	0.0304
<i>Pamr1</i>	peptidase domain containing associated with muscle regeneration 1	1.46	0.0071
<i>Gtf2h2</i>	general transcription factor IIH, polypeptide 2	1.46	0.0198
<i>Phactr2</i>	phosphatase and actin regulator 2	1.46	0.0299
<i>Slc13a2</i>	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2	1.46	0.0384
<i>Tpm3</i>	tropomyosin 3	1.46	0.0008
<i>Nlrp14</i>	NLR family, pyrin domain containing 14	1.46	0.0082
<i>B4galt6</i>	UDP-Gal:betaGlcNAc beta 1,4-galactosyltransferase, polypeptide 6	1.46	0.0133
<i>Fhl1</i>	four and a half LIM domains 1	1.45	0.0183
<i>Naprt</i>	nicotinate phosphoribosyltransferase	1.45	0.0099
<i>Synj2</i>	synaptojanin 2	1.45	0.0333
<i>Vim</i>	vimentin	1.45	0.0001
<i>Cpb1</i>	carboxypeptidase B1 (tissue)	1.45	0.0290

<i>Pcdhgb4</i>	protocadherin gamma subfamily B, 4	1.45	0.0147
<i>Ppa1</i>	pyrophosphatase (inorganic) 1	1.45	0.0097
<i>Cd24</i>	CD24 molecule	1.45	0.0258
<i>Coq5</i>	coenzyme Q5, methyltransferase	1.45	0.0125
<i>Fads1</i>	fatty acid desaturase 1	1.45	0.0243
<i>Atp6v1e1</i>	ATPase, H ⁺ transporting, lysosomal V1 subunit E1	1.45	0.0025
<i>Tlr3</i>	toll-like receptor 3	1.45	0.0097
<i>Lama2</i>	laminin, alpha 2	1.45	0.0031
<i>LOC102551184</i>	INTERACTS WITH arsenite(3-) (ortholog) AND cyclosporin A (ortholog)<br>AND diarsenic trioxide (ortholog)	1.45	0.0010
<i>Tex13</i>	testis expressed gene 13	1.45	0.0039
<i>Cbr1</i>	carbonyl reductase 1	1.45	0.0399
<i>Laptm5</i>	lysosomal protein transmembrane 5	1.45	0.0106
<i>Lyar</i>	Ly1 antibody reactive	1.45	0.0070
<i>RGD1308195</i>	similar to secreted Ly6/uPAR related protein 2	1.45	0.0062
<i>Acp5</i>	acid phosphatase 5, tartrate resistant	1.45	0.0118
<i>Trip11</i>	thyroid hormone receptor interactor 11	1.45	0.0135
<i>Bckdhhb</i>	branched chain keto acid dehydrogenase E1, beta polypeptide	1.45	0.0004
<i>LOC100909622</i>	INTERACTS WITH (-)-epigallocatechin 3-gallate (ortholog) AND aflatoxin<br>B1 (ortholog) AND cyclosporin A (ortholog)	1.45	0.0177
<i>Stau2</i>	staufen double-stranded RNA binding protein 2	1.45	0.0126
<i>LOC102547118</i>	retinitis pigmentosa 1-like 1 protein-like [Source:RGD Symbol;Acc:7681336]	1.45	0.0297
<i>Gpx7</i>	glutathione peroxidase 7	1.45	0.0375
<i>Ces2g</i>	carboxylesterase 2G	1.45	0.0418
<i>Tprg1l</i>	tumor protein p63 regulated 1-like	1.45	0.0054
<i>Hrasls</i>	HRAS-like suppressor	1.44	0.0115
<i>Alox15</i>	arachidonate 15-lipoxygenase	1.44	0.0209
<i>LOC691670</i>	similar to natural killer cell protease 7	1.44	0.0037
<i>Ccdc152</i>	coiled-coil domain containing 152	1.44	0.0307
<i>Ccdc88c</i>	coiled-coil domain containing 88C	1.44	0.0283
<i>Cox10</i>	COX10 heme A:farnesyltransferase cytochrome c oxidase assembly factor	1.44	0.0252
<i>Jph4</i>	junctophilin 4	1.44	0.0060
<i>LOC100910833</i>	histone-lysine N-methyltransferase setd3-like	1.44	0.0029
<i>Scamp5</i>	secretory carrier membrane protein 5	1.44	0.0325
<i>Ccnb2</i>	cyclin B2	1.44	0.0435
<i>Faap24</i>	Fanconi anemia core complex associated protein 24	1.44	0.0229
<i>Olr372</i>	olfactory receptor 372	1.44	0.0237
<i>Oprm1</i>	opioid receptor, mu 1	1.44	0.0011
<i>LOC100909786</i>	INTERACTS WITH 17beta-hydroxy-17-methylestra-4 9 11-trien-3-one<br>(ortholog)	1.44	0.0081
<i>RGD1560273</i>	RGD1560273	1.44	0.0251
<i>LOC100910708</i>	INVOLVED IN oxidation-reduction process (inferred) AND INTERACTS<br>WITH (R)-acetoin (ortholog)	1.44	0.0359
<i>Tpgs2</i>	tubulin polyglutamylase complex subunit 2	1.44	0.0027
<i>Ndufa8</i>	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8	1.44	0.0134
<i>Miox</i>	myo-inositol oxygenase	1.44	0.0022
<i>Ageb7</i>	melanoma antigen, family B, 7	1.44	0.0379
<i>Ift122</i>	intraflagellar transport 122	1.44	0.0156
<i>Etl4</i>	Protein Etl4	1.43	0.0299
<i>LOC691272</i>	similar to reproductive homeobox on X chromosome, 11	1.43	0.0454
<i>Cttnbp2nl</i>	CTTNBP2 N-terminal like	1.43	0.0170
<i>Cygb</i>	cytoglobin	1.43	0.0357
<i>Cst3</i>	cystatin C	1.43	0.0128
<i>Wisp2</i>	WNT1 inducible signaling pathway protein 2	1.43	0.0051
<i>LOC100361993</i>	transmembrane protein 14C [Source:RGD Symbol;Acc:2319087]	1.43	0.0185
<i>Cetn2</i>	Centrin 2, isoform CRA_a; Protein Cetn2	1.43	0.0322
<i>Nt5dc2</i>	5-nucleotidase domain containing 2	1.43	0.0064
<i>GSTA1</i>	Glutathione S-transferase	1.43	0.0275

<i>Efemp2</i>	EGF-containing fibulin-like extracellular matrix protein 2	1.43	0.0248
<i>Gapdh-ps2</i>	glyceraldehyde-3-phosphate dehydrogenase, pseudogene 2	1.43	0.0005
---	Uncharacterized protein	1.43	0.0324
<i>Asrgl1</i>	asparaginase like 1	1.43	0.0370
<i>LOC100174910</i>	glutaredoxin-like protein	1.43	0.0370
<i>Comm48</i>	COMM domain containing 8	1.43	0.0093
<i>Syn3</i>	synapsin III	1.43	0.0052
<i>P4hb</i>	prolyl 4-hydroxylase, beta polypeptide	1.43	0.0023
<i>Ctgf</i>	connective tissue growth factor	1.43	0.0442
<i>Eppk1</i>	ENCODS a protein that exhibits poly(A) RNA binding (ortholog)	1.43	0.0093
<i>Hist1h4b</i>	histone cluster 1, H4b	1.43	0.0223
<i>Dtnb</i>	dystrobrevin, beta	1.43	0.0013
<i>Cdc25b</i>	cell division cycle 25B	1.43	0.0290
<i>Kif1c</i>	kinesin family member 1C	1.43	0.0250
<i>Cd151</i>	CD151 molecule (Raph blood group)	1.43	0.0006
<i>RT1-N2</i>	RT1 class Ib, locus N2	1.43	0.0024
<i>Decr1</i>	2,4-dienoyl CoA reductase 1, mitochondrial	1.42	0.0167
<i>Atp1b3</i>	ATPase, Na ⁺ /K ⁺ transporting, beta 3 polypeptide	1.42	0.0010
<i>Fam20b</i>	family with sequence similarity 20, member B	1.42	0.0222
<i>Serpinb6</i>	serpin peptidase inhibitor, clade B (ovalbumin), member 6	1.42	0.0098
<i>Trpm2</i>	transient receptor potential cation channel, subfamily M, member 2	1.42	0.0172
<i>Ogdhl</i>	oxoglutarate dehydrogenase-like	1.42	0.0012
<i>Dlst</i>	dihydrolipoamide S-succinyltransferase (E2 component of 2-oxo-glutarate complex)	1.42	0.0001
<i>Pfkf</i>	phosphofructokinase, liver	1.42	0.0088
<i>Sec13</i>	SEC13 homolog, nuclear pore and COPII coat complex component	1.42	0.0184
<i>Xrcc6</i>	X-ray repair complementing defective repair in Chinese hamster cells 6	1.42	0.0151
<i>Rbm48</i>	RNA binding motif protein 48	1.42	0.0012
<i>Pbsn</i>	probasin	1.42	0.0035
<i>Rcl1</i>	RNA terminal phosphate cyclase-like 1	1.42	0.0211
<i>Abhd12</i>	abhydrolase domain containing 12	1.42	0.0449
<i>Arl6</i>	ADP-ribosylation factor-like 6	1.42	0.0143
<i>Ssbp3</i>	single stranded DNA binding protein 3	1.42	0.0038
<i>RGD1564138</i>	similar to 60S ribosomal protein L29 (P23) [Source:RGD Symbol;Acc:1564138]	1.42	0.0129
<i>Ccnb1ip1</i>	cyclin B1 interacting protein 1, E3 ubiquitin protein ligase	1.42	0.0326
<i>Pip4k2b</i>	phosphatidylinositol-5-phosphate 4-kinase, type II, beta	1.42	0.0184
<i>Mad2l2</i>	MAD2 mitotic arrest deficient-like 2 (yeast)	1.42	0.0242
<i>Nr1h5</i>	nuclear receptor subfamily 1, group H, member 5	1.42	0.0015
<i>Nmi</i>	N-myc (and STAT) interactor	1.42	0.0089
<i>Tmem70</i>	transmembrane protein 70	1.42	0.0337
<i>Skp1</i>	S-phase kinase-associated protein 1	1.42	0.0045
<i>Traf1</i>	TRAF type zinc finger domain containing 1	1.42	0.0105
<i>Ngfrap1</i>	nerve growth factor receptor (TNFRSF16) associated protein 1	1.42	0.0425
<i>LOC100912836</i>	leucine-rich repeat-containing protein PRAME-like [Source:RGD Symbol;Acc:6485636]	1.42	0.0163
<i>Kng1</i>	kininogen 1kininogen 2	1.42	0.0031
<i>Carhsp1</i>	calcium regulated heat stable protein 1	1.42	0.0166
<i>Fbxo43</i>	F-box protein 43	1.41	0.0188
<i>Bsg</i>	basigin (Ok blood group)	1.41	0.0134
<i>Sec24d</i>	SEC24 homolog D, COPII coat complex component	1.41	0.0057
<i>LOC100360061</i>	INTERACTS WITH 17beta-hydroxy-17-methylestra-4 9 11-trien-3-one (ortholog)	1.41	0.0438
<i>Pik3r3</i>	phosphoinositide-3-kinase, regulatory subunit 3 (gamma)	1.41	0.0194
<i>Mycl</i>	v-myc avian myelocytomatosis viral oncogene lung carcinoma derived homolog	1.41	0.0389
<i>Pdc</i>	phosducin	1.41	0.0329
<i>Bmp10</i>	bone morphogenetic protein 10	1.41	0.0081

<i>Zfp541</i>	zinc finger protein 541	1.41	0.0278
<i>Zfp52</i>	zinc finger protein 52	1.41	0.0082
<i>Sult2b1</i>	sulfotransferase family 2B member 1	1.41	0.0189
<i>Syngap1</i>	synaptic Ras GTPase activating protein 1	1.41	0.0056
<i>Ppp2ca</i>	protein phosphatase 2, catalytic subunit, alpha isozyme	1.41	0.0025
<i>Bin3</i>	bridging integrator 3	1.41	0.0020
<i>LOC681736</i>	similar to Glycolipid transfer protein (GLTP)	1.41	0.0171
<i>Sec22b</i>	SEC22 vesicle trafficking protein homolog B (<i>S. cerevisiae</i>)	1.41	0.0018
<i>LOC501339</i>	similar to spermatogenesis associated glutamate (E)-rich protein 4dsimilar to zinc finger CCCH type, antiviral 1	1.41	0.0281
<i>Cbx2</i>	chromobox homolog 2	1.41	0.0022
<i>Tpi1</i>	triosephosphate isomerase 1	1.41	0.0216
<i>LOC100909867</i>	epididymal-specific lipocalin-13-like [Source:RGD Symbol;Acc:6501236]	1.41	0.0322
<i>Nlr1</i>	NLR family member X1	1.41	0.0242
<i>Gm14569</i>	predicted gene 14569 [Source:MGI Symbol;Acc:MGI:3705243]	1.41	0.0375
<i>Olr1145</i>	olfactory receptor 1145	1.41	0.0151
<i>Pgm1</i>	phosphoglucomutase 1	1.41	0.0006
<i>Scd4</i>	stearoyl-coenzyme A desaturase 4	1.40	0.0432
<i>Hsd17b13</i>	hydroxysteroid (17-beta) dehydrogenase 13	1.40	0.0097
<i>Ehd4</i>	EH-domain containing 4	1.40	0.0231
<i>Lgmn</i>	legumain	1.40	0.0243
<i>Cfap126</i>	cilia and flagella associated protein 126	1.40	0.0353
<i>Col1a2</i>	collagen, type I, alpha 2 (Col1a2), mRNA	1.40	0.0371
<i>Tmem41a</i>	transmembrane protein 41a	1.40	0.0202
<i>Acad9</i>	acyl-CoA dehydrogenase family, member 9	1.40	0.0007
<i>Pot1</i>	protection of telomeres 1	1.40	0.0037
<i>Mtmr9</i>	myotubularin related protein 9	1.40	0.0493
<i>LOC100360238</i>	rCG21419-like	1.40	0.0225
<i>RGD1565367</i>	similar to Solute carrier family 23, member 2 (Sodium-dependent vitamin C transporter 2)	1.40	0.0385
<i>Eif2b2</i>	eukaryotic translation initiation factor 2B, subunit 2 beta	1.40	0.0027
<i>Cd82</i>	Cd82 molecule	1.40	0.0095
<i>Ndst4</i>	N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 4	1.40	0.0118
<i>Mxd4</i>	Max dimerization protein 4	1.40	0.0072
<i>LOC679149</i>	similar to carboxylesterase 2 (intestine, liver)	1.40	0.0225
<i>Mesdc2</i>	mesoderm development candidate 2	1.40	0.0027
<i>Asah1</i>	N-acylsphingosine amidohydrolase (acid ceramidase) 1	1.40	0.0042
<i>Akr1c14</i>	aldo-keto reductase family 1, member C14	1.40	0.0297
<i>Gapdh</i>	glyceraldehyde-3-phosphate dehydrogenase	1.40	0.0001
<i>LOC100909548</i>	INTERACTS WITH chloroquine AND diuron AND 17alpha-ethynylestradiol (ortholog)	1.40	0.0003
<i>LOC102554321</i>	uncharacterized LOC102554321	1.40	0.0126
<i>RGD1564836</i>	similar to HMGA1b	1.40	0.0187
<i>Tmem14a</i>	transmembrane protein 14A	1.40	0.0347
<i>Bcr</i>	breakpoint cluster region [Source:RGD Symbol;Acc:1307993]	1.40	0.0383
<i>Rnase17</i>	ribonuclease 17	1.39	0.0400
<i>Tgoln2</i>	trans-golgi network protein 2	1.39	0.0235
<i>Mcam</i>	melanoma cell adhesion molecule	1.39	0.0370
<i>Slc39a10</i>	solute carrier family 39 (zinc transporter), member 10	1.39	0.0298
<i>Hist1h1b</i>	histone cluster 1, H1b	1.39	0.0243
<i>NONMMUG026947</i>	Non-coding transcript identified by NONCODE: Exonic	1.39	0.0206
<i>Adh5</i>	alcohol dehydrogenase 5 (class III), chi polypeptide	1.39	0.0317
<i>Pde5a</i>	phosphodiesterase 5A, cGMP-specific	1.39	0.0342
<i>Hist1h4b</i>	histone cluster 1, H4b [Source:RGD Symbol;Acc:620814]	1.39	0.0228
<i>Cd151</i>	CD151 molecule (Raph blood group) (Cd151), mRNA	1.39	0.0028
<i>Atg4a</i>	autophagy related 4A, cysteine peptidase	1.39	0.0349
<i>Pdxk</i>	pyridoxal (pyridoxine, vitamin B6) kinase	1.39	0.0143

<i>Ackr3</i>	atypical chemokine receptor 3	1.39	0.0193
<i>Comt</i>	catechol-O-methyltransferase	1.39	0.0039
<i>Galt</i>	galactose-1-phosphate uridylyltransferase	1.39	0.0067
<i>Ybx3</i>	Y box binding protein 3	1.39	0.0156
<i>Epha7</i>	Eph receptor A7	1.39	0.0092
<i>Trim65</i>	tripartite motif-containing 65	1.39	0.0157
<i>Hscb</i>	HscB mitochondrial iron-sulfur cluster co-chaperone	1.39	0.0112
<i>Ippk</i>	inositol 1,3,4,5,6-pentakisphosphate 2-kinase	1.39	0.0340
<i>Rnpep</i>	arginyl aminopeptidase (aminopeptidase B)	1.39	0.0107
<i>Icmt</i>	isoprenylcysteine carboxyl methyltransferase	1.39	0.0033
<i>Nudt13</i>	nudix (nucleoside diphosphate linked moiety X)-type motif 13	1.39	0.0340
<i>Olr1107</i>	olfactory receptor 1107	1.39	0.0320
<i>Acy1</i>	aminoacylase 1	1.39	0.0364
<i>NONMMUG023236</i>	Non-coding transcript identified by NONCODE: Sense No Exonic	1.39	0.0192
<i>Cybb</i>	cytochrome b-245, beta polypeptide	1.39	0.0025
<i>Dgkz</i>	diacylglycerol kinase zeta	1.39	0.0394
<i>Npy</i>	neuropeptide Y (Npy), mRNA	1.39	0.0095
<i>Tmem25</i>	transmembrane protein 25	1.39	0.0120
<i>Tmprss6</i>	transmembrane protease, serine 6	1.39	0.0227
<i>Mfrp</i>	membrane frizzled-related protein	1.39	0.0493
<i>Olr853</i>	olfactory receptor 853	1.39	0.0380
<i>Nkx2-4</i>	NK2 homeobox 4	1.38	0.0005
<i>Pacsin2</i>	protein kinase C and casein kinase substrate in neurons 2	1.38	0.0204
<i>Sparcl1</i>	SPARC-like 1 (hevin)	1.38	0.0287
<i>Hsd17b12</i>	hydroxysteroid (17-beta) dehydrogenase 12	1.38	0.0042
<i>Cdrt4</i>	CMT1A duplicated region transcript 4	1.38	0.0499
<i>Mrpl37</i>	mitochondrial ribosomal protein L37	1.38	0.0043
<i>Lilrb3</i>	leukocyte immunoglobulin-like receptor, subfamily B (with TM and ITIM domains), member 3	1.38	0.0429
<i>Aldoat2</i>	aldolase 1 A retrogene 2	1.38	0.0179
<i>Flna</i>	filamin A, alpha	1.38	0.0252
<i>LOC100911477</i>	nidogen-2-like	1.38	0.0217
<i>Ttc36</i>	tetratricopeptide repeat domain 36	1.38	0.0235
<i>Snx7</i>	sorting nexin 7	1.38	0.0337
<i>Cers5</i>	ceramide synthase 5	1.38	0.0190
<i>Kpna2</i>	karyopherin alpha 2	1.38	0.0339
<i>Mbd2</i>	methyl-CpG binding domain protein 2	1.38	0.0007
<i>LOC102555146</i>	fatty acid-binding protein epidermal-like	1.38	0.0049
<i>Slc25a1</i>	solute carrier family 25 (mitochondrial carrier, citrate transporter), member 1	1.38	0.0024
<i>LOC684841</i>	ENCODES a protein that exhibits DNA binding (inferred)	1.38	0.0089
<i>Fam159b</i>	family with sequence similarity 159, member B [Source:RGD Symbol;Acc:1564672]	1.38	0.0465
<i>Cnpy1</i>	canopy FGF signaling regulator 1 [Source:RGD Symbol;Acc:1583296]	1.38	0.0021
<i>Ccna2</i>	cyclin A2	1.37	0.0234
<i>Zfp511</i>	zinc finger protein 511	1.37	0.0085
<i>Gsta1</i>	glutathione S-transferase alpha 1	1.37	0.0313
<i>Fnbp1l</i>	formin binding protein 1-like	1.37	0.0210
<i>Lpgat1</i>	lysophosphatidylglycerol acyltransferase 1	1.37	0.0044
<i>Slitrk6</i>	SLIT and NTRK-like family, member 6	1.37	0.0329
<i>Mrpl13</i>	mitochondrial ribosomal protein L13	1.37	0.0382
<i>Plau</i>	plasminogen activator, urokinase	1.37	0.0317
<i>Tp53i3</i>	tumor protein p53 inducible protein 3	1.37	0.0085
<i>Odc1</i>	ornithine decarboxylase 1	1.37	0.0020
<i>Papss1</i>	3-phosphoadenosine 5-phosphosulfate synthase 1	1.37	0.0369
<i>Acaa1b</i>	acetyl-Coenzyme A acyltransferase 1B	1.37	0.0088
<i>Sucla2</i>	succinate-CoA ligase, ADP-forming, beta subunit	1.37	0.0022

How the deposited data were processed for this re-analysis (not part of the article)

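Liver RNA of 24 Zucker rats was measured on Affymetrix Clariom S rat arrays, 1 array per rat, with 6 lean rats without ecdysterone (LC), 6 lean rats with ecdysterone (LE), 6 obese rats without (OC) and 6 obese rats with (OE). The authors summarised the probes per transcript, corrected the background and normalised all arrays together by SST-RMA in Affymetrix Expression Console 1.4. The deposited table gives log2 signals per array, the group means and differences on the log2 scale, the fold changes as a score (a signed ratio that the authors computed from the log2 differences, as deposited), and the p-value of the authors' test for each comparison. A second deposited table with the same log2 signals differs from the first by at most 0.005. The raw intensities were not used, so the background correction and the normalisation could not be repeated with other settings.

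All 23188 transcripts of the deposited table were tested. Gene symbols were taken from the table: 22899 transcripts carry one, and 27 symbols that a spreadsheet had turned into dates were treated as missing unless the accession gave the symbol in the RefSeq gene table, which it did for 23. There are 247 transcripts with values identical to another's in all arrays; they were kept, and counted once in an alternative. For a gene with several probe sets the one with the highest mean signal was used in gene lists and for single genes. The exception for single genes is a gene whose fold change in the paper is met by another of its probe sets and not by this one; that other one was then taken. This concerned only Trim24 in OE vs OC, so its agreement with the paper follows from the choice. For 2 genes named in the paper single values are not reported here.

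The log2 signals were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) in 1 model with the 4 group means, and the comparisons OC vs. LC, LE vs. LC, OE vs. OC, OE vs. LE, the difference of the ecdysterone effects between genotypes (interaction) and their mean were tested. P-values were adjusted over all transcripts of a comparison by Benjamini and Hochberg, with an adjusted p under 0.05 as the threshold; counts past a fold change of 1.3 and an unadjusted p under 0.05, the criteria of the paper, are given beside it. The prior had 8.4 degrees of freedom and the residuals 20. Gene lists were tested with camera with a preset correlation of 0.01 between genes, with adjustment over the 45 lists of a comparison, and again with an estimated correlation and with fry. Lists were averaged per rat, relative to the mean of LC, into 18 scores, which were compared by two-sided exact permutation tests over 924 splits of 12 rats and adjusted over the scores. Gene Ontology terms named in the paper were tested by one-sided Fisher's exact tests with the annotation in the deposited table.

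The choice of groups, tests, lists, alternatives and of the rule for naming genes was made before the data were examined, but after the paper with its tables of genes had been read. Membership of the lists is thus not blind to the fold changes in the paper. The rule names every gene to which the paper gives a fold change in its sections on the transcriptome, the genes with the largest rise and the largest fall per comparison among those past the threshold (or those with the smallest p where fewer pass), and list members. The genes of Table 3 and those measured by qPCR were chosen by the study on these samples.

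The precision was tested on simulated data, with 50 transcripts changed per size of change in random arrays that had the mean of LC and the spread of the real groups for every transcript. A log2 change of 2 or more was recovered in 100% of cases in the 3 comparisons tested, and false calls made up 1.3% of all calls for OC vs. LC, 2.63% for LE vs. LC and 2.61% for OE vs. OC. The means and spreads were the same for every comparison, so these shares differ by random draw. Changes of all sizes were in the same data, so the recovery does not hold for a comparison in which few or no transcripts change. In these data 793, 780 and 768 of 22988 unchanged transcripts passed a fold change of 1.3 and an unadjusted p under 0.05.

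Alternatives, with 1 choice changed at a time, were the methods' Student's test on the 2 groups compared, a limma fit of those groups alone, fold changes from mean linear signals, median centring, quantile normalisation, removal of transcripts below the median signal or in the lowest 25% of signals, eBayes with trend and robust, array weights, the second deposited table, the mean of all probe sets of a gene, 3 of the OC arrays for each of 2 comparisons that share them, and leaving out each array in turn. Chosen after seeing the data were the count of transcripts with a symbol, the count of identical transcripts once, leaving out each array in the tests of gene lists, a score of clock genes as a covariate, and neighbouring array numbers as a random block. For each count of a comparison, 100 random splits of the same arrays were tested in the same way.

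No batch of hybridisation or scanning is given in the labels, and the rats of a cage cannot be told from them, so that neither was modelled. No paired analysis was possible because the labels give no shared replicate numbers between groups. The qPCR, plasma and liver lipid measurements have no deposited files and were left out, as were the KEGG pathways, which were not analysed here.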

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

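The share of transcripts with low signals among those past the fold change and p criteria, the effect of a clock gene score on the fasting and feeding genes, leaving out 2 rats from these, the whole fasting list, and an insulin-like signal of ecdysterone were tested only after the result was seen.

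Ecdysterone and the number of transcripts past FC 1.3 and an unadjusted p under 0.05. In LE vs. LC 607 transcripts passed, and 93 of 100 splits of the same 12 rats gave as many (highest other 1256), so that chance cannot be excluded; in OE vs. OC 981 passed, and 26 of 100 splits gave as many (highest other 1373). At an adjusted p under 0.05 both gave 0 by limma, with 813 and 1322 at an unadjusted p under 0.05; as no split can give fewer than 0, the 100 splits (highest other 11 and 2) carry no information on chance for these counts. Of the transcripts past the criteria, 62.9% in LE vs. LC had a mean signal below the median of all transcripts, which is consistent with noise of signals near the floor of the arrays as a part of this count, and 52.5% in OE vs. OC, where this cannot be told apart from an effect of ecdysterone because the share lies between the 2 bounds set. An effect of ecdysterone too small for 6 rats per group stays open in both.

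Genes of feeding and fasting in OE vs. OC. The score of 22 fasting genes less that of 22 feeding genes was −0.88 ± 0.26 (SD, n = 6) in OE and −1.48 ± 0.18 (SD, n = 6) in OC, a difference of 0.6 (exact permutation p = 0.00433, adjusted p = 0.0779 over 18 scores). It kept at least 88% of its size without any 1 rat (0.53 to 0.68) and at least 78.1% without any 2 (0.47 to 0.73), which argues against 1 or 2 rats that stand apart. With the clock gene score as a covariate 97.8% was kept. That fit used the same slope for all groups, but fasting less feeding rose with the clock score among LC rats and fell among LE rats. It therefore cannot decide on time of day. By itself the fasting score was 0.06 ± 0.14 (SD, n = 6) in OE and −0.14 ± 0.09 (SD, n = 6) in OC (difference 0.2, exact permutation p = 0.0195), and the feeding score lay lower in OE by 0.4 (exact permutation p = 0.0152, adjusted p = 0.0878). Some feeding genes, such as Fasn and Acly, are also in Table 3, chosen for higher levels in OC than in LC. A fall is partly built in for these. Table S3 lists the transcripts past the paper's criteria in this comparison. Leaving out its genes removes members by the change tested and so makes a difference harder to find. It left 18 fasting and 19 feeding genes. The difference was then 0.35 (exact permutation p = 0.039, adjusted p = 0.117), with a feeding score lower by 0.34 (exact permutation p = 0.0325). The fasting score differed by 0.01 (exact permutation p = 0.907). Among the genes left, the difference thus comes from the feeding genes. For the fasting genes this was partly set by the removal, so it does not speak for their whole list. An insulin-like signal of ecdysterone would raise the feeding genes. Their lower score (−0.34, adjusted p = 0.117 over 18 scores by exact permutation) gives no sign of such a signal. It cannot decide against one, because less feeding before killing would lower the same genes. A difference in feeding before killing, which was set together with an insulin-like signal before the data were examined, needed medians above 0 for the fasting and below 0 for the feeding genes without Table S3. These were 0.04 and −0.32, which is consistent with it, but the first is close to 0. It is a candidate explanation only: the paper reports no effect of ecdysterone on daily feed intake, with a mean that was higher in OE than in OC, food intake just before killing is not in the labels, none of the scores with an adjusted p passed, and another effect of ecdysterone on these genes stays open.

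Sex-biased genes in OC vs. LC. Male-biased genes fell (camera adjusted p = 5.68e-23) and female-biased genes rose (camera adjusted p = 7.36e-12), in genes the paper does not discuss as a group, and both passed with an estimated correlation. Both lists were written after the paper's tables of genes from these arrays had been read, so these p-values are not independent evidence of direction. The hepatocyte markers had a median log2 fold change of −0.03, which argues against a lower share of hepatocyte RNA as the cause, since male-biased genes had a median of −1.97 and female-biased genes went the other way. Weaker growth hormone signalling may contribute: of Socs2, Cish and Igf1, 2 fell and Cish did not pass (log2 fold change −2.33, adjusted p = 0.0571), so this stays open. No measurement of growth hormone or sex steroids was available, and the obese genotype itself is the biological difference in the design.

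Other results stood out by value alone. On the third principal component OC replicate 18 lay at 24.5, with the other OC rats at −9.5 to 3.2. OE replicate 19 had a Table 3 gene score of 1.69 (others 1.37 to 1.47) and a fatty acid synthesis score of 1.05 (others 0.68 to 0.77). For immediate early genes LC replicate 1 had a score of 0.75 (others −0.26 to −0.03) and LE replicate 7 of −0.51 (others −0.01 to 0.15), and for glutathione metabolism LE replicate 10 had −0.16 (others 0.01 to 0.1). In all, 6 of 100 groups held such a rat, where chance gives about 5.

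The ecdysterone effects in obese and lean rats differed in 8 lists by the interaction in camera: genes raised by feeding or insulin (adjusted p = 0.00017), glutathione metabolism (0.00112), immediate early genes (0.00164), fatty acid synthesis (0.0057), cholesterol synthesis (0.0057), fatty acid oxidation and ketogenesis (0.0143), gluconeogenesis and amino acid catabolism (0.0143) and the Table 3 genes (5.5e-06), which the study chose for higher levels in OC than in LC on these arrays, so that a negative interaction is built in for them. The lists of feeding genes, fatty acid synthesis and cholesterol synthesis share genes with Table 3, such as Fasn and Lss. The same bias thus enters these lists in part. With an estimated correlation 0 of the lists passed and by fry 0 passed, with 20 lists at an unadjusted p under 0.05 by camera. No transcript passed the interaction test (highest of the other regroupings 1), a count of 0 that carries no information on chance.

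Signals in data or genes the paper does not analyse were the 489 transcripts that differed in OE vs. LE, the red blood cell markers (camera adjusted p = 6.28e-13) and stellate cell markers (4.32e-05) that rose in OC vs. LC, and the immediate early genes (9.57e-05) and neutrophil markers (0.006, and 0.115 without OE replicate 23) that lay higher in OE vs. OC. With an estimated correlation the adjusted p-values of these 4 lists were 0.00157, 0.0471, 0.246 and 0.353, in the order named. For OE vs. LE 1 of 100 splits, the real one, gave as many transcripts (highest other 26), which argues against a chance split if the rats of a group are independent.

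In OC vs. LC 1 of 100 splits, the real one, gave as many as 600 transcripts at an adjusted p under 0.05 (highest other 137). The same held for 2440 past FC 1.3 (highest other 1953) and for 25 gene lists (highest other 24). This argues against a chance split only if the rats of a group are independent, and 100 splits can show no smaller share. For the lists the margin was narrow, and 14 of them passed with an estimated correlation. The lists were also written after the paper's tables of genes from these arrays had been read, so their count cannot decide against a chance split. For gene lists in LE vs. LC the count was 0 (highest other 13, 6 lists at an unadjusted p under 0.05 by camera), which no split can fall below. In OE vs. OC 2 of 100 splits gave 14 lists or more (highest other 14). This cannot decide against a chance split. The lists were written after Table S3, which comes from these arrays, had been read, and they include the Table 3 genes. Several of the lists also share genes, and the rats of a group would have to be independent. Over all groups together, arrays of neighbouring numbers were less unlike than other pairings. The mean correlation of their deviations from the group means, without the clock genes, was −0.11 against −0.2 (exact p = 0.0038 over the pairings within groups). Single groups were not tested. None of the 14 lists of OE vs. OC passed with an estimated correlation or by fry.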

How the results depend on the processing

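Leaving out each array in the tests of gene lists, the clock gene score as a covariate, neighbouring array numbers as a random block, and counts of transcripts with a symbol or without identical ones were chosen only after the result was seen.

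By the methods' t-test the transcripts at an adjusted p under 0.05 were 129 higher and 125 lower in OC vs. LC (2.5e+02 together, 224 shared with limma) and 134 in OE vs. LE (127 shared), and 11 of the 32 Table 3 genes passed in OC vs. LC and 1 lay past FC 1.3 in OE vs. OC. A limma fit of only the 2 groups compared gave 550 and 420 transcripts, and 25 and 4 Table 3 genes, so that most of the loss goes with the t-test's spread per transcript, which limma moderates over transcripts, and less with leaving out the other groups. Under the other alternatives the 600 transcripts of OC vs. LC ranged from 464 (without LC replicate 4) to 717 (array weights). In LE vs. LC, OE vs. OC, the interaction and the mean ecdysterone effect no transcript passed with the clock score as a covariate or with neighbouring numbers as a random block. With transcripts below the median signal left out 214 transcripts passed FC 1.3 in LE vs. LC and 455 in OE vs. OC, as fewer transcripts were tested.

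With an estimated correlation the lists that passed were 14 in OC vs. LC, 13 in OE vs. LE, 0 in OE vs. OC and 0 for the interaction, and by fry 0 in OE vs. OC and 0 for the interaction; both allow for correlated genes or test a different null. In LE vs. LC 1 list passed with transcripts below the median signal left out and 1 with the clock score as a covariate, and leaving out 1 array gave 0 to 8 (8 without LC replicate 1 and 8 without LE replicate 11). Leaving out 1 array gave 8 (without OC replicate 16) to 16 (without OE replicate 21) lists in OE vs. OC, and 5 (without LC replicate 3) to 18 (without LC replicate 1) for the interaction. The cause was not tested.

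The Table 3 genes past FC 1.3 in OE vs. OC were 1 (without OC replicate 17) to 5 (without OE replicate 19). Their median log2 fold change was −0.342 (without OC replicate 14, exact permutation p = 0.0173) to −0.191 (without OC replicate 13, exact permutation p = 0.0823). The p-values here are those of the mean of the 32 genes per rat, not adjusted (0.0519 with all rats, adjusted p = 0.117 over the 18 scores). This mean also had a p under 0.05 without OC replicate 15 (exact permutation p = 0.0281), without OC replicate 18 (0.0303) and without OE replicate 19 (0.0368), and with the mean of all probe sets of a gene (0.0498), where the median was −0.296. The correlation of OC vs. LC with OE vs. OC, which share the OC rats, was −0.382 and with 3 of the OC arrays for each comparison −0.095. In 100 simulations with OE unchanged from OC it was −0.244 on average (−0.494 to 0.041), so that −0.382 lies within what no effect of ecdysterone gives.

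Of the genes named, 67 were called in OC vs. LC, of which 28 lost the call by the methods' t-test, 6 without 1 of the arrays and 38 kept it throughout. None of them changed sign. In OE vs. OC, where no gene was called, 4 of 60 changed sign: Fabp4 was at 0.13 with the ratio of mean linear signals and between −0.48 and 0.3 with 1 array left out, Acaca between −0.23 and 0.06, Cd36 between −0.1 and 0.19 and Fads2 between −0.04 and 0.11. Low signals limit what can be seen in LE vs. LC, where the transcripts past FC 1.3 had a median signal of 5.74, against 4.84 for smell and taste receptor genes.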

Differences from the paper's values

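With limma's p, 2 transcripts were higher and 3 lower by more than 2-fold in LE vs. LC, against the paper's 1 and 1, and 3 were lower by more than 2-fold in OE vs. OC, against the paper's 1. In OE vs. OC 474 transcripts were lower past FC 1.3, against the paper's 315. Of the Table 3 genes 3 lay past FC 1.3 and an unadjusted p under 0.05 in OE vs. OC, against the paper's 1. The methods' t-test, an alternative set before the data were examined, gives the paper's 1 and 1 in LE vs. LC, 1 lower by more than 2-fold in OE vs. OC and 1 Table 3 gene (Fasn); its 327 lower transcripts in OE vs. OC are nearer to the paper's 315 but still above it. The totals past FC 1.3 and an unadjusted p under 0.05 in OC vs. LC, LE vs. LC and OE vs. OC were 2440, 607 and 981 with limma's p, and 2013, 430 and 714 with the methods' t-test and with the authors' deposited p. Each of these totals lies above the one the paper states, though by less than 1.5-fold. With only transcripts that carry a symbol, the methods' t-test gave 1993, 426 and 704, which are nearer to the paper's totals but still above them. Of the 1993, 1092 were higher in OC, the number the paper gives. Which transcripts make up the rest of the gap was not found. With limma's p 9 transcripts were higher by more than 2-fold in OE vs. OC, against the paper's 6, and with the methods' t-test 6. Of the 106 fold changes compared, all 106 were within rounding of the paper's, that of Trim24 because its probe set was picked by this value.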

Other observations

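The clock gene score as a covariate of the fasting and feeding genes, the spread of clock genes among rats of 1 group and its tests by array number, and the share of low signals were chosen only after the result was seen.

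On the ecdysterone diet, obese and lean rats differed in genes of amino acid metabolism and detoxification. Of 25 genes of gluconeogenesis and amino acid catabolism, none rose, 8 fell and 17 did not pass limma's test in OE vs. LE (13 fell when adjusted over the list alone), among them Hal (log2 fold change −2.03, adjusted p = 0.00351), Gls2 (−1.25, adjusted p = 0.00572), Hpd (−1.04, adjusted p = 0.007) and the urea cycle gene Cps1 (−0.78, adjusted p = 0.00453). The list had a camera adjusted p = 2.72e-10, and an adjusted p = 0.0321 with an estimated correlation. Of 31 genes of glutathione metabolism 1 rose, 6 fell and 24 did not pass, with Gstt3 at −1.19 (adjusted p = 0.00351) and Gsta2 at −0.95 (adjusted p = 0.000224); this list had a camera adjusted p = 0.00852, and an adjusted p = 0.174 with an estimated correlation. Stac3 (−7.57), Elovl6 (3.67), LOC681458 (3.45), Cd36 (3.09) and Edil3 (2.99) differed as well. By the methods' t-test the adjusted p-values of Hal, Gls2, Hpd, Cps1, Gstt3 and Elovl6 were 0.164, 0.147, 0.145, 0.0886, 0.111 and 0.0781. In all 248 transcripts were higher and 241 lower in OE. The mean ecdysterone effect gave 0 transcripts by limma, with 1133 at an unadjusted p under 0.05 (highest of the other regroupings 14), a count of 0 that carries no information on chance.

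Clock genes varied widely among rats of the same group. A score of 9 clock genes less 5 of the opposite arm ranged from −3.34 to 2.55 among LC rats, −3.08 to 1.37 among LE, −0.82 to 2.48 among OC and −0.77 to 3.1 among OE rats, and 258 of 23174 other transcripts tracked it within groups at an adjusted p under 0.05. It correlated with the second principal component over 24 rats (r = −0.64, permutation p = 0.00066, rho = −0.71, permutation p = 0.0001, and r = −0.68 without the 2 rats farthest from the median). Adjusted over 2 components these permutation p-values were 0.0013 and 0.0002. The component was computed from all transcripts, the clock genes of the score among them, so a part of this correlation is of these genes with themselves. The permutation also took no account of the groups. The labels number the arrays and not the rats. Rats of neighbouring array numbers differed by 0.65 on average in the score, against 2.22 over all pairings (exact p = 2e-05, the smallest the 50625 pairings can give). This would follow if rats of neighbouring array numbers were killed at nearby times, which is a candidate explanation only. Times of killing are not given, and rats that shared a cage would be alike as well. How array numbers were given to rats is not known, so the likeness need not come from the rats. The likeness was not limited to the clock genes. Without them, the deviations of neighbouring arrays from their group means had a mean correlation of −0.11, against −0.2 over all pairings (exact p = 0.0038). The arrays of a group are thus not fully independent, which the permutation tests assume. The score did not differ detectably between LE and LC (difference −0.81, exact permutation p = 0.532), so that time of day and an effect of ecdysterone on clock genes cannot be told apart at this spread.

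Obese rats are homozygous and the lean rats heterozygous for the fa allele of Lepr, and so for DNA linked to it. The difference in dose of this DNA might alter nearby genes apart from obesity. Within 20 Mb of Lepr 12 of 352 transcripts (3.41%) were called in OC vs. LC, against 584 of 22602 elsewhere (2.58%, one-sided Fisher's exact p = 0.207), which leaves this open.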
